# Analgesia through FKBP51 inhibition at disease onset confers lasting relief from sensory and emotional chronic pain symptoms

**DOI:** 10.1073/pnas.2517405122

**Published:** 2025-10-30

**Authors:** Sara Hestehave, Roxana Florea, Samuel Singleton, Alex J. H. Fedorec, Sara Caxaria, Oakley B. Morgan, Katharina Tatjana Kopp, Laurence A. Brown, Tim Heymann, Shafaq Sikandar, Felix Hausch, Stuart N. Peirson, Sandrine M. Géranton

**Keywords:** chronic pain, FKBP51, stress, emotional comorbidities

## Abstract

Chronic pain affects 20 to 30% of the population and imposes a significant socioeconomic burden as it is often accompanied by substantial emotional comorbidities such as anxiety and depression. Yet, the mechanisms underlying the interactions between the sensory and emotional aspects of chronic pain remain poorly understood. Here, we investigated the role of FKBP51, a regulator of the stress response, in mediating both sensory and emotional symptoms of chronic pain. Inhibition of FKBP51, via genetic deletion or pharmacological blockade, in persistent joint pain reduced fast-onset sensory, functional and activity-related symptoms, as well as late anxio-depressive comorbidities. FKBP51 inhibition after the establishment of the hypersensitive state provided only temporary symptoms relief, while acute inhibition at disease onset protected from the full development of sensory and anxio-depressive symptoms for up to 6 mo. Our results also indicated that early pain symptoms could predict the late sensory and emotional outcomes of chronic pain. RNA sequencing of spinal cord tissue revealed that late FKBP51 inhibition transiently altered nociceptive genes associated with mechanical hypersensitivity. In contrast, early inhibition persistently downregulated the *Naaa* gene, a key regulator of the transition to chronic pain, and reorganized spinal cilia. Our results indicate that early FKBP51 inhibition after injury can persistently reduce chronic pain and prevent the onset of associated emotional comorbidities by modulating critical spinal neurobiological pathways that play pivotal roles in the transition to chronic pain.

## Significance

Our study reveals that early inhibition of FKBP51, a modulator in the stress axis, at the onset of joint damage provides sustained pain relief and significantly delays or prevents emotional comorbidities in a sex-dependent manner. In contrast, FKBP51 inhibition initiated after chronic pain is established results in only temporary symptoms improvement. These findings highlight a critical therapeutic window during which timely intervention can prevent the transition from acute to chronic pain. By establishing a predictive link between early therapeutic response and long-term outcomes, this work has important clinical implications for proactive and personalized chronic pain management.

Despite recent advances in our understanding of the mammalian brain circuits that contribute to the different aspects of pain, our knowledge of the neurobiology of chronic pain is still limited and we are still seeking effective therapies that would improve patients’ quality of life. Patients with chronic pain often report negative affective symptoms such as anxiety, depression, and disrupted sleep (1–3), but we still do not understand how these emotional comorbidities may be mechanistically linked to the sensory outcomes of persistent pain. Improved understanding of the interactions between the circuits that drive the emotional and the sensory components of chronic pain may therefore shed further light on the mechanisms of pain chronicity.

In this context, FKBP51, a protein known to be involved in stress-modulation, was recently highlighted as a crucial driver of chronic pain in rodents, where it acts at the level of spinal pain circuits—known to generate widespread pain in chronic pain states—in a glucocorticoid-dependent manner (4–6). Genetic variations in *FKBP5,* the gene encoding for FKBP51, influence the severity of musculoskeletal pain symptoms experienced by humans after trauma, suggesting a universal role for FKBP51 in chronic pain (7–9). FKBP51 regulates the stress response through modulation of the glucocorticoid receptor sensitivity. High levels of FKBP51 protein tend to be associated with a hyperreactive stress pathway, as seen in patients with depression, while low levels of FKBP51 dampen down the stress pathway and produce a more robust and resilient individual (10). Supporting these observations, deletion of FKBP51 in healthy mice has been shown to reduce anxiety-related behavior (11, 12) and improve sleep quality (13). Altogether, these observations suggest that blocking FKBP51 in chronic pain states could modulate many emotional-related symptoms. Therefore, following our previous success with FKBP51-manipulation to reduce hypersensitivity in persistent pain states (4, 5), our hypothesis was that targeting the protein FKBP51 modulates sensory, functional and emotional symptoms associated with chronic pain. Moreover, we have recently demonstrated that hypersensitivity in the early stage of persistent pain can predict the intensity of later emotional comorbidities (14). Therefore, we also anticipated that early FKBP51 inhibition would have long-term implications on emotional comorbidities.

We have developed selective antagonists of FKBP51 (15) and acute administration of these antagonists recapitulates the anxiolytic properties of FKBP51 deletion in mice (11). We have previously tested preclinically one of these compounds, SAFit2, and found its administration at spinal cord level relieved hypersensitivity associated with persistent pain states to the same extent as global deletion of *Fkbp5* and intrathecal delivery of siRNA against *Fkbp5* (4, 5). Here, we use genetic and pharmacological blockade of FKBP51 in a robust preclinical model of persistent joint pain, the monoiodoacetate (MIA) model (14), that induces sensory and emotional symptoms, as experienced by chronic pain patients. We report that FKBP51 inhibition improves both the sensory and emotional component of persistent pain in a time-dependent manner. Crucially, acute FKBP51 inhibition at disease onset provided permanent relief of both pain and emotional symptoms and dampened the expression of *Naaa*, a crucial driver of the transition from acute to chronic pain.

## Results

Study design and all statistical tests and full analysis results are presented in *SI Appendix*, Tables S1–S3, with statistically significant results summarized in the main manuscript and figures.

### MIA Caused Immediate Changes in Sensory and Functional Outcomes and Daily Activity Rhythms but Had a Delayed Impact on the Open Field and Sucrose Preference Test (SPT).

We first established the complete behavioral characterization of male and female mice with joint pain induced by the injection of MIA in the knee joint, for up to 6 mo. Mechanical allodynia, assessed by application of manual von Frey (vF) filaments, rapidly developed in both sexes and was maintained throughout the 6-mo period (Fig. 1 *A*1 and *A*2), with no obvious sex differences (“sex” effect Fig. 1*A*2, *P* = 0.0632). Both males and females also showed immediate and robust changes in weight bearing (WB), with the greatest impairment in the first 3 wk and a more pronounced effect in females (Fig. 1 *B*1 and *B*2). We also looked at bone volume, as a surrogate measure of bone deformation, and found that the injection of MIA had led to a full remodeling of the joint by 6 mo, across sexes (Fig. 1 *C*1 and *C*2).

**Fig. 1.**
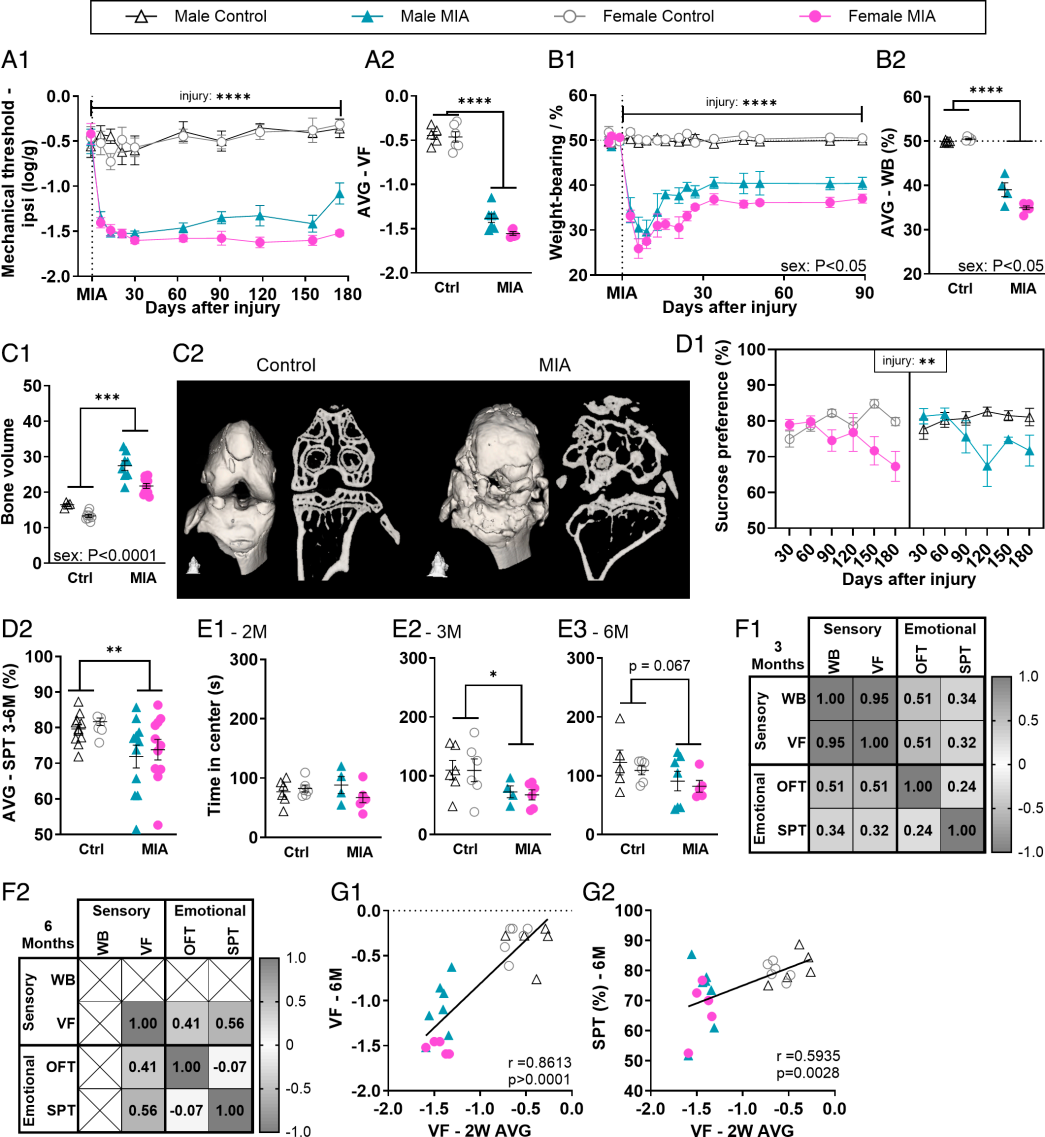
MIA induces immediate and persistent sensory and functional changes, but delayed anxio-depressive comorbidities. (*A*1 and *A*2) Mechanical hypersensitivity assessed using vF filaments (N = 5-7). (*B*1 and *B*2) Functional deficit assessed using static WB distribution (N = 4-6). (*C*1 and *C*2) Bone volume around the joint, assessed using microCT at 6 mo after injury (N = 4-11). *C*2: Typical micro-CT image of control and MIA female joint. (*D*1 and *D*2) Depressive-like behavior (anhedonia) assessed using the SPT (two-bottle test, water vs. 1% sucrose). Data show % consumption of the sucrose water compared with pure water. Weighted average (AVG) in *D*2 was calculated from 3 to 6 mo data. (N = 4-12). (*E*1–*E*3) Anxiety-like behavior assessed using the OFT measured at 2 (*E*1), 3 (*E*2), and 6 (*E*3) mo after injury (N = 4-7). (*F*1 and *F*2) r values from Pearson’s correlation analysis between outcomes recorded from the same animal at the same time point at 3 (*F*1) and 6 (*F*2) mo (N = 22-23 across groups). (*G*1 and *G*2) Correlations between early-stage mechanical sensitivity (2-wk weighted average) and the later stage (6 mo) hypersensitivity (*G*1) and depressive-like (*G*2) behavior. *A*2 and *B*2: Weighted average (AVG) calculated across the full study period. Data show mean ± SEM. NS= Not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as determined by ANOVA analysis. See full statistical analysis in *SI Appendix*, Table S2.

Looking at the affective aspect of the pain experience, we found no difference in stress hormone levels between injured and control mice, either at 48 h or 30 d after MIA injection, suggesting that stress-hormone increase after MIA, if any, would have been short-lived (*SI Appendix*, Fig. S1*A*). However, the duration of affective-motivational response to vF stimulation was promoted by MIA, especially in the first 3 wk after injection, with a greater impact in females, as demonstrated by significant interactions between sex and injury (*SI Appendix*, Fig. S1 *B*1, *B*2, *C*1, *C*2, *D*1, and *D*2). This outcome measure was more variable than mechanical thresholds, likely due to its greater complexity thought to be driven by higher-order cognitive, emotional, and environmental factors (16, 17). Since most animals had returned to baseline for this specific behavioral assessment by 6 wk, it was discontinued at that point to reduce burden on the animals. Overall, these results suggested that the sensory impact of the MIA injection was almost immediately stable, while the functional and affective impairments peaked during the first 3 wk of the disease state.

We next found that both male and female mice had reduced preference for sucrose from day 90 and this lasted for at least 6 mo (Fig. 1 *D*1 and *D*2), suggesting depressive-like behavior. We had previously reported that reduced preference for sucrose is not universal among animals with chronic joint pain, much like depressive symptoms in chronic pain patients (14). Using an individual profiling approach, where affected animals are defined as responding one SD or more from the average performance of the control group (14, 18, 19), we found that up to 75% of male mice showed reduced sucrose preference at 4 mo, while 100% of females exhibited this symptom by 6 mo (*SI Appendix*, Table S4). Moreover, both male and female mice showed reduced exploration time of the middle of the arena in the OFT, suggesting anxiety-like behavior, from 3 mo (27% of males and 45% of females, estimated by individual profiling, *SI Appendix*, Table S4), with no obvious sex differences (Fig. 1 *E*1–*E*3). Interestingly, both sucrose preference and time of exploration of the center of the arena correlated with mechanical allodynia at 3 and 6 mo across sexes (Fig. 1 *F*1 and *F*2). Furthermore, in line with our previous work establishing that early pain-related burden may serve as a predictor of later disease outcome (14), we also found that the early mechanical allodynia significantly correlated with sucrose preference and mechanical allodynia at 3 and 6 mo (Fig. 1 *G*1 and *G*2 and *SI Appendix*, Table S5). Time of exploration in the center of the arena was only significantly correlated to early allodynia at 3 mo, while trending at 6 mo (*SI Appendix*, Fig. S1*E* and Table S5 for all prediction correlations).

Finally, we characterized the activity patterns of single housed mice using noninvasive motion sensor readouts validated against EEG (14, 20–22). Daily activity rhythms were no different between 8-wk-old naïve male and female mice (Fig. 2 *A* and *B* and *SI Appendix*, Fig. S2), but were significantly impacted by MIA in the early stages of the joint pain state, specifically during ZT14 and ZT1, where mice would normally be active. There was a significant increase in the proportion of time spent immobile, or in a sleep-like state, in that period, along with a significant reduction in activity in both male and female mice (Fig. 2 *C* and *D*). There was a noticeable sex-effect, as injured females could maintain activity levels for longer than injured male mice (Fig. 2 *C* and *D*, ZT14 to ZT1: significant time x injury x sex interactions; *SI Appendix*, Table S2). Summary statistics of circadian rhythm confirmed these observations and indicated that injured mice were less able to sustain long bouts of activity (Fig. 2*E*1) and had increased immobility in the dark-phase (Fig. 2*E*2) and decreased immobility in light-phase (Fig. 2*E*3). The impact of MIA on home-cage behavior was short-lasted, as previously reported for other preclinical models of persistent pain (23), and, from 1-mo post injury, MIA-induced changes were subtle, while sex differences became more obvious as mice aged (*SI Appendix*, Figs. S3 and S4).

**Fig. 2.**
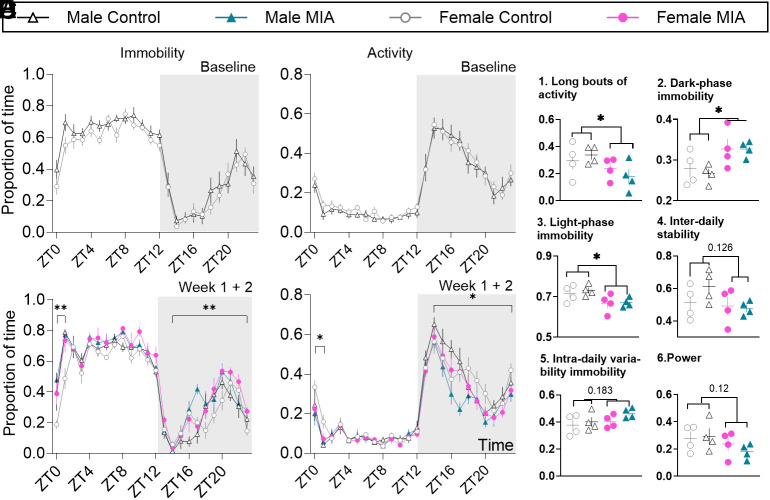
MIA-induced joint pain is accompanied by fragmented daily activity rhythms in the first 2 wk. (*A*–*D*) 24 h immobility/activity plots using 1 h bins. (*A* and *B*) Average of 24 h plots across the 6 d before MIA injection. N = 8. (*C* and *D*) Average of 24 h plots across the first 2 wk after MIA injection. N = 4. (*E*) (*E*1) proportion of time spent in long bouts (>10 min) activity during the dark period, (*E*2) proportion of time spent in immobility during the dark phase, (*E*3) proportion of time spent immobile during the light phase, (*E*4) interdaily stability as a stability index, with higher values representing highly stable patterns, (*E*5) intradaily variability immobility as a variability index, with higher values representing highly fragmented patterns and (*E*6) strength of the rhythmicity; power of the 24-h activity cycle calculated across 2 wk. The power of a periodogram provides a measure of the strength and regularity of the underlying rhythm, with higher values indicating robust rhythms. In circadian disruption—where rhythms are typically less robust—the power is expected to be reduced, which may indicate the absence of a significant circadian rhythm. N = 4. ZT0 = 7 am, ZT12 = 7 pm. Data show mean ± SEM. *P < 0.05; **P < 0.01, injury effect. See full statistical analysis in *SI Appendix*, Table S2.

### *Fkbp5* Global Deletion Reduced MIA-Induced Sensory, Functional and Depressive-Like Symptoms.

We next asked whether the inhibition of FKBP51 could reduce the pain phenotype beyond its documented effects on mechanical hypersensitivity (4–6, 24). First, we used *Fkbp5* global KO mice (4, 5). Both male and female *Fkbp5* KO displayed MIA-induced mechanical allodynia and WB deficit that lasted for 6 mo but was substantially reduced compared with control WT littermates (Fig. 3 *A*1, *A*2, *B*1, and *B*2). There were no sex*genotype-interaction affecting the sensory and functional outcomes, suggesting that the *Fkbp5* deletion did not affect the two sexes differently. However, as observed in Fig. 1, females displayed higher functional deficits across genotype, resulting in a sex-effect in the overall statistical analysis for this dataset (*SI Appendix*, Table S2). Importantly, *Fkbp5* deletion had no impact on MIA-induced bone deformation after correction for body weight, important due to the leaner phenotype of the KO mice (25, 26) (Fig. 3*C* and *SI Appendix*, Fig. S5 *A*1, *A*2, and *B*). We also observed that *Fkbp5* knock-down mitigated the MIA-induced decrease in sucrose preference across sexes, as up to 55.6% and 44.4% of males and females KO mice respectively displayed a resilient phenotype (Fig. 3 *D*1 and *D*2 and *SI Appendix*, Table S6). *Fkbp5* deletion had a milder impact on time of exploration in the center of the OFT arena (Fig. 3*E* and *SI Appendix*, Table S6). While these results might have been confounded by increased locomotion in the KO mice (*SI Appendix*, Fig. S5*C*), they were confirmed by Elevated Plus Maze (EPM) (*SI Appendix*, Fig. S5*D*). Overall, there was no significant correlation across sex and genotype between sensory and emotional outcomes, when compared at any given time point (Fig. 3 *F*1 and *F*2). Moreover, while early mechanical allodynia was a significant predictor of late pain sensitivity (Fig. 3*G*1), it could not predict sucrose preference and time of exploration of the center of the arena at 3 or 6 mo (*SI Appendix*, Table S5 and Fig. 3 *G*2 and *G*3). These results suggested that *Fkbp5* global knockdown disrupted the relationship between pain burden and emotional comorbidities, likely due to the reported impact of *Fkbp5* deletion on anxiety- and depressive-like behavior independently from the hypersensitive state (26–28).

**Fig. 3.**
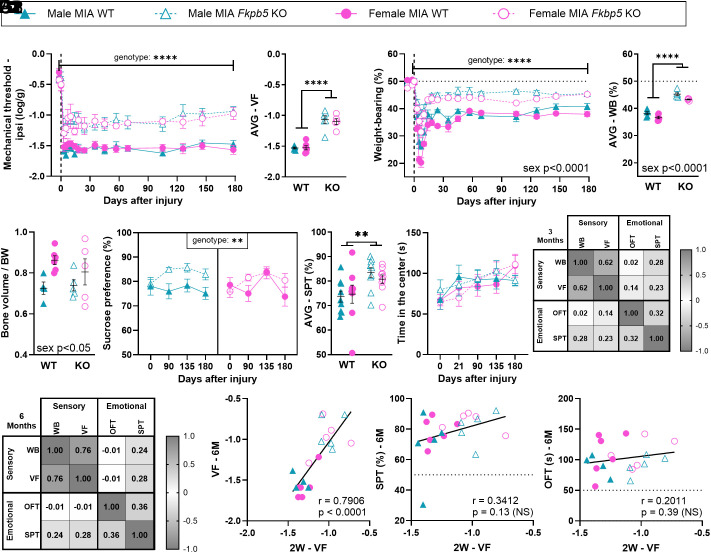
*Fkbp5* global knockdown improves sensory, functional and depressive-like behavior induced by MIA. (*A*1 and *A*2) Mechanical hypersensitivity assessed using vF filaments (N = 5-6). (*B*1 and *B*2) Functional deficits assessed using static WB distribution (N = 5-6). (*C*) Bone volume around the joint assessed by microCT at 6 mo after injury and normalized to body weight (N = 4-6). (*D*1 and *D*2) Depressive-like behavior (anhedonia) assessed using the SPT (two-bottle test, water vs. 1% sucrose). Data show % consumption of the sucrose water compared with pure water. Weighted average (AVG) in *D*2 was calculated from 3 to 6 mo data. (N = 5-9). (*E*) Anxiety-like behavior assessed using the OFT (N = 5-6). (*F*1 and *F*2) r values from Pearson’s correlation analysis between outcomes recorded from the same animal at the same time point at 3 (*F*1) and 6 (*F*2) mo (N = 22 across groups). (*G*1–*G*3) Correlations between early-stage mechanical sensitivity (2-wk weighted average) and the later stage (6 mo) of hypersensitivity (*G*1), depressive-like (*G*2), and anxiety-like (*G*3) behavior. *A*2 and *B*2: Weighted average (AVG) calculated across the full study period. Data show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as determined by ANOVA analysis. See full statistical analysis in *SI Appendix*, Table S2.

We also characterized the impact of *Fkbp5* knockdown on daily activity rhythms. While there were no obvious sex and genotype differences in 8-wk-old naive mice (*SI Appendix*, Figs. S6 *A* and *B* and S7), *Fkbp5* KO male and female mice showed increased activity between ZT14 and ZT1 after MIA, when compared with WT mice (*SI Appendix*, Fig. S6 *C* and *D*). These results suggested that the deletion of *Fkbp5* provided some protection from the injury-induced disruption to daily activity rhythms. Moreover, MIA-induced disruption in a number of summary statistics of circadian parameters (Fig. 2*E*) were resolved by *Fkbp5* knockdown, including in long-bouts of activity (*SI Appendix*, Fig. S6*F*). As mice aged and at a time where the effects of the injury were no longer obvious in WT mice, genotype and sex differences grew stronger (*SI Appendix*, Fig. S6). In particular, the KO females were more active in the dark phase and less immobile in the light phase than their wild–type counterparts (*SI Appendix*, Figs. S8 and S9). Overall, these results suggested that the impact of global *Fkbp5* knockdown on immobility and activity patterns went beyond the protection from MIA-induced disruptions.

### Pharmacological Inhibition of FKPB51 after Establishment of Persistent Pain Provided Temporary Improvement of Sensory, Functional and Depressive-Like Symptoms.

We next asked whether pain relief could be achieved through pharmacological blockade of the protein FKBP51 using the FKBP51 inhibitor, SAFit2 (4, 5). SAFit2-VPG, a formulation designed for the sustained released of the inhibitor over 7 d via encapsulation in a vesicular phospholipid gel (VPG), was first administered 2 wk after the MIA injection, a time point when SAFit2 had been tested in models of ankle joint inflammation and neuropathic pain (4). SAFit2-VPG attenuated the MIA-induced allodynia, with mechanical thresholds nearly returning to baseline (*SI Appendix*, Fig. S10*A*). WB deficit were equally improved (*SI Appendix*, Fig. S10*B*). Next, we delayed the administration of SAFit2-VPG to 1 mo after MIA-induction, and, using weekly injections, we extended the duration of FKBP51 inhibition to 3 wk. SAFit2-VPG significantly improved the MIA-induced mechanical allodynia (Fig. 4 *A*1 and *A*2) and WB deficits (Fig. 4 *B*1 and *B*2), during its controlled release from VPG, when it is therapeutically effective.

**Fig. 4.**
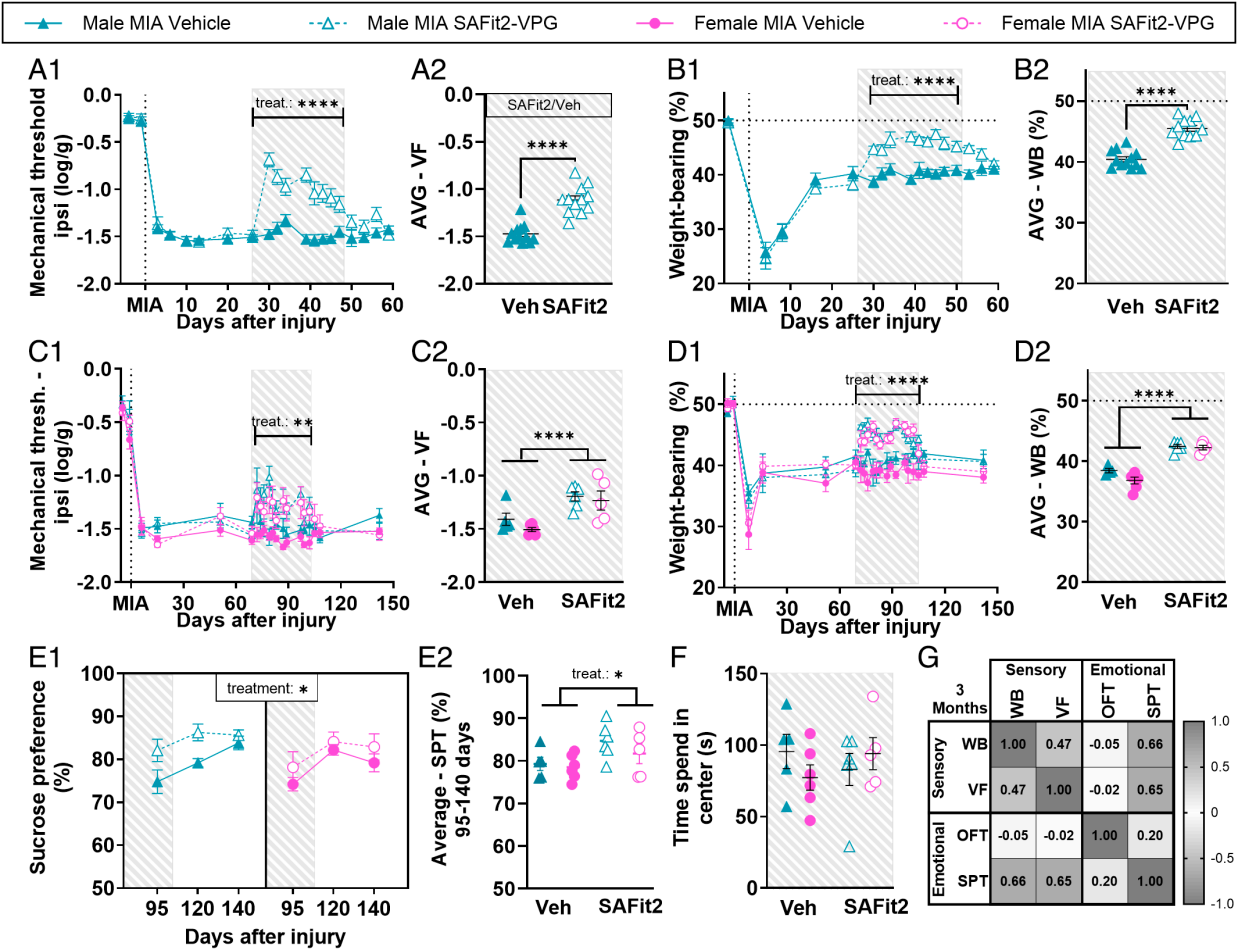
Pharmacological inhibition of FKBP51 after MIA induction transiently improves sensory and functional deficits and delays the onset of depressive-like behaviors. Hatched gray area indicates when SAFit2 was active. (*A*1 and *A*2) Mechanical hypersensitivity assessed in male mice using vF filaments. (N = 12). (*B*1 and *B*2) Functional deficits assessed using static WB distribution (N = 11-12). (*C*1 and *C*2) Mechanical hypersensitivity assessed using vF filaments. SAFit2-VPG was administered 10 to 14 wk after injury. (N = 5-6). (*D*1 and *D*2) Functional deficits assessed using static WB distribution. (N = 4-6). (*E*1 and *E*2) Depressive-like behavior (anhedonia) assessed using the SPT (two-bottle test, water vs. 1% sucrose). Data show % consumption of the sucrose water compared with pure water. Weighted average in *E*2 was calculated from D95-140 data (N = 5-6). (*F*) Anxiety-like behavior assessed using the OFT (N = 5-6). (*G*) r values from Pearson’s correlation analysis between outcomes recorded from the same animal at the same time point at 3 mo after injury (14 wk), when SAFit2-VPG was administered from 10 to 14 wk after injury (N = 21 across groups). *A*2, *B*2, *C*2, and *D*2: Weighted average (AVG) was calculated for the hatched gray study period, where the compound was active. Data show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as determined using ANOVA analysis. See full statistical analysis in *SI Appendix*, Table S2.

We next administered SAFit2-VPG for 4 wk during the 2- to 3-mo period after MIA injection, when long-term emotional disorders manifest (Fig. 1 *E* and *F*). SAFit2-VPG improved mechanical threshold and WB deficit across sexes (Fig. 4 *C*1, *C*2, *D*1, and *D*2) and delayed the MIA-induced changes in sucrose preference (Fig. 4 *E*1 and *E*2), with up to 83.3% of males and 60% of females injected with SAFit2-VPG being resilient (*SI Appendix*, Table S7). Unexpectedly, SAFit2-VPG had no impact on the OFT exploration (Fig. 4*F* and *SI Appendix*, Fig. S10 *C* and *D* and Table S7), nor did it affect locomotor activity (*SI Appendix*, Fig. S10*E*) or body weight (*SI Appendix*, Fig. S10*F*). Furthermore, at 3 mo, while SAFit2 was still in its active release phase, there were significant correlations between improvement of both functional and sensory outcome measures and the effect on sucrose preference (Fig. 4*G*). While mechanical thresholds quickly returned to control levels when the treatment was discontinued, the effects on sucrose preference were maintained for longer, with significant predictive correlations between the mechanical thresholds measured during the active phase of SAFit2-treatment and the sucrose preference at 3, but not 6, wk after treatment-end (*SI Appendix*, Fig. S10 *G* and *H* and Table S5).

Surprised by the absence of effect of SAFit2-VPG on the OFT in injured mice, we explored the effect of prolonged SAFit2-VPG in naïve mice. In a control experiment, SAFit2-VPG was administered to naïve mice for 1 mo. This reduced the time spent in the center of the OFT arena (*SI Appendix*, Fig. S11*A*), which may explain its inability to prevent the MIA-induced reduction in center time. Finally, SAFit2 had no effect on mechanical threshold (*SI Appendix*, Fig. S11*B*) or depressive-like behavior in naïve mice (*SI Appendix*, Fig. S11 *C* and *D*).

### Inhibition of FKBP51 at Disease Onset Prevented the Full Development of MIA-Induced Symptoms.

We next explored the effect of early blockade of FKBP51 during the onset of the pain state and observed a reduction in MIA-induced allodynia and both static and dynamic WB deficits (Fig. 5 *A*–*C*) of similar effect size as when SAFit2-VPG was given 2 wk and 4 wk after MIA (*SI Appendix*, Fig. S12 *A*–*F*). Remarkably, for up to 6 mo after injury, mechanical threshold and WB never reached the levels seen in vehicle-treated MIA animals, despite SAFit2 being only active until day 14. The early SAFit2 treatment resulted in a sensory profile similar to that of the *Fkbp5* KO mice. Importantly, early SAFit2 treatment did not exacerbate, nor prevent, the degradation of the knee bone induced by MIA (*SI Appendix*, Fig. S12*G*).

**Fig. 5.**
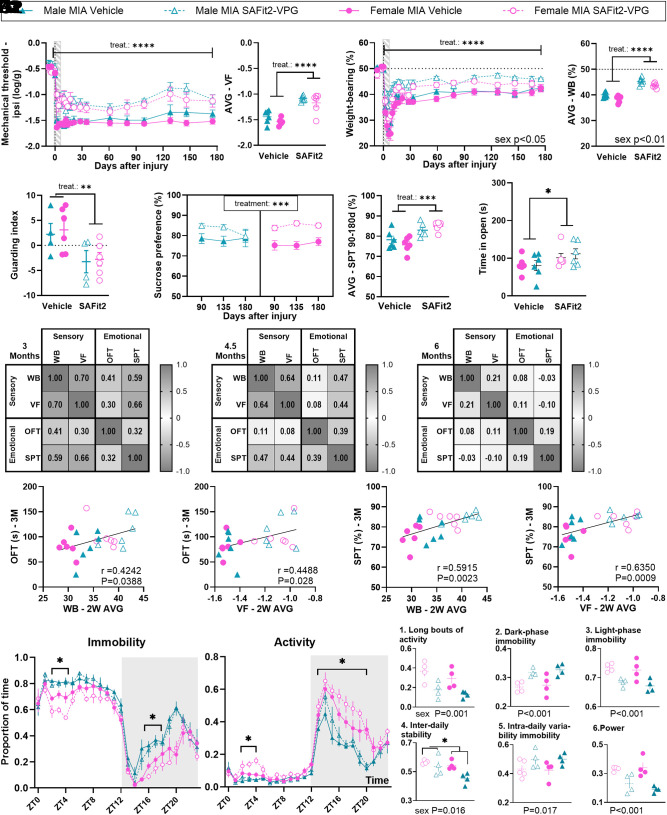
Acute pharmacological inhibition of FKBP51 initiated during joint pain onset prevents the full development of MIA-induced symptoms. SAFit2-VPG was injected 3 d before MIA. Hatched gray area indicates when SAFit2 was active. (*A*1 and *A*2) Mechanical hypersensitivity assessed using vF filaments (N = 6). (*B*1 and *B*2) Functional deficits assessed using static WB distribution (N = 6). (*C*) Guarding index at 6 wk after injury, 4 wk after SAFit2 was active, assessed by Catwalk gait analysis (N = 4-6). (*D*1 and *D*2) Depressive-like behavior (anhedonia) assessed using the SPT (two-bottle test, water vs. 1% sucrose). Data show % consumption of the sucrose water compared with pure water. Weighted average (AVG) in *D*2 was calculated from 3 to 6 mo data (N = 6). (*E*) Anxiety-like behavior assessed using the OFT (N = 6). (*F*1–*F*3) r values from Pearson’s correlation analysis between outcomes recorded from the same animal at 3 (*F*1), 4.5 (*F*2), and 6 (*F*3) mo after injury (N = 6). (*G* and *H*) Correlations between the weighted average WB asymmetry (WB) or mechanical hypersensitivity (vF) from the first 2 wk after injury, when the compound was active, and the level of anxiety-like behavior at 3 mo (*G*1 and *G*2), and the level of depressive-like behavior at 3 mo (*H*1 and *H*2). (*I* and *J*) 24 h immobility/activity plots using 1 h bins across the first 2 wk after MIA injection. N = 4. (*K*) Average across 14 d after MIA. (*K*1) Proportion of time spent in long bouts (>10 min) activity during the dark period, (*K*2) proportion of time spent immobile during the dark phase, (*K*3) proportion of time spent immobile during the light phase, (*K*4) interdaily stability as a stability index, with higher values representing highly stable patterns, (*K*5) intradaily variability immobility as a variability index, with higher values representing highly fragmented patterns and (*K*6) strength of the rhythmicity; power of the 24-h activity cycle calculated across 2 wk. *A*2 and *B*2: Weighted average (AVG) was calculated for the full study period. Data show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as determined using ANOVA analysis. Full statistical analysis in *SI Appendix*, Table S2.

Early FKBP51 inhibition reduced affective responses to vF filaments (*SI Appendix*, Fig. S13 *A*–*C*) and brush-induced allodynia (*SI Appendix*, Fig. S13*D*) seen early after the initiation of the pain state. We also found that the early treatment prevented the reduction in both sucrose preference and time spent in the center of the OFT arena (Fig. 5 *D*1, *D*2, and *E* and *SI Appendix*, Fig. S13*E*) at 3 mo after injury. Specifically, the drop in sucrose preference in male mice was delayed until 6 mo, with up to 66.7% of male mice treated with SAFit2-VPG resilient at 3 mo (*SI Appendix*, Table S8). There was no drop in sucrose preference in female mice, with up to 100% of female mice treated with SAFit2-VPG resilient (*SI Appendix*, Table S8). Finally, the early SAFit2-VPG administration did not lead to any change in body weight compared with vehicle-treated mice (*SI Appendix*, Fig. S13*F*) and had no impact on distance traveled in the OFT (*SI Appendix*, Fig. S13*G*).

Pain-related outcomes (allodynia and WB) showed the strongest correlations with sucrose preference and exploration of the center of the OF arena at 3 mo across sexes, weakening from 4.5 mo (Fig. 5*F*). SAFit2’s early effects on pain-related measures predicted late pain experience, as shown by correlations between early mechanical threshold and WB and late mechanical thresholds (*SI Appendix*, Table S5), time spent in the center of the OF arena (Fig. 5 *G*1 and *G*2), and sucrose preference (Fig. 5 *H*1 and *H*2), with a predictive strength highest at 3 mo (*SI Appendix*, Table S5).

Finally, SAFit2-VPG administered during the onset of the pain state had a protective effect on the MIA-induced disruption to daily activity rhythms, as SAFit2-VPG-treated MIA mice slept less and were more active than vehicle treated controls (Fig. 5 *I* and *J*). However, the impact of FKBP51 inhibition on summary parameters of activity rhythms were milder and rarely reached significance (Fig. 5*K*), and as mice aged, sex differences became more obvious (*SI Appendix*, Fig. S14). As we had observed an impact of SAFit2-VPG in the OFT in naïve mice, we also looked at activity patterns in naïve mice treated with SAFit2-VPG and found an increase in activity in female and a decrease in male mice during their active phase (ZT14 to ZT1, sex*treatment interactions; *SI Appendix*, Fig. S15 *A* and *B*) but with no significant differences in the summary parameters of circadian disruption (*SI Appendix*, Fig. S15 *C*–*N*). Overall, the impact of early and acute FKBP51 pharmacological inhibition on activity rhythms were milder than the global knock-down of *Fkbp5,* still improving some of the MIA-induced deficits at peak burden.

### FKBP51 Inhibition at Disease Onset Downregulated Genes Involved in the Transition to Chronic Pain and Reorganization of Spinal Cilia.

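RNA sequencing was performed on spinal cord from 22 mice with knee joint pain induced by monoiodoacetate (MIA), an inhibitor of glycolysis that damages cartilage when injected into the joint. The groups were 5 Early SAFit2, 6 Early Vehicle, 5 Late SAFit2 and 6 Late Vehicle mice. SAFit2 is a selective inhibitor of the co-chaperone FKBP51, and SAFit2-VPG is SAFit2 in a vesicular phospholipid gel that releases the drug slowly after subcutaneous injection. SAFit2 mice received 100 mg/kg and Vehicle mice the gel alone. MIA (1 mg) was given to all mice. The early groups were injected with gel on days -3 and 4 and the late groups on days 20 and 27. Collection of tissue is taken as day 30, while the legend of the paper's figure gives a later day for the corticosterone measurement. The sample labels give days 3 and 4 for the early groups. The days used here are those of the paper. The titles of the 5 Early SAFit2 samples read SAFit1, while their treatment label and the paper give SAFit2, which is used here. The labels also mark the early and the late groups as separate batches. A difference between early and late mice can therefore not be told apart from a difference between batches. Each SAFit2 group has its own Vehicle group within its batch. According to the methods, RNA from lumbar quadrants was made into strand-specific libraries and paired-end reads were aligned to mm10. Reads were counted per gene with featureCounts, and library sizes were normalised by trimmed mean of M-values (TMM). The deposited values are log2 CPM (reads scaled to library size, on the log2 scale) of 17306 genes in each mouse, listed by Entrez gene identifier and symbol. In each library these values rise in equal steps on the linear scale, so that the reads behind them could be worked back. In this way 100.0% of values came out as whole reads, with a tolerance of 0.02 reads and a largest gap of 0.0055 reads. Reads on genes ranged from 14763955 to 18312102 in Early SAFit2 (median 17390328) and from 14079545 to 24433349 in Early Vehicle mice (median 17894662). In the late groups they ranged from 11352989 to 20242724 in Late SAFit2 (median 15326465) and from 13862129 to 23197524 in Late Vehicle mice (median 17314517). The mean was 17542836 reads on genes per library. The scaling factors carried by the deposited values ranged from 0.774 to 1.14. They were lower in Late SAFit2 (0.875 ± 0.0625, SD, n = 5) than in Late Vehicle mice (0.994 ± 0.0489, SD, n = 6). The exact permutation p was 0.0087, with a Benjamini-Hochberg adjusted p of 0.071 over 14 comparisons of library measures. No pair of libraries held the same values, and correlations between libraries across genes ranged from 0.925 to 0.987. Genes with a log2 CPM of at least -1 in 5 or more libraries were tested (16765 genes) with limma on the deposited values. A single model held a mean for each of the 4 groups and a variance trend on expression. The treatment effect was taken within early mice, within late mice and as the mean of both, and the early effect was compared with the late effect directly. Fold changes are on the log2 CPM scale. The deposited values share a floor for genes at 0 reads, from which a small prior count was inferred. Fold changes then understate the change of genes with few reads. Permutation tests are two-sided and compare group means over all 462 splits of the 11 mice of a pair of groups.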

We used RNAseq to explore the mechanisms behind early vs. late FKBP51 inhibition. Since SAFit2 reduces pain sensitivity across all persistent pain states regardless of their origin, we focused on comparing SAFit2 vs. vehicle in MIA-injured mice, removing the confound of MIA. One group received SAFit2-VPG or vehicle at pain onset (early), and another after pain was established (late). As before, mice that received early SAFit2 treatment maintained mechanical thresholds higher than controls beyond the compound’s active phase (Fig. 6 *A*1 and *A*2). By day 30 post-MIA, mechanical thresholds were similar across all SAFit2-VPG-treated mice. Early treatment however yielded greater dynamic weight-bearing improvement (Fig. 6*B* and *SI Appendix*, Fig. S16 *A*–*D*). Corticosterone levels were reduced by SAFit2-VPG (Fig. 6*C*) and correlated with the level of allodynia (Fig. 6*D*), supporting a functional relationship between FKBP51 activity, corticosterone regulation, and mechanical hypersensitivity, as previously reported (4, 5).

**Fig. 6.**
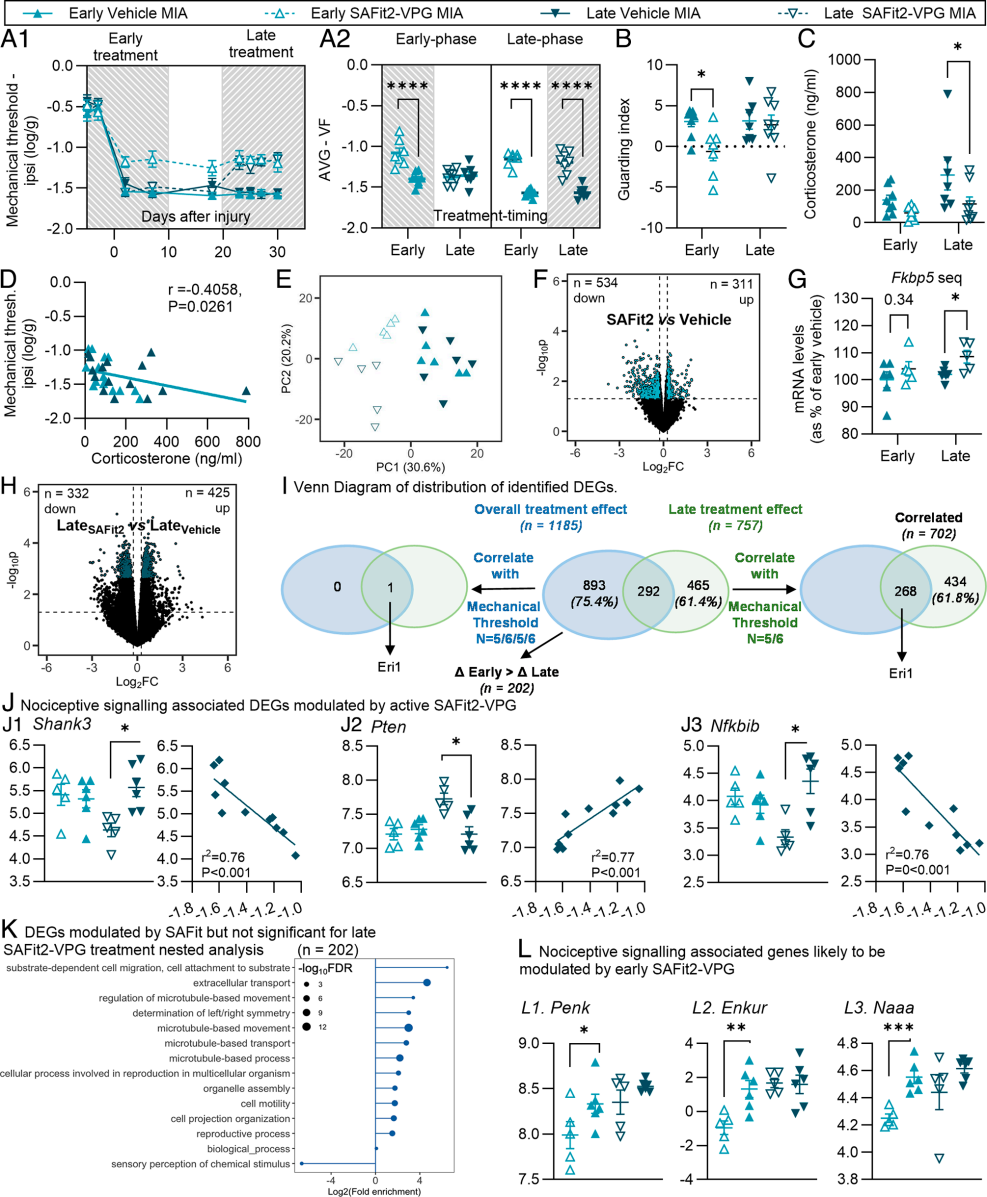
Pharmacological inhibition of FKBP51 initiated either before or after pain state induction leads to different gene expression changes. SAFit2-VPG was injected either “Early” (day –3 and day 4), or “Late” (day 20 and day 27). Hatched gray area indicates the active phase of SAFit2. (*A*1 and *A*2) Mechanical hypersensitivity assessed using vF filaments. *A*1: Data show mean ± SEM. (*B*) Guarding index assessed through catwalk gait analysis. (*C*) Corticosterone levels (Day 31). (*D*) Correlation between mechanical allodynia and corticosterone (Day 31). (*E*) PCA Analysis indicating subclusters within the second principal component of SAFit2-treated groups not present in vehicle-treated groups. (*F*) Volcano plots; x-axis: log2-transformed fold change in gene expression between SAFit2- and vehicle-treated groups. (*G*) Expression levels of *Fkbp5* mRNA from sequencing counts. (*H*) Volcano plots; x-axis: log2-transformed fold change in gene expression between Late_SAFit2_- and Late_vehicle_-treated groups; (*I*) Venn Diagram of distribution of identified DEGs. (*J*) (*J1*-*J3*) DEGs by SAFit2-VPG late treatment associated with nociceptive signaling. *P < 0.05, as per nested analysis; correlation graphs show the results of Pearson Correlation analysis. y-axis: log_2_CPM, x-axis: mechanical thresholds [log(G)]. (*K*) Lollipop plot of enriched GO terms identified by PANTHER from the DEGs between SAFit2- and vehicle-treated mice, emphasis on genes with a greater change in expression between (Early_SAFit2_ vs. Early_Vehicle_) than (Late_SAFit2_ vs. Late_Vehicle_). The X-axis represents the GO terms related to biological processes while the Y-axis shows the fold change in enrichment. Significance (−log10 adjusted *P*-value) of each term is denoted by size. (*L*) (*L1*-*L3*) Selected genes associated with nociceptive signaling. Y-axis: log_2_CPM. (*F* and *H*): y-axis represents the –log10(*P*-value) for differential expression; colored points are significantly up- or down-regulated with threshold abs(log2FC) >1.2; vertical dotted lines represent log2FC thresholds: *Left*: log2FC = −1 (twofold downregulation) and *Right*: log2FC = 1 (twofold upregulation); horizontal dotted line represents the *P*-value threshold. *P < 0.05; **P < 0.01; ***P < 0.001, *t* test Early_SAFit2_ vs. Early_Vehicle._ For all graphs; (N = 7-8), see full statistical analysis in *SI Appendix*, Table S2.

RNA sequencing of the ipsilateral dorsal horn quadrants aimed to identify differentially expressed genes (DEGs) by SAFit2. We initially explored the main effect of treatment using linear regression modeling of early and late SAFit2 groups compared with vehicle-treated groups and detected 1,185 DEGs (nominal *P* < 0.05). 

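In the model of the 4 groups, 2215 of the 16765 genes tested had a nominal p under 0.05 for the mean effect of early and late SAFit2 against Vehicle, 1011 of them higher and 1204 lower with SAFit2. At this threshold 838 genes would be counted by chance on average, but genes are not independent. Other splits of the mice within timing gave between 206 and 5369 genes (median 525). In 10 of 100 splits as many as 2215 were counted, so chance cannot be excluded for this count. After Benjamini-Hochberg adjustment over all genes, limma counted 0 genes at an adjusted p under 0.05, the lowest adjusted p being 0.301. Limma voom on the recovered reads gave a lowest adjusted p of 0.355 with 2166 genes at a nominal p under 0.05. The count moved most with limma's library quality weights, to 6396 genes with a lowest adjusted p of 0.0022. Without replicate 1 of Early SAFit2 the count was 1313, and without replicate 6 of Late Vehicle it was 3780. Without any other single mouse it stayed within 1.5 times 2215. Leaving Bc1 (a short neuronal RNA that took up to 16.5% of the reads of a library) and the mitochondrial genes out of the library sizes gave 2213 genes, 756 higher and 1457 lower. The share of higher genes was then 34.2%, against 45.6% with the deposited scaling. With library sizes centred on the median gene it was 54.9% (1247 higher, 1025 lower).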

Principal component analysis revealed subclusters within the second principal component of SAFit2-VPG-treated groups exposed at the early vs. late time points absent in vehicle-treated groups, suggesting small time-dependent regulation of gene expression by SAFit2 (Fig. 6*E*). 

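Over all 16765 genes tested, PC1 carried 22.0% and PC2 14.6% of the variance between the 22 mice. Treatment explained 14.4% of the PC1 variance left after timing (exact permutation of treatment labels within timing, 213444 splits, p = 0.0905). For PC2 this share was 1.65% (exact permutation, p = 0.58). All treatment shares of a component given here are of the variance left after timing. On PC1, Late SAFit2 mice lay apart from Late Vehicle mice (exact permutation test, p = 0.022) and from Early SAFit2 mice (exact permutation test over 252 splits, p = 0.0079). Early SAFit2 did not differ from Early Vehicle (exact permutation test, p = 0.59) nor Late from Early Vehicle (exact permutation test over 924 splits, p = 0.12). On PC2, Late and Early Vehicle mice were apart (exact permutation test, p = 0.0022) and Late and Early SAFit2 mice were not (exact permutation test, p = 0.40). The components depended on the genes entered. With the 2215 nominal treatment genes, PC1 carried 34.8% and PC2 18.0% of the variance. Treatment explained 47.4% of the PC1 variance left after timing. On PC2 Early and Late SAFit2 mice were apart (exact permutation test, p = 0.024) while the Vehicle groups were not (exact permutation test, p = 0.24). On PC1 SAFit2 mice were also apart by timing and Vehicle mice were not (exact permutation test, p = 0.0079 and 0.68). The 2215 genes were selected for a treatment effect in the same mice. When treatment labels were permuted within timing and genes were selected again, 89 of 100 draws gave a treatment share of PC1 as large, the actual labels included (median 63.4%). Permuted labels selected a median of 424 genes, against 2215. Draws with 1856, 2092 and 2401 genes had shares of 40.6%, 46.8% and 42.6%, and that with 1526 genes 51.9%. As the sets differ in size, this count cannot decide whether the share exceeds chance. A separation of timing on PC2 in the SAFit2 mice alone was seen in 1 of the 100 draws, the actual one, and on PC1 or PC2 in 17.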

Out of the 1,185 DEGs, 311 were up-regulated and 534 were downregulated by SAFit2-VPG with a cut-off fold-change of 1.2 (Fig. 6*F*, total 845 DEGs). 

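With a fold change of at least 1.2 added to the nominal threshold, 1442 genes remained, 470 of them higher and 972 lower with SAFit2. Fold changes were modest: at 1.5-fold, 403 genes were counted, 64 higher and 339 lower. With library sizes centred on the median gene, the genes at 1.2-fold were 681 higher and 805 lower. Removing each library's trend with the GC content and length of the genes left 244 higher and 387 lower at 1.2-fold. Without the fold threshold this left 1361 of 16213 genes at a nominal p under 0.05, 864 higher and 497 lower, against 1011 and 1204 before it.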

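Fkbp5 (Entrez gene 14229; chromosome 17, 28398753 to 28486149, GRCm38) encodes FKBP51, the target of SAFit2. Its expression was 4.54 ± 0.26 log2 CPM (SD, n = 5) in Early SAFit2, 4.37 ± 0.31 (n = 6) in Early Vehicle, 4.74 ± 0.23 (n = 5) in Late SAFit2 and 4.45 ± 0.11 (n = 6) in Late Vehicle mice. The mean treatment effect was a log2 fold change of 0.23 (standard error 0.11). It had a nominal limma p of 0.038, an adjusted p of 0.36 and a p of 0.0315 in an exact permutation of treatment labels within timing. This is below 1.2-fold. The nominal p rose above 0.05 without any of replicates 3 of Early SAFit2, 5 and 6 of Early Vehicle, 2 and 3 of Late SAFit2 or 5 of Late Vehicle. The log2 fold change was 0.18 in early mice (adjusted limma p = 1, exact permutation p = 0.40) and 0.29 in late mice (adjusted limma p = 0.17, exact permutation p = 0.024). The difference between them was within the error (nominal limma p = 0.604; exact permutation p = 0.638).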

Notably, *Fkbp5* was one of the 311 up-regulated DEGs (Fig. 6*G*).

To focus on pathways modified during the drug’s active phase, we focused on the late treatment group. A nested analysis (Late_SAFit2_ vs. Late_Vehicle_) revealed 757 DEGs (adjusted FDR *P* < 0.05, cut-off fold-change of 1.2), with 425 upregulated and 332 downregulated genes (Fig. 6*H*). 

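The late comparison gave 2021 genes at an adjusted limma p under 0.05, all of them at least 1.2-fold changed. Of these, 894 were higher and 1127 lower in Late SAFit2 than in Late Vehicle mice. The lowest adjusted p was 0.0079, and 5791 genes had a nominal p under 0.05. In 195 of the 2021 genes the groups did not overlap. Of all genes tested 1.71% did not overlap, against 0.433% expected by chance for 5 against 6 mice. With library sizes centred on the median gene the count was 2063, split into 1139 higher and 924 lower. The count depended on the model and on single mice. It was 876 with limma voom on the recovered reads (484 higher, 392 lower), 62 without the variance trend and 6381 with library quality weights. It was 0 when limma fitted only the 11 late mice (5245 at a nominal p under 0.05). With limma 0 genes passed after removal of each library's trend with GC content and length, with 2610 at a nominal p under 0.05 and a lowest adjusted p of 0.115. With each library's GC slope as a covariate, a setting chosen after the values were seen, 0 genes passed as well, with 761 at a nominal p under 0.05. With single mice left out, 1 gene passed without replicate 1, 3, 4 or 5 of Late Vehicle or 2 or 5 of Late SAFit2, and 8 without replicate 4 of Late SAFit2. The count fell to 1279 and 1276 without replicates 2 and 6 of Early Vehicle and to 1189 without replicate 4 of Early SAFit2. It rose to 3537 without replicate 1 of Late SAFit2 and to 3790 and 4971 without replicates 2 and 6 of Late Vehicle. Gli2 (chromosome 1, 118834061 to 119054405, GRCm38) had the lowest p. It was 1.08 ± 0.23 log2 CPM (SD, n = 5) in Late SAFit2 and 2.44 ± 0.20 (n = 6) in Late Vehicle mice, a log2 fold change of -1.36 (standard error 0.20, adjusted limma p = 0.0079, exact permutation p = 0.0022). It passed in all 22 fits with a mouse left out, at an adjusted p of at most 0.041. It did not pass when the trend with GC content and length was removed (log2 fold change -0.86). Of the genes without overlap, those next by p were, among lower genes, Trim67 (log2 fold change -0.87), Rundc1 (-0.91), Rhbdd2 (-0.54) and Ssh3 (-1.48). Among higher genes these were Zfp991 (1.03), Brcc3 (0.71), Zfp560 (1.15), Gm19578 (0.94) and Twf1 (0.48). Each had an adjusted limma p between 0.026 and 0.028 and a standard error between 0.10 and 0.29. Across the 16213 genes with a known GC content, the late log2 fold change correlated with the GC content of the longest transcript (r = -0.61, rho = -0.68). This is across genes, which are not independent replicates. Genes higher in Late SAFit2 had a median GC content of 41.6% and genes lower in it a median of 57.7%, against 49.7% over all genes tested.

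**Figure D1:**
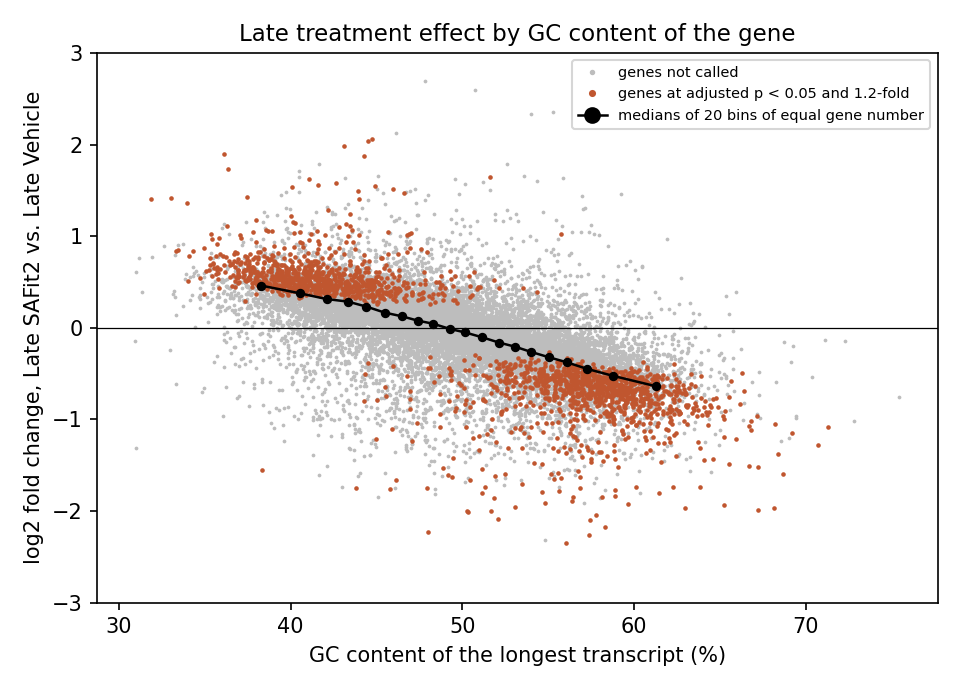
Log2 fold change of Late SAFit2 against Late Vehicle (vertical axis) by the GC content of the longest transcript in percent (horizontal axis), with 1 point per gene for 16213 genes, 3 of which lie outside the drawn range. Orange points are genes at an adjusted limma p under 0.05 and at least 1.2-fold, and the black line joins the medians of 20 bins of equal gene number, which fall with GC content.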

We next hypothesized that if the DEGs were functionally relevant to the reduced mechanical threshold observed in Late_SAFit2_-treated mice, their expression level would correlate with the mechanical thresholds at time of dissection. Pearson’s correlation analysis with Bonferroni correction identified 702 DEGs that correlated with the mechanical threshold (average day 27 to day 30) but not with the guarding index (Fig. 6*B*), suggesting that these genes were more likely linked to the sensory rather than the functional aspect of the pain state. 434 of the 702 identified DEGs were not among the initial 1,185 DEGs (Fig. 6*I*), suggesting transient modulation by SAFit2-VPG. 

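Of the 2021 late genes, 880 were not among the 2215 genes of the overall effect. The late mice are part of both comparisons, so that some overlap arises without any early effect. In 20 simulated datasets of unchanged groups, late and overall fold changes correlated across genes with r = 0.71, against 0.83 here. The behavioural values of the individual mice were not analysed here, so no correlation with mechanical threshold was computed.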

Gene ontology (GO) analysis highlighted roles in energy metabolism, cell structure regulation, neuronal development, RNA processing, protein transport, and sensory perception (*SI Appendix*, Fig. S17). 

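For energy metabolism, lists of mitochondrially encoded genes and of nuclear genes of oxidative phosphorylation, written before the data were examined, were tested with limma camera (inter-gene correlation 0.01) among 20 lists. As the paper reports energy metabolism from the same mice, these tests are not independent of its result. All 13 mitochondrially encoded genes were higher in Late SAFit2 than in Late Vehicle mice, with a median log2 fold change of 0.79 (camera adjusted p = 3.9e-08; exact permutation p of the list mean = 0.011). Of these, 11 passed an adjusted p of 0.05 over all genes and 13 adjusted over the list alone. Of 30 nuclear oxidative phosphorylation genes, 22 were higher, with a median of 0.28 (camera adjusted p = 0.0061; exact permutation p = 0.028). Of them, 3 were past an adjusted p of 0.05 both over all genes and adjusted over the list alone. After removal of each library's trend with GC content and length the medians were 0.28 (camera adjusted p = 0.00023) and 0.14 (camera adjusted p = 0.16). Without replicate 1 of Late SAFit2 the nuclear list no longer passed. Of the late list tests at a camera adjusted p under 0.05, which included motile cilia and skeletal muscle genes as well, none held under fry (lowest adjusted p = 0.074) or with the inter-gene correlation estimated from the data (adjusted p = 0.89). The gene ontology terms themselves were not tested, as no ontology annotation was used here.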

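Shank3 (Entrez gene 58234; chromosome 15, 89493013 to 89560261, GRCm38) encodes a scaffold protein of the postsynaptic density. It was 4.63 ± 0.34 log2 CPM (SD, n = 5) in Late SAFit2 and 5.57 ± 0.50 (n = 6) in Late Vehicle mice, a log2 fold change of -0.94 (standard error 0.25, adjusted limma p = 0.033, exact permutation p = 0.0065). The 5 SAFit2 mice all lay below all 6 Vehicle mice. In early mice it was 5.41 ± 0.52 with SAFit2 (n = 5) and 5.32 ± 0.49 with Vehicle (n = 6). With single mice left out the late log2 fold change stayed between -1.05 and -0.80. The adjusted p rose above 0.05, to at most 0.101, without replicate 1, 3, 4 or 5 of Late Vehicle or 2, 4 or 5 of Late SAFit2. The GC content of its longest transcript is 62.4%. After removal of each library's trend with GC content and length its log2 fold change was -0.20, and the call was lost.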

Downregulated DEGs linked to reduced hypersensitivity included *Shank3,* linked to autism spectrum disorder and pain signaling (29, 30) (Fig. 6*J*1). Conversely, upregulated *Pten*, the gene encoding the Phosphatase and Tensin Homolog, may protect from neuropathic pain (31) (Fig. 6*J*2), while inhibition of the NF-κβ inhibitor *Nfkbib* suggested enhanced NF-κβ signaling (Fig. 6*J*3). However, some pain related genes were regulated in ways potentially reinforcing hypersensitivity (*SI Appendix*, Fig. S18).

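Nfkbib (Entrez gene 18036; chromosome 7, 28758251 to 28766644, GRCm38) encodes IκBβ. It was 3.33 ± 0.30 log2 CPM (SD, n = 5) in Late SAFit2 and 4.36 ± 0.55 (n = 6) in Late Vehicle mice, a log2 fold change of -1.03 (standard error 0.23, adjusted limma p = 0.032, exact permutation p = 0.013). All 5 SAFit2 mice were below the mean of the Vehicle mice. In early mice it differed by less than the spread between mice, with 4.08 ± 0.34 after SAFit2 (n = 5) and 3.93 ± 0.41 after Vehicle (n = 6). The late call was lost without the same 7 mice as for Shank3 (replicates 1, 3, 4 and 5 of Late Vehicle and 2, 4 and 5 of Late SAFit2; adjusted p at most 0.101), without a change of direction. After removal of the trend with GC content and length, the log2 fold change was -0.52 and did not pass.

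**Figure D2:**
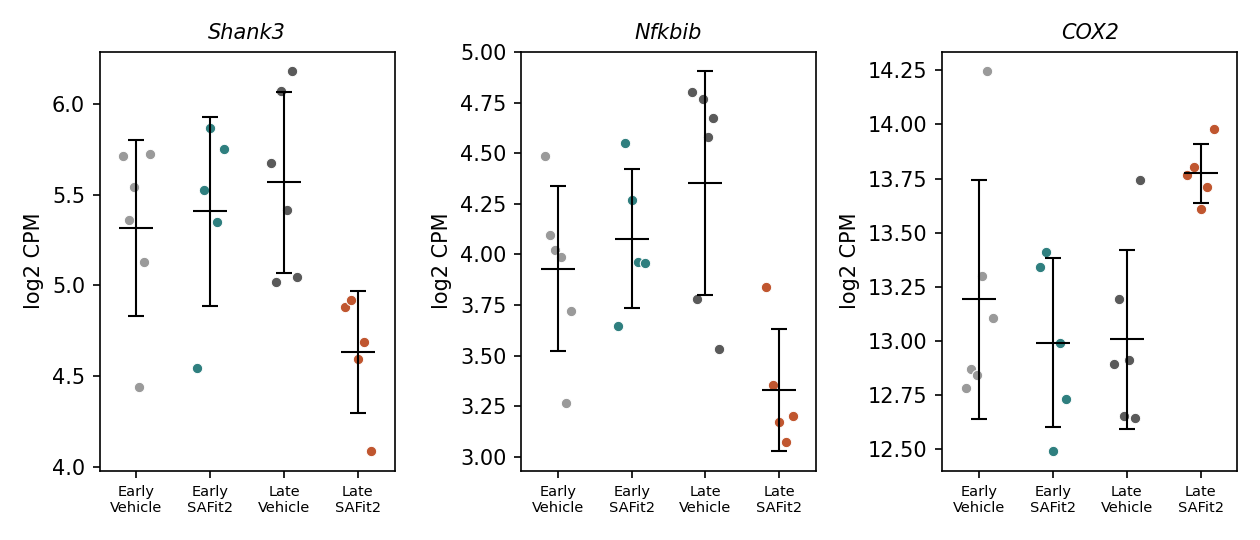
Log2 CPM (vertical axes) of Shank3, Nfkbib and the mitochondrially encoded COX2 in each mouse, by group (horizontal axes). Each point is a mouse and bars show the mean ± SD of 6 Early Vehicle, 5 Early SAFit2, 6 Late Vehicle and 5 Late SAFit2 mice. For Shank3 the Late SAFit2 mean is 4.63, with all 5 mice below the Late Vehicle mice, and for COX2 it is 13.77.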

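Among genes of the pain literature that the late comparison called, Lrp1 had a log2 fold change of -0.79 (standard error 0.23, exact permutation p = 0.030). It was 7.43 ± 0.38 log2 CPM (SD, n = 5) in Late SAFit2 and 8.22 ± 0.55 (n = 6) in Late Vehicle mice. Maoa, with a log2 fold change of 0.40 (standard error 0.11), P2ry1, with 0.50 (standard error 0.13), and Rap1a, with 0.75 (standard error 0.20), were higher. Adjusted limma p-values of the 4 genes lay between 0.033 and 0.036, and each rose above 0.05 without replicate 1, 3, 4 or 5 of Late Vehicle or 2, 4 or 5 of Late SAFit2. None of the 4 passed after removal of the trend with GC content and length, where the log2 fold change was -0.26 for Lrp1, 0.07 for Maoa, 0.34 for P2ry1 and 0.34 for Rap1a. With each library's GC slope as a covariate that of Lrp1 turned to 0.029.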

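The 2215 genes of the overall effect and the 2021 genes of the late effect shared 1141 genes, 787 of which also met the 1.2-fold threshold in the overall effect. Of the shared genes 531 were higher and 610 lower in Late SAFit2 mice. With limma, 0 shared genes were left when each library's trend with GC content and length was removed, since 0 late genes then passed (2610 at a nominal p under 0.05). With limma voom 669 were shared. The number shared was 1 without replicate 1, 3, 4 or 5 of Late Vehicle or 2 or 5 of Late SAFit2, and 8 without replicate 4 of Late SAFit2. It was 750, 734 and 754 without replicates 1, 4 and 5 of Early SAFit2, 1969 without replicate 5 of Early Vehicle, 2068 without replicate 1 of Late SAFit2, and 2200 and 3027 without replicates 2 and 6 of Late Vehicle.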

We next investigated DEGs that were at the intersection of the 2 analyses (SAFit2 overall effect—n = 1,185 and late treatment nested analysis—n = 757: n = 268 DEGs, Fig. 6*I*). Of these, only one (Eri1, involved in RNA metabolism) correlated with mechanical hypersensitivity when both treatment groups were considered all together (Fig. 6*I*). 

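Eri1 (Entrez gene 67276; chromosome 8, 35465265 to 35495533, GRCm38) encodes a 3′ exoribonuclease. It was 4.11 ± 0.15 log2 CPM (SD, n = 5) in Early SAFit2 and 3.88 ± 0.12 (n = 6) in Early Vehicle mice, and 4.45 ± 0.29 (n = 5) and 3.94 ± 0.21 (n = 6) in the late groups. In both timings all 5 SAFit2 mice lay above the mean of their Vehicle group. The mean effect was a log2 fold change of 0.37 (standard error 0.10, nominal limma p = 0.00083, adjusted p = 0.30; exact permutation within timing, p = 0.00017). The late effect was 0.50 (standard error 0.14, adjusted limma p = 0.034, exact permutation p = 0.0087). The late call was lost without replicate 1, 3, 4 or 5 of Late Vehicle or 2, 4 or 5 of Late SAFit2, and after removal of the trend with GC content and length (log2 fold change 0.29).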

Several DEGs linked to nociceptive signaling were also identified (*SI Appendix*, Fig. S19), but their regulation alone could not explain the long-term effects of early SAFit2 treatment, as late-treated animals were expected to return to full hypersensitive state after the drug’s active phase.

To uncover mechanisms of long-term pain relief driven by early SAFit2 treatment, we first drew contrasts between Early_SAFit2_- and Early_Vehicle_-treated mice but found no DEGs with FDR-corrected *P* < 0.05. 

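Between Early SAFit2 and Early Vehicle mice, limma counted 0 genes at an adjusted p under 0.05, with a lowest adjusted p of 0.67. It counted 416 genes at a nominal p under 0.05 (158 higher, 258 lower), fewer than the 838 expected by chance on average. Other splits of the early mice gave a median of 405 genes, and 48 of 100 splits gave as many as 416. Limma voom on the recovered reads also counted 0, with 423 at a nominal p under 0.05. With library quality weights 13 genes passed, all lower in Early SAFit2. The count remained 0 in each of the 22 fits with a mouse left out. The genes with the lowest p were lower after early SAFit2. Dnah12 (Entrez gene 110083; chromosome 14, 26691554 to 26892719, GRCm38) encodes an axonemal dynein heavy chain. It was -2.74 ± 0.40 log2 CPM (SD, n = 5) in Early SAFit2 and 0.30 ± 1.17 (n = 6) in Early Vehicle mice, a log2 fold change of -3.05 (standard error 0.62, adjusted limma p = 0.67, exact permutation p = 0.0043). Ccdc153 followed with a log2 fold change of -4.22 (standard error 0.98), Dnah6 with -2.43 (standard error 0.58), C1qtnf3 with -1.93 (standard error 0.46) and Tekt4 with -1.64 (standard error 0.41). Their exact permutation p-values lay between 0.0022 and 0.011 and their adjusted limma p-values were 1. Among genes that were higher, the lowest p-values were those of Gm5784 (log2 fold change 0.89), Adam23 (0.35), Fgf5 (1.37), Scn4b (0.53) and Patj (0.36). Exact permutation p-values of these lay between 0.0022 and 0.026, with adjusted limma p-values of 1.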

We then focused on the 1,185 DEGs that were not modified by the late treatment alone (i.e., 1,185 Δ 757; n = 893 DEGs; Fig. 6*I*). 

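After the late genes were taken out, 1074 of the 2215 genes of the overall effect were left. Of these, 10 changed in opposite directions after early and late SAFit2. Over all 2215 genes the early and late changes had the same sign in 72.6%, against 95.8% in simulated unchanged groups. There genes reach a nominal p in the mean effect by moving the same way in both timings by chance. With the late threshold unmet by any gene, as after removal of the trend with GC content and length, all 1361 overall genes counted here. Without single mice the number ranged from 563 (without replicate 1 of Early SAFit2) to 2016 (without replicate 5 of Late SAFit2).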

GO analysis revealed that these 893 DEGs were mainly related to cilia motility and cytoskeleton organization (*SI Appendix*, Fig. S20). 

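Cilia motility was tested with a list of 40 genes of motile cilia and ependymal cells, written before the data were examined, of which 39 were among the genes tested. The paper reports cilia terms from the same mice, so this is not an independent test of its result. In the 1074 genes of the overall effect that were not late genes, 27 of the 39 were found, against 2.50 expected from the 16765 genes tested (Fisher's exact test, p = 8.2e-24, Benjamini-Hochberg adjusted p = 1.6e-23 over 4 tests). Fisher's test takes genes as independent, while these moved together in the same mice (estimated inter-gene correlation 0.34). Its p therefore overstates the evidence. After early SAFit2, 38 of the 39 genes were lower, with a median log2 fold change of -1.04 and a mean of -1.21 (camera adjusted p = 7.6e-36). Of the early list tests this alone also held under fry (adjusted p = 0.041), and with the estimated inter-gene correlation it held (adjusted p = 0.015) together with microglia. Over all genes tested limma counted 0 of them at an adjusted p under 0.05 (21 at a nominal p under 0.05), and 18 passed adjusted over the list alone. The mean log2 CPM of the list was 0.07 ± 0.13 (SD, n = 5) in Early SAFit2 and 1.27 ± 0.66 (n = 6) in Early Vehicle mice, the SAFit2 mice being lower (exact permutation p = 0.0043) and less spread. It was 0.65 ± 0.61 (n = 5) in Late SAFit2 and 1.31 ± 0.62 (n = 6) in Late Vehicle mice (exact permutation p = 0.113). In late mice 36 of 39 genes were lower, with a median log2 fold change of -0.64 (camera adjusted p = 0.0025). Of these genes 4 were past an adjusted p of 0.05 both over all genes and adjusted over the list alone. Without replicate 6 of Late Vehicle the camera adjusted p was 0.086. For the difference between the early and the late effect, the p of the list mean was 0.39 (exact permutation of treatment labels within timing). The camera adjusted p was 0.054, and 0.024 after removal of each library's trend with GC content and length. Over both timings 30 genes passed adjusted over the list alone, and the median log2 fold change was -0.90.

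**Figure D3:**
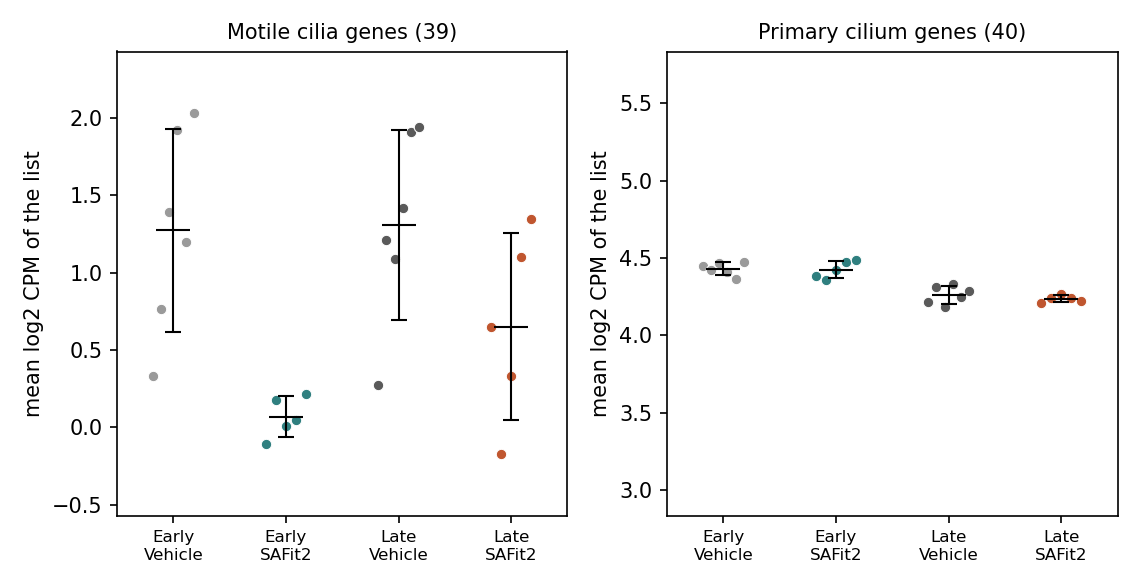
Mean log2 CPM of 39 motile cilia genes (left) and 40 primary cilium genes (right) in each mouse, by group (horizontal axes), on vertical axes in log2 CPM. Each point is a mouse and bars show the mean ± SD. The 5 Early SAFit2 mice have a motile cilia mean of 0.07 ± 0.13 against 1.27 ± 0.66 in the 6 Early Vehicle mice, and the primary cilium genes differ little within a timing.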

Further analysis comparing the change in expression (SAFit2 Δ Vehicle) between early and late treatments identified 202 annotated DEGs with greater modulation by early SAFit2 (Fig. 6*I*). 

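Of the 1074 genes, 215 changed more after early than after late SAFit2 (20.0%), 150 lower and 65 higher after early treatment. In simulated unchanged groups 97.1% of such genes change more in early mice, because the genes with the top late changes are taken out beforehand. Those were a top set and not genes past the adjusted threshold used here. The 97.1% is therefore not directly comparable with the 20.0%. The early and late effects themselves were compared by a test of their difference. Of the 215 genes, 8 differed at a nominal limma p under 0.05 and 0 at an adjusted p under 0.05. Over all 16765 genes the difference was 0 genes at an adjusted p under 0.05 (lowest 0.120) and 4167 at a nominal p under 0.05. Limma voom gave 0 and 4022, library quality weights 5083 at an adjusted p under 0.05, and the fit without replicate 6 of Late Vehicle 2513. Removing each library's trend with GC content and length left 1968 genes at a nominal p under 0.05. The GC slope as a covariate, chosen after the values were seen, left 464, below the 838 expected by chance, and 0 genes at an adjusted p under 0.05 in both. The genes with the lowest p for this difference were Trim67 (early minus late log2 fold change 1.22, standard error 0.22), Rundc1 (1.12), Gli2 (1.36), 2310068J16Rik (3.29) and Gorasp1 (0.96) with a positive difference. With a negative difference they were Gabpa (-0.91), Zfp991 (-1.13), Zfp808 (-1.70), Lims1 (-0.76) and Tab2 (-0.65). Nominal limma p-values lay between 1.0e-05 and 0.00031, and each adjusted p was 0.120.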

While none of these genes correlated with mechanical thresholds, 32 of them correlated with the guarding index which we found to be more strongly influenced by early SAFit2 treatment. Many were associated with cilium-related processes (Fig. 6*K*), while several genes previously linked to pain phenotype (Fig. 6*L*) were durably reduced by early SAFit2. These included the preproenkephalin gene *Penk*, which encodes precursors to the endogenous opioid peptides enkephalins, *Enkur,* which encodes the protein enkurin, known to interact with TRPC channels and *Naaa*, which encodes the enzyme N-acylethanolamine acid amidase, and crucially had been previously implicated in the transition from acute to chronic pain (32).

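Penk (Entrez gene 18619; chromosome 4, 4133536 to 4138815, GRCm38) was 7.99 ± 0.33 log2 CPM (SD, n = 5) in Early SAFit2 and 8.33 ± 0.26 (n = 6) in Early Vehicle mice, a log2 fold change of -0.35 (standard error 0.14, nominal limma p = 0.024, exact permutation p = 0.087). Of the 5 SAFit2 mice 4 were below the Vehicle mean. The nominal p rose above 0.05 without replicate 1 or 3 of Early SAFit2 or 4 of Early Vehicle. Enkur (Entrez gene 71233; chromosome 2, 21180731 to 21205365, GRCm38) was -0.95 ± 0.89 (n = 5) and 1.32 ± 1.23 (n = 6), a log2 fold change of -2.27 (standard error 0.58, nominal limma p = 0.00059, exact permutation p = 0.0087). Naaa (Entrez gene 67111; chromosome 5, 92257660 to 92278181, GRCm38) was 4.25 ± 0.07 (n = 5) and 4.55 ± 0.12 (n = 6), a log2 fold change of -0.30 (standard error 0.12, nominal limma p = 0.017, exact permutation p = 0.0022, the smallest possible here). Its 5 SAFit2 mice lay below all 6 Vehicle mice. Over all genes the adjusted limma p of each was 1. In late mice the log2 fold changes were -0.18 for Penk, 0.08 for Enkur and -0.17 for Naaa, with exact permutation p-values of 0.27, 0.91 and 0.14. That of Enkur turned negative without replicate 1 or 3 of Late Vehicle or 4 or 5 of Late SAFit2, with a pseudocount of 2 and after removal of the trend with GC content and length. With each library's GC slope as a covariate, chosen after the values were seen, it was -1.41 (standard error 0.57). The difference between the early and the late effect was -2.35 (standard error 0.82, adjusted limma p = 0.12, exact permutation p = 0.035) for Enkur. With the GC slope as a covariate it was -0.66 (standard error 0.75), and with a pseudocount of 2 it was -0.86 (standard error 0.44). The difference was within the error for Penk (-0.17, exact permutation p = 0.49).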

Altogether, our RNAseq analysis suggested early SAFit2 treatment induced lasting spinal cord gene expression changes absent in late treatment, potentially driving sustained pain relief. 

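Early and late fold changes correlated across the genes tested with r = -0.10 (genes are not independent replicates). In one step of its analysis the paper sets aside, of the genes of the overall effect, those changed by late treatment, and finds among the rest genes with a larger change after early treatment. From its analysis as a whole it proposes that early SAFit2 treatment leaves lasting changes of spinal gene expression that late treatment does not.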

While FKBP51 is predominantly expressed in neurons in the rodent spinal cord (5), identified DEGs were likely to be expressed in various cell types but changes reported here could not be attributed to altered cell type composition (*SI Appendix*, Fig. S21).

## Discussion

Our study provides a comprehensive analysis of the behavioral and molecular impact of FKBP51 inhibition in a persistent pain state (see *SI Appendix*, Fig. S22: Summary of Findings). The MIA model, which replicates key histological and functional alterations seen in osteoarthritis (OA), allowed us to investigate both sensory and emotional dimensions of pain (33–39). MIA injection rapidly produced a hypersensitive state lasting at least 6 mo in male and female mice, alongside progressive anxiety- and depressive-like behaviors. These emotional comorbidities emerged in a subset of animals, as seen in chronic pain patients (40). This temporal dissociation between immediate sensory changes and delayed emotional disturbances is consistent with previous clinical and preclinical observations indicating a gradual onset of emotional symptoms in chronic pain states (14, 40–45). Small but significant sex differences were found in pain sensitivity and functional deficits, with females more affected by MIA, while emotional comorbidities showed more complex sex-dependent effects.

Regardless of sex differences, both sensory and functional aspects of late-stage joint pain correlated with emotional comorbidities across sexes, as seen in patients, where anxiety and depression are positively associated with pain severity (45). More importantly, early sensory and functional measures correlated with late pain intensity and depressive-like behaviors, as we had previously observed in males (14). Further strengthening the idea that the early pain burden could serve as a predictor of late emotional outcomes, FKBP51 inhibition during disease onset not only permanently blunted MIA-induced allodynia, as observed in a trauma-induced pain model (6), but also substantially reduced late anhedonia and anxiety-like behavior. Since pain behaviors in the MIA model peak early, this effect may have resulted indirectly from reducing peak pain levels rather than from the timing of the intervention itself.

As many other pain management options, FKBP51 inhibition after the establishment of the pain state (between 2 wk and 2 mo postonset) provided transient benefit only, rather than a long-lasting cure, likely through the modulation of central signaling pathways. Overall, our results support our original hypothesis, that FKBP51 inhibition—which we previously showed improves injury-induced mechanical hypersensitivity in a glucocorticoid-dependent manner (5)—would alleviate both the sensory and emotional impact of persistent pain. When FKBP51 inhibition was provided at 2 to 3 mo, just before the typical onset of comorbidities, it effectively delayed depressive-like behavior. This suggests that onset of depressive comorbidity in chronic pain is likely to be secondary to sensory and functional effects, as reported by others (46). It also suggests that the impact of FKBP51 inhibition on pain-induced depression is secondary to pain improvement, supported by a significant correlation between the early pain intensity and the later depressive comorbidity. Nonetheless, a direct effect of FKBP51 inhibition on depressive-like behavior cannot be excluded.

It is noteworthy that long-term FKBP51 blockade (i.e., for 4 wk) in injured mice had no impact on MIA-induced anxiety-like behavior. This may not be surprising as long-term SAFit2 treatment alone in naïve mice caused anxiety-like behavior, unlike the acute administration that is known to have anxiolytic effects (11, 12). Any anxiolytic effects of SAFit2 resulting from pain relief in injured mice may therefore have been counteracted by the anxiogenic effects observed after long-term use. While SAFit2 never worsened anxiety-like behavior in injured mice, it may however have significant impacts on circadian patterns. Indeed, circadian alterations outlasted the short-lived MIA-induced changes in the KO mice with no clear benefit on immobility defined sleep. Nonetheless, FKBP51 has been identified as a target for stress-induced sleep disorders, and its deletion promotes better sleep in disease states (13). Importantly, acute SAFit2-VPG treatment at disease onset had no long-lasting impact on sleep-like immobility and activity, suggesting stronger therapeutic potential for an early and acute FKBP51 targeted pharmacotherapy.

Overall, acute pharmacological inhibition of FKBP51 at the onset of the disease provided effective and long-lasting pain relief, which continued beyond the drug’s active phase. To elucidate the mechanisms underlying these observations, we investigated gene expression changes induced by SAFit2 treatment given at the onset or during the maintenance phase of the pain state in MIA mice, avoiding the confound of MIA-induced changes (for alternative approach see *SI Appendix*, Table S9). We focused on the spinal cord, specifically the ipsilateral quadrant of the superficial dorsal horn, as our original work using spinal specific genetic and pharmacological manipulations of *Fkbp5* suggested that FKBP51 drives chronic pain through spinal mechanisms (5). While unlikely, as MIA injection into the knee joint does not increase *Fkbp5* expression in DRGs (*SI Appendix*, Fig. S23), the effect of systemic FKBP51 inhibition observed in our study could nevertheless be secondary to changes in peripheral tissues.

Genes uniquely modified by active SAFit2, and therefore transiently modulated by FKBP51 inhibition, often correlated with mechanical hypersensitivity, suggesting some potential functional relevance. These belonged to various biological processes including sensory perception and a number had been previously involved with nociceptive signaling including *Shank3* and *Pten*. 

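Expression of Nr3c1 (Entrez gene 14815; chromosome 18, 39410545 to 39519421, GRCm38), the glucocorticoid receptor, was 6.82 ± 0.21 log2 CPM (SD, n = 5) in Late SAFit2 and 6.55 ± 0.21 (n = 6) in Late Vehicle mice, a log2 fold change of 0.27 (standard error 0.12, adjusted limma p = 0.099, exact permutation p = 0.069). The adjusted p fell under 0.05 without replicate 1 of Late SAFit2 or 6 of Late Vehicle. The log2 fold change was 0.03 after removal of the trend with GC content and length. A list of 18 glucocorticoid target genes had a median log2 fold change of 0.05 after late SAFit2 (camera adjusted p = 0.88) and of 0.08 after early SAFit2 (camera adjusted p = 0.37). Limma counted 0 of the 18 at an adjusted p under 0.05, over all genes or adjusted over the list alone, in either comparison (4 at a nominal p under 0.05 in late and 0 in early mice). The late mean of the list was -0.07, of the opposite sign to its median, and the sign of the late median turned without replicate 2 or 3 of Late SAFit2 or 6 of Late Vehicle.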

Surprisingly, we did not observe changes in glucocorticoid signaling, despite SAFit2’s impact on corticosterone levels. However, this effect was relatively mild, and previous studies have also reported mild influence of SAFit2 on stress hormone levels (47). On the other hand, we observed a decrease in *Nfkbib* expression, indicating that SAFit2 may promote NF-κβ signaling. 

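Of 20 listed NF-κB target genes, 14 were among the genes tested. Their median log2 fold change was -0.01 after late SAFit2 (7 higher, 7 lower; camera adjusted p = 0.88, exact permutation p of the list mean = 0.38) and 0.02 after early SAFit2 (camera adjusted p = 0.39). The means were -0.14 and -0.10. The early mean and median differ in sign, and the late median turned positive without replicate 1 or 2 of Late SAFit2 or 6 of Late Vehicle. After late SAFit2, 1 gene passed an adjusted limma p of 0.05 over all genes and 1 adjusted over the list alone. After early SAFit2 limma counted 0, with 2 at a nominal p under 0.05.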

The role of FKBP51 in this context is complex, with previous studies suggesting that it could both inhibit and facilitate NF-κβ signaling in various cell types (48).

While no genes were significantly modulated by early SAFit2 treatment alone (FDR *P* < 0.05, 1.2-fold), we identified DEGs modulated by SAFit2 overall that were not significantly changed by the late treatment. This suggested that the early treatment likely drove the differential regulation. Most DEGs showing greater changes after early treatment were associated with cilium movement and assembly. 

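Of the 215 genes with a larger change after early SAFit2, 22 belonged to the list of 39 motile cilia genes, against 0.50 expected (Fisher's exact test, p = 3.4e-32, Benjamini-Hochberg adjusted p = 1.3e-31 over 4 tests). The listed genes move together, so this p overstates the evidence. For the early minus late effect the exact permutation p of the list mean was 0.39. Of 40 listed genes of the primary cilium (intraflagellar transport, BBSome and transition zone proteins), 0 were among the 215 (0.51 expected) and 3 among the 1074 genes of the overall effect that were not late genes (2.56 expected; Fisher's exact test, p = 0.74). The primary cilium list had a median log2 fold change of -0.02 after early SAFit2 (19 higher, 21 lower; camera adjusted p = 0.69, exact permutation p of the list mean = 0.81). It was -0.02 after late SAFit2 (camera adjusted p = 0.86, exact permutation p = 0.35), where 4 genes passed an adjusted limma p of 0.05 over all genes and 5 adjusted over the list alone.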

The primary cilium is a key organelle in cellular signaling, present in most postmitotic cells, including neurons in the CNS. While its role in spinal neurons has been understudied, cilia-related genes have recently been linked to nociceptive signaling. Primary cilia in both large and small neurons of the dorsal horn have been described (49) and their role in Sonic Hedgehog (Shh) signaling, which modulates pain, has been highlighted in nociceptors (50). Our findings suggest that long-term re-organization of spinal cilia following early SAFit2 treatment may provide long-term pain relief. Interestingly, it was recently suggested that the µ-opioid receptor selectively localizes to primary cilia in the mouse CNS (51), which may contribute to the phenotype observed in early treated mice. We also found that early SAFit2-VPG treatment persistently reduced the expression of *Penk*, the gene encoding for preproenkephalin, while *Penk* derived peptides have been shown to delay recovery from inflammatory hypersensitivity (52). Finally, one non-cilium-related DEG particularly stood out, the *Naaa* gene which encodes the enzyme N-acylethanolamine acid amidase (NAAA). NAAA has been identified as a crucial control point in the progression to pain chronicity and inhibition of NAAA in the spinal cord after peripheral injury during a 72 h time window can prevent chronic pain (32). Here, we found that SAFit2-VPG treatment in a similar time window after MIA injection led to a long-lasting downregulation of *Naaa* compared with controls and mice that received SAFit2-VPG later.

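In late mice Naaa was 4.44 ± 0.29 log2 CPM (SD, n = 5) with SAFit2 and 4.62 ± 0.08 (n = 6) with Vehicle. The early effect on Naaa minus the late effect was a log2 fold change of -0.13 (standard error 0.17, nominal limma p = 0.455; exact permutation of treatment labels within timing, p = 0.491). The difference between early and late treatment was smaller than its error. It kept its sign in all 22 fits with a mouse left out, between -0.25 and -0.06. The labels place early and late groups in separate batches, which leaves a direct comparison of Early with Late SAFit2 mice open to a difference between batches.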

Our study reveals key neurobiological mechanisms underlying the modulation of persistent pain through FKBP51 inhibition, focusing on spinal circuits and molecular pathways. Early FKBP51 inhibition induced long-lasting changes in nociceptive signaling, including the downregulation of *Naaa*, a gene pivotal in the transition to chronic pain, and reduced expression of *Penk*, which encodes peptides delaying recovery from hypersensitivity. We identified genes associated with cilia function and assembly, suggesting that primary cilia in spinal neurons may play a critical role in pain modulation through pathways such as Shh signaling and possibly μ-opioid receptor localization. These findings provide insights into the spinal mechanisms governing the sensory and emotional dimensions of persistent pain, emphasizing the importance of early molecular changes in shaping long-term pain outcomes.

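Hedgehog signalling was represented by 14 genes, all of which were tested. After early SAFit2 their median log2 fold change was 0.09 (11 higher, 3 lower; camera adjusted p = 0.37, exact permutation p of the list mean = 0.615). After late SAFit2 it was -0.34 (3 higher, 11 lower; camera adjusted p = 0.18, exact permutation p = 0.041). In late mice 2 genes passed an adjusted limma p of 0.05 both over all genes and adjusted over the list alone, and the median was 0.01 after removal of the trend with GC content and length.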

## Materials and Methods

Extended materials and methods can be found in *SI Appendix*.

### Animals and Housing.

Male and female mice were used at 8 to 10 wk of age, either C57Bl/6J, Charles River, UK, or *Fkbp5* KO colony, maintained in house (C57Bl/6J and Swiss Webster background). All experiments comparing wild-type (WT) and knockout (KO) animals were performed using WT and KO littermates bred in our colony. Mice were kept in groups of 2 to 4 in a temperature- and light-controlled environment with ad libitum provision of food and water. Experiments were conducted under the Home Office License P8F6ECC28 and ARRIVE guidelines were followed for reporting.

### Compound Preparation and Administration.

SAFit2 was synthesized as before (15), encapsulated in Vesicular Phospholipid Gel (VPG) in a dose of 10 mg/mL. SAFit2-VPG was provided subcutaneously under anesthesia in a dose of 1 mg/10 g, providing approximately 7 d of slow release (4). SAFit2 has a terminal plasma half-life in mice of 9.7 h, a rather high (15) volume of distribution, and moderate brain permeability (53).

### Study Design.

The study was divided in a series of experiments, each with different constellations of tests and duration, designed to answer specific questions (*SI Appendix*, Table S1). Key outcomes, including mechanical sensitivity and WB, were assessed frequently through most experiments, while catwalk, activity, anxiety- and depressive-like behavior were only assessed at selected time points, based on previous experience (14), the characterization study (Fig. 1) and hypothesis of each individual experiment.

### Experimental Procedures.

Induction of injury, (MIA); Induction of the Monoiodoacetate Arthritis Model to the knee joint (MIA) was performed under anesthesia as previously reported (14, 35), injecting 1 mg Sodium Iodoacetate (Sigma) in 10 μL saline in the left knee joint. Naïve control animals were only exposed to anesthesia.

### Behavioral Testing.

Behavioral testing was performed in randomized order by the same female experimenter, who was blinded to treatment and/or genotype.

Mechanical allodynia (VF); low intensity mechanical sensitivity was assessed as previously (14), using a series of calibrated vF monofilaments (Ugo Basile SRL, Italy). The 50% response threshold was determined using the Dixon up–down method, using the following equation; 50% threshold (g) = 10^log(last filament)+k*0.3^, where the response pattern determined the constant, *k*(54).

Affective-motivational behavior (AF); We assess the affective responses displayed after stimulation with selected filaments (low; 0.04 g, medium; 0.16 g, high; 1.0 g as previously (14). The duration of conscious attending behavior, including licking, biting, lifting, or guarding the paw, was quantified within 30 s after stimulation.

Functional impairment—WB; static WB distribution across the two hindlimbs was assessed as previously (14, 55), using the Bioseb Incapacitance Test (Bioseb), and calculated as WB-% = (weight borne on the injured leg/weight borne on both legs) * 100%.

Catwalk gait analysis: analysis of voluntary movement and dynamic gait pattern was performed using the Catwalk® XT 10.0 system (Noldus Information Technology) as before (14, 42). For outcome measures like swing-time ratio, contact area, and single stance, the data were converted into a ratio between ipsi- and contralateral hind-limbs. The “guarding index” was calculated as previously described (56) and the higher guarding index suggests less dynamic WB on the injured leg compared with the noninjured.

SPT; the SPT was used to measure anhedonia, as before (14). The preference for drinking water vs. 1% sucrose was assessed in the home-cage environment for 12 h overnight, during two nights with the sucrose bottle presented in the opposite side, to account for potential side-preference, as reported previously (42). The sucrose preference % was calculated across the two nights; SPT% = (sucrose-solution consumed/(total fluid consumption))*100%.

EPM and Open Field Test (OFT); to assess anxiety-like behavior, animals were assessed during a 5 min EPM- or OFT-test, as before (14, 42). Recording was performed by a camera placed above the maze/arena, and movement between zones was tracked using EthoVision XT14 (Noldus Information Technology). Anxiety-like behavior was suggested by less time spent in the open arms (EPM) or center of the arena (OFT).

Sleep-like/activity-pattern; to measure undisturbed activity in the home-cages, we adopted the approach of Brown et al. (14, 20) using noninvasive passive infrared motion sensors to record single-housed animals every 10 s across multiple-day periods. As previously validated against EEG-recording, immobility defined sleep, referred to as immobility in the manuscript, was defined as periods in which no activity was measured for 40 s or more. Several summary statistics of circadian disruption were calculated for individual animals across the 5-to-14-d periods (depending on the experiment) and, where appropriate, on each individual day: interdaily stability, intradaily variability, light-phase activity, dark-phase immobility, the Lomb–Scargle periodogram, similar to the chi-square periodogram (20).

### ELISA.

Plasma corticosterone levels were quantified using a commercial ELISA kit for corticosterone (Corticosterone ELISA kit, ab108821, Abcam PLC) according to the manufacturer’s instructions (4, 5).

### Sequencing.

RNA was extracted from lumbar (L4-L6) spinal cord and sequencing libraries prepared using standard approaches outlined in *SI Appendix*. Next generation sequencing was performed for 150 cycles on a NextSeq®500 (Illumina) to generate 75 bp paired-end reads with 19.5 M coverage on average per sample. Sequencing reads were aligned to mouse GRCm38 (mm10) reference genome. RNA transcripts exceeding a 1.2-fold change in expression and Benjamini–Hochberg adjusted *P*-values < 0.05 were considered differentially expressed. We additionally performed exploratory analysis on transcripts with *P*-values exceeding nominal (*P* < 0.05) significance.

### CT Scans.

Micro‐CT analyses of knee joints were performed using VECTor6CT (MILabs, The Netherlands), and analyzed using BoneJ software for bone volume in region of interests. Macroscopic analysis was done using VivoQuant version 4 software (Invicro LLC, Boston, MA).

### Statistical Analysis.

Statistical tests were performed in IBM SPSS Statistic Program (vers 26) or GraphPad Prism (vers 9). Interrogation of RNAseq data performed in R Studio version 4.3.3 or later. *P* < 0.05 was considered statistically significant. Individual animals were considered as an experimental unit, and sample-size was based on previous experience, based primarily on securing enough power for the assessment of depressive-like behavior across sex. All statistical tests and significant F-values are reported in *SI Appendix*, Tables S2 and S3, and key ANOVA-results are presented in the figures. Tests for normality of residuals and homogeneity of sample variances was confirmed before parametric analysis. The VF-dataset was log-transformed to ensure a normal distribution (5, 57).

## Supplementary Material

Appendix 01

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number: GSE293520 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE293520) (58). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: Analgesia through FKBP51 inhibition at disease onset confers lasting relief from sensory and emotional chronic pain symptoms
**Source:** Proc Natl Acad Sci U S A. 2025 Oct 30;122(44):e2517405122. doi: 10.1073/pnas.2517405122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Analgesia through FKBP51 inhibition at disease onset confers lasting relief from sensory and emotional chronic pain symptoms

Sara Hestehave<sup>1,2</sup>, Roxana Florea<sup>1</sup>, Samuel Singleton<sup>3</sup>, Alexander J.H. Fedorec<sup>1</sup>, Sara Caxaria<sup>4</sup>, Oakley Morgan<sup>1</sup>, Katharina Tatjana Kopp<sup>5</sup>, Laurence A. Brown<sup>6</sup>, Tim Heymann<sup>7</sup>, Shafaq Sikandar<sup>4</sup>, Felix Hausch<sup>7,8</sup>, Stuart N. Peirson<sup>9</sup>, Sandrine M. Géranton<sup>1\*</sup>.

**Author Contributions:** Study conception and experimental designs: SH and SG. Data collection: All behavioural studies were done by SH; RF and SG contributed to tissue collection; SG contributed to the recordings of home cage activity. SC acquired joint CT scans. TH synthesised SAFit2. KK prepared the VPG. Data analysis and interpretation: SH and SG analysed and interpreted all data. SC contributed to CT scans analysis. SSingleton designed and ran all RNA sequencing analysis and AF contributed to analysis of activity data specifically. RF and OM provided critical insights throughout the study. Manuscript preparation: SH, SSingleton and SG wrote the initial draft of the manuscript. AF, SP provided critical comments and revisions on the draft and all authors read and approved the final manuscript.

#### This PDF file includes:

Supporting text  
Figures S1 to S23  
Tables S1 to S9  
SI References

## **Extended Methods**

### **Animals and housing:**

Male and female mice (C57Bl/6J from Charles River, UK) arrived at our facility at 8 weeks of age, and were left to acclimatize for at least 7 days before experiments started. *Fkbp51* KO colony was maintained at UCL breeding +/- animals together, and experiments were started when they were 8-10 weeks old. All experiments comparing wild-type (WT) and knockout (KO) animals were performed using WT and KO littermates bred in our colony. *Fkbp51* KO and their WT littermates were previously obtained from FKBP51 heterozygous from C.A. Dickey's group (University of South Florida, USA). These mice were from mixed genetic background, C57Bl/6J and Swiss Webster. All animals were kept in groups of 2-4 in a temperature-controlled ( $20\pm 1^{\circ}\text{C}$ ) environment in Individual Ventilated Cages-cages (SealSafe Plus GM500, Tecniplast, 39\*19\*16cm); equipped with sawdust (Lignocel Select fine), nesting material (Datesand Cocoons), wooden chew stick (LBS Small Aspen chewstick) and cardboard tunnels for shelter and handling (LBS Standard Fun tunnel); light-dark cycle of 12 hours (gradual lights on between 7-8a.m. and off between 7-8p.m; in our activity studies, ZT0=7am, ZT12=7pm); and ad libitum provision of food and water (Teklad global 2018 diet). During the activity-experiments, animals were single-housed in open wire top M1 mouse cage (North Kent Plastic Cages, 45\*28\*13cm) without tunnels for shelter. All experiments were carried out under the Home Office License P8F6ECC28, ARRIVE guidelines were followed, and all efforts were made to minimize animal suffering and to reduce the number of animals used (UK Animal Act, 1986).

### **Genotyping**

Genotyping was performed as previously described (1, 2). DNA was extracted from a small portion of ear tissue and the following primers were used for the PCR: forward primer (for WT and 51KO): AAAGGACAATGACTACTGATGAGG; reverse WT primer: AAGGAGGGGTTCTTTTGAGG; reverse 51KO primer: GTTGCACCACAGATGAAACG. Samples from WT animals showed a single PCR product of 363bp; samples from KO animals showed a single PCR product of 510bp and samples from HET animals presented both bands.

### **Compound preparation and administration:**

SAFit2 was synthesised as before (3), encapsulated in Vesicular Phospholipid Gel (VPG used at 10 mL/kg or 100 mg/kg) in a dose of 10mg/ml. VPGs (with and without SAFit2) were prepared by a dual asymmetric centrifugation (DAC) technique as described below. SAFit2-VPG was always provided subcutaneously under anaesthesia in a dose of 1mg/10g, providing approximately 7 days of slow release(1).

#### *Preparation of vesicular phospholipid gels by dual asymmetric centrifugation*

Vesicular phospholipid gels with a phospholipid amount of 50% (m/m) were prepared by DAC. To encapsulate the poorly water-soluble SAFit2 into the formulation by a direct incorporation method, the accurately weighted phospholipid was dissolved in ethanol (100%) and SAFit2 stock solution (20.0 mg/mL in 100% ethanol) was added in the desired amount to the phospholipid solution. The ethanol was evaporated for 2 days in a vacuum drying oven at a temperature of  $25^{\circ}\text{C}$  and a pressure of 10 mbar. Then, the solid mixture was hydrated with the accurate amount of 10 mM PBS buffer (pH 7.4) and homogenized by a DAC (Speedmixer DAC 150.1 FVZ; Hauschild GmbH &Co. KG, Hamm, Germany).

Dual asymmetric centrifugation (DAC) (a double centrifugation technique) at 3500rpm was used for homogenization of the phospholipids and buffer, as previously described by Massing et al. in 2008(4). A custom-made cooling system was installed to prevent the material from heating during the continuous mixing over 45 minutes. The final amount of SAFit2 in the formulation was 10 mg/g. Then, the solid mixture was hydrated with the accurate amount of 10 mM PBS buffer pH 7.4 and homogenized by a DAC (Speedmixer DAC 150.1 FVZ; Hauschild GmbH &Co. KG, Hamm, Germany).

The described manufacture process was used for the preparation of a second VPG formulation without the addition of SAFit2 stock solution as a control formulation (Vehicle).

### **Study design:**

The study was divided in a series of experiments, each with different constellations of tests and duration, designed to answer specific questions (Table S1). All behavioral experiments generally included assessment of most behavioral outcomes in the same set of animals, except the activity assessment, which was recorded in a separate set of animals, due to the need for single-housing during these experiments. The activity studies were divided into two cohorts, including equal numbers of animals from each group. Similarly, the characterization-studies consisted of two cohorts tested for 3 or 6 months respectively, including slightly different combinations of behavioral assessment. These independent cohorts consistently yielded reproducible results on overlapping measures (*i.e.* sucrose preference and mechanical sensitivity), and results were combined. Results from the *Fkbp5* KO/WT mice were obtained from littermates from at least 3 breeding pairs.

**Table S1: Study design.**

Abbreviations: VF = von Frey. WB = weight bearing. OFT = Open Field Test. SPT = Sucrose Preference Test. EPM = Elevated Plus Maze. BV = Bone Volume. BW = Body Weight. MIA = moniodoacetate induced arthritis. VPG = Vesicular Phospholipid Gel. \*one cage of 4 male mice were particularly aggressive, and were therefore not exposed to SPT until the last measure (6months), as the protocol of separation overnight and re-integration was associated with a risk of increased fighting.

Animals were allocated into groups using block randomisation, securing equal representation of treatment-groups in each cage, to minimise potential confounders related to housing/cage. Overall, each study included equal numbers of animals in each group, but due to the toxic nature of the MIA-chemical, a few animals were lost during model-induction in some experiments. Equally, due to the long-term nature of the experiments, some animals were lost at different stages of the experiment due to other accidental losses not related to the experiment, like fighting wounds or dermatitis. Additionally, one cage was excluded from SPT for certain periods due to aggressive behaviour in the cage, which could be worsened by the protocol, and two animals were excluded from the weightbearing (WB)-

assessments in Fig 4B and 4D before treatment-initiation, as they were not compliant in the WB-assessment. Besides these few exceptions, no animals were excluded from experiments or the following analysis. Additionally, for the characterisation-study, cohorts of different durations (3 vs 6 months) were combined. Due to these variations, group sizes (N-numbers) were not always equal throughout the experiment, and at times defined in a range (full overview of numbers in each study, see **Table S2+3**). A total of 334 mice were used for these studies.

Key outcomes, like mechanical sensitivity and weight bearing, was assessed frequently through most experiments, while assessment of catwalk, anxiety- and depressive-like behavior were only assessed on selected timepoints, based on previous experience(5), the characterization study (Fig 1) and hypothesis of each individual experiment.

### **Experimental procedures:**

***Induction of injury, (MIA);*** Induction of the Monoiodoacetate Arthritis Model to the knee joint (MIA) was performed as previously reported(5, 6). On the day of injection, the solution was freshly prepared in sterile saline for injection of 1mg Sodium Iodoacetate ( $\geq 98\%$ , Sigma) in 10 $\mu$ l saline (9% NaCl). Animals were anaesthetized in an induction chamber using Isoflurane 2.5% mixed in O<sub>2</sub> at a flowrate of 1.5 L/min, and maintained via facemask at 2.0% during the injection. Anaesthetic depth was confirmed by lack of withdrawal reflex to a pinch to the tail. The animal was then placed on the back in dorsal recumbency, and the fur was shaved in the area around the knee on the left hindleg. The knee was stabilized and fixed in a slightly bent position and the patellar tendon was visualized as a white line below the skin. The injection of 10 $\mu$ l using a 30G insulin-syringe (BD Micro-Fine Plus Demi, 0.3ml (30G) 8mm) was made intraarticularly in the joint space by applying it perpendicularly through the tendon just below the patella, and with as minimal movement as possible. The injection volume was decreased 1-2 $\mu$ l in smaller subjects weighing less than 22g, to account for the smaller joint size and decrease the risk of toxicity when surpassing the maximum volume-capacity of the joint space.

***Control animals.*** Naïve control animals were only exposed to anesthesia.

### **Behavioural testing:**

Behavioural testing was always performed in randomized order and by the same female experimenter, who was blinded to treatment and/or genotype. Animals were always allowed at least 30min of habituation to the testing room prior to behavioural testing. Unless otherwise specified, behavioral tests were always performed between 8am and 2pm.

***Mechanical allodynia (VF);*** Low intensity mechanical sensitivity was assessed similar to previously reported in our group(5), using a series of calibrated von Frey monofilaments (0.02; 0.04; 0.07; 0.16; 0.4; 0.6; 1.0) (Ugo Basile SRL, Italy). Animals were placed in Plexiglass chambers, located on an elevated wire grid, and allowed to habituate to the testing environment for at least 60 min prior testing. Once the animals were calm, the plantar surface of the paw was stimulated, starting with a 0.6g filament applied with uniform pressure for 5 seconds. A brisk withdrawal, stretching or licking of toes, was considered as a positive response, whereupon the next lower-force filament was applied. In the absence of a positive response, the next higher-force filament was applied in the next test. After the first change in response-pattern, suggesting the approximate threshold, additional 4 stimulations were applied; applying the next higher-force filament when no response, and lower-force filament following positive responses. The response pattern determined the constant,  $k(7)$ , and the 50% response threshold was determined using the following equation; 50% threshold (g) =  $10^{\log(\text{last filament}) + k \cdot 0.3}$ .

***Affective-motivational behavior (AF);*** in addition to assessing pure reflexive sensory threshold to mechanical stimulation (VF), we also adopted and modified the protocol described(5, 8) to assess the affective responses displayed after stimulation with selected filaments (low; 0.04g, medium; 0.16g, high; 1.0g). The assessment was always performed following the VF-assessment, while the animals were still in the Plexiglas chamber, and following a period of rest. Starting with the low-intensity filament, each filament was applied once for 1sec, and the duration of affective response was recorded as the amount of time, the animal showed conscious attending behavior to the stimulated paw, by licking, biting, lifting or guarding the paw, within 30 seconds after application of the filament. The animal was left to rest for at least 10min before the next higher filament force was applied.

***Functional impairment – Static Weight bearing (WB);*** To assess the functional impact of the injury the weight bearing distribution was assessed similarly to previously described (5, 9). Hindlimb weight bearing was measured using a Bioseb Incapacitance Test (Bioseb) which measures the weight distribution across the two hindlimbs of a stationary animal. Animals were habituated and trained to

become comfortable with the testing paradigm for 5 days prior to induction of the model. Three readings were collected and averaged for each animal, and the weight borne by the ipsilateral limb was expressed as a percentage of the weight borne across both hindlimbs ( $WB\% = (\text{weight borne on the injured leg} / \text{weight borne on both legs}) * 100\%$ ).

*Catwalk gait analysis:* Analysis of voluntary movement and gait pattern was performed using the Catwalk® XT 10.0 system (Noldus Information Technology) and based on our previous experience (5, 10). Briefly, green light was internally reflected into a glass plate, on which an enclosed corridor was fixed, with red backlight above the corridor. A video-camera was mounted underneath the setup and recorded the paw prints being lit up by the green light when paws were in contact with the glass plate as the mouse walked along the corridor. A run was regarded as compliant when the animal entered in one end of the corridor, and moved fluently across the plate towards the other end of the corridor, with a running duration below 12 seconds and a maximum variation below 75%. Three compliant runs were recorded for each animal, with no previous training/habituation. For outcome-measures like swing-time ratio, contact area and single stance, the data was converted into a ratio between ipsi- and contra-lateral hind-limbs. The parameter “guarding index”, was calculated as previously described(11) and the higher guarding index suggests less dynamic weight bearing on the injured leg compared with the non-injured. Therefore outcomes from the catwalk analysis are for simplicity at times referred to as “dynamic weight bearing” in the manuscript.

*Sucrose Preference Test (SPT):* To assess depressive-like behaviour, the sucrose preference test was included as a measure of anhedonia, as previously described (5). At least 5 days before SPT each home-cage was fitted with two water bottles, to acclimatise the mice to drinking from both bottles / sides of the cage. Two days before the SPT test, one of the water-bottles was filled with 1% sucrose solution for approximately 24h, swapping side halfway, to acclimatise the mice to the sweet solution, and learn that it may be presented in both sides. No sucrose was provided the last 24 hours before the actual test. For the SPT test, all animals were individually housed in clean cages (fitted with the same materials and enrichment as when group-housed) in their home-cage environment for 12h overnight, and were given free access to two pre-weighed bottles containing either normal drinking water or 1% sucrose solution. In the morning all bottles were weighed, and mice were placed back together with their cage-mates. This re-introduction released some fighting in especially some male cages, and mice were given a night to calm down before the test was repeated overnight with the sucrose bottle presented in the opposite side, to account for potential side-preference, as reported previously in rats(10). No side-preference was detected in the current study, and the sucrose preference % was calculated across the two nights, using the following calculation;  $SPT\% = (\text{sucrose-solution consumed} / (\text{total fluid consumption})) * 100\%$ . The sucrose-solution was always prepared fresh before provision at 1% in the normal drinking water, although for one experiment assessing effects of treatment in naive animals (Fig S11) a lower 0.5% solution was also included. As recent meta-analysis suggests food- and water-deprivation to confound the outcome of this assay(12) no water- or food-deprivation was employed in this study.

*Elevated Plus Maze (EPM):* To assess anxiety-like behaviour an EPM was used as described previously(5, 10). The maze consisted of four arms (35\*5 cm) arranged in a cross-like disposition, and 60cm above ground (Ugo Basile SRL, Italy). Two opposite arms were open, and the other two were equipped with 15 cm high walls on each side for enclosure. All were connected by a central 5\*5 cm square. The animal was placed in the centre, for free exploration for 5 minutes. Recording was performed by a camera placed above the maze, and movement between zones was tracked using EthoVision XT14 (Noldus Information Technology). The maze was wiped with 70% ethanol between each animal to minimize the influence of odours between animals.

*Open Field Test (OFT):* to assess anxiety-like and locomotor activity, an OFT was used, as previously described (5). The OFT was a circular open arena with grey plastic flooring and blue plastic sides (diameter, 36cm, height 32cm). The arena was evenly illuminated by lighting placed above the arena. A video camera was positioned directly above the arena and connected to a computer performing live-tracking and recording of the behavior using Ethovision XT14. The animal was placed in the middle of the arena and allowed 5 minutes of free exploration. The proportion of time spent in the centre vs by the edges/walls of the arena, was used as a marker for the anxiety-like behavior (outer zone; 6.7cm along the edge of the arena. Centre zone diameter; 22.6cm).

*Sleep-like/activity pattern:* To measure undisturbed activity in the home-cages, we adopted the approach of Brown et al. (5, 13) using non-invasive passive infrared motion sensors. Animals were single-housed with a 12h light:12h dark cycle. The cages were open with wire tops (M1 mouse cage,

North Kent Plastic Cages, floor area: 500cm<sup>2</sup>) and a passive infrared (PIR) motion sensor was fitted above the cage. For accurate measurements of activity, the area below the food- and water-hopper was blocked off and tunnels / shelters were removed, allowing the animal to be in the sensors receptive field at all times. Home cage mouse activity was tracked as in Brown et al. (13), with measurements taken every 10 seconds across multi-day periods. As previously validated against EEG-recording, immobility defined sleep, referred to as “immobility” in the manuscript, was defined as periods in which no activity was measured for 40 seconds or more. Activity and immobility data were smoothed by calculating the mean in 10-minute bins as preliminary experiments demonstrated that this provided a balance between reducing measurement noise and maintaining time series features. Several summary statistics of circadian disruption were calculated for individual animals across the 5-to-14-day periods (depending on the experiment) and, where appropriate, on each individual day: inter-daily stability, intra-daily variability, light-phase activity, dark-phase immobility, the Lomb-Scargle periodogram, similar to the chi-square periodogram (14). In all figures, ZT0=7am, ZT12=7pm, with ZT = zeitgeber time, common used in circadian biology.

#### **5.2.4. ELISA**

Corticosterone levels were measured as before (1, 2). Immediately upon cervical decapitation, blood was collected in tubes containing trisodium citrate (Paediatric Tube 1.3ml Trisodium citrate 3.2% (9NC), Greiner Bio-One, LTD), gently mixed via inversion and stored on ice. Tubes were centrifuged at 10,000RPM at 4°C for 10min, plasma was collected and stored at -20°C until analysis. Plasma corticosterone was quantified using a commercial ELISA kit for corticosterone (Corticosterone ELISA kit, ab108821, Abcam PLC) according to the manufacturer's instructions.

#### **5.2.5. Sequencing**

For the tissue collection, spinal cords were separated into ipsilateral and contralateral quadrants to site of injury, snap frozen on dry ice, and maintained at -80°C until analysis. RNA was extracted from spinal cord lumbar (L4 to L6) quadrants using the Qiagen AllPrep DNA/RNA/miRNA kit as per manufacturer's instructions. RNA was quantified using a Nanodrop 8000 spectrophotometer and RNA integrity was measured using the Agilent 2100 Bioanalyser. All samples passed Quality Control (QC) with RIN scores >7. mRNA libraries were prepared from total RNA using NEBNext Ultra II Directional Library Preparation Kit. Fragmentation of isolated mRNA prior to first strand cDNA synthesis was carried out using incubation conditions recommended by the manufacturer for an insert size of 300bp (94°C for 10 minutes). 13 cycles of PCR were performed for final library amplification. Resulting libraries were quantified using the Qubit 2.0 spectrophotometer and average fragment size assessed using the Agilent 2200 TapeStation. A final sequencing pool was created using equimolar quantities of each sample library. 75bp paired-end reads were generated for each library using the Illumina NextSeq®500 in conjunction with the NextSeq®500 v2 High-output 150-cycle kit to obtain an average of 19.5M read pairs per sample.

Raw paired-end next generation sequencing reads (Illumina HiSeq 2500) were assessed for quality scores and trimmed using a sliding window operation with an average quality score Q > 20. Illumina adapter sequences were also removed. Reference-based alignment was performed using the mouse mm10 genome assembly and successfully aligned features quantified at the gene-level using featureCounts. Summarised gene counts were transformed into transcripts per million (TPM) to account for biases arising from differing gene lengths(15) and library sizes normalised using trimmed mean of M-values. 

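The scaling that the deposited values carry can be read from the recovered reads, since each value gives reads relative to a scaled library size. These scaled sizes differed from the sums of reads on genes by a factor of 1.09 ± 0.04 in Early SAFit2 (SD, n = 5) and 1.06 ± 0.09 in Early Vehicle mice (SD, n = 6). The values are on the scale of CPM and carry no division by gene length.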

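The deposited values cover more genes than this filter would keep. Of the 17306 genes, 14600 had over 10 recovered reads in at least 70% of libraries (16 of 22) and over 15 in all, and 2706 did not. The fewest reads of any gene over all libraries were 35, and every gene had reads in at least 8 libraries.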

Gene matrices were filtered by expression using a minimum count > 10 in at least 70% of samples and a minimum overall count > 15 transcripts to remove genes that were either not expressed or lowly expressed among all samples. Differential expression among treatments was established using linear modelling through limma using log2-transformed TPM. Heteroscedasticity of the mean-variance relationship in the latter was removed using limma voom. Genes exceeding a 1.2-fold change in expression and Benjamini-Hochberg (FDR) adjusted p values < 0.05 were considered differentially expressed among groups. When stated explicitly, we additionally performed exploratory analysis on genes with p values exceeding nominal (p < 0.05) significance only. Gene overrepresentation tests and gene ontology of significant gene sets were performed using a minimum term size > 2 against the mm10 array background gene set as the reference. Statistical comparisons against the observed vs expected gene set ratio were assessed using Fisher's exact tests and corrected using FDR at P < 0.05. All annotations were identified using the GO biological process complete database available through PANTHER. GO lists reduced into hierarchical semantically similar terms using ReViGo for plotting. Interrogation of RNA seq data performed in R Studio version 4.3.3 or later.

Raw fastq files are available in addition to the processed log cpm for each sample (GEO accession number: GSE293520).

### **5.2.6. CT scans:**

Following dissection and fixing in 4% paraformaldehyde for 5 days, knee joints were stored in 70% ethanol. Micro-CT analyses were performed using VECTOr6CT (MILabs, The Netherlands). Knee joints were imaged using single mouse bed with the following settings: ultra-focus magnification, accurate scan mode, settings default, for a total duration of 6min per CT position. Reconstruction was done using 20voxel size and images were analysed using BoneJ software for bone volume (BV) in region of interests (ROI) of the knee joint. Macroscopic analysis of joints was done using VivoQuant version 4 software (Invicro LLC, Boston, MA, USA).

### **5.2.7. RTqPCR:**

For the tissue collection, cords of MIA injected mice were separated into ipsilateral and contralateral quadrants to site of injury for processing, snap frozen on dry ice, and maintained at -80°C until analysis. Total RNA was extracted using an acid phenol extraction method (TRIzol reagent; Qiagen), which involved homogenisation by hand and passage through a biopolymer-shredder (QIAshredder; Qiagen). The RNeasy mini kit (Qiagen) was used to complete the extraction and RNA concentrations were measured using a Nanodrop. 500ng of total RNA was then reverse transcribed to cDNA via a two-step method. First, samples were incubated with random nonamers (2uM; Sigma), oligo dT20 primer mix (1uM; Promega) and 10mM dNTP mix (0.5uM; Promega) at 65°C for 5 minutes. First-strand buffer (5x) and superscript III were then added, along with DTT (0.1M; all Promega), RNaseIN recombinant ribonuclease inhibitor (Promega) and completed by exposure to a heat cycle of 25°C for 5 minutes, 50°C for 50 minutes and 70°C for 15 minutes. Appropriate positive and negative controls were included in the process. cDNA was stored at -20°C until further processing. RT-qPCR reactions were run using the DNA Engine and the SYBR Green JumpStart Taq Ready Mix (Sigma), in the standard 3-step SYBR green heat cycle. Reactions were run in triplicates and assessed by melting curve analysis. The ratio of the relative expression of target genes to HGPRT expression was calculated using the  $2\Delta\Delta C_t$  formula.

### **5.3. Statistical analysis:**

The experimenter was blinded to genotype and treatment groups until the time of data-analysis. All statistical tests were performed in IBM SPSS Statistic Program (vers 26) or GraphPad Prism (vers 9). Interrogation of RNA seq data performed in R Studio version 4.3.3 or later.  $P < 0.05$  was considered statistically significant. Individual animals were considered as experimental unit, and sample-size was based on previous experience, based primarily on securing enough power for the assessment of depressive-like behavior across sex. All statistical tests and significant F-values are reported in supplementary table S2 and S3. Tests for normality of residuals and homogeneity of sample variances confirmed before parametric analysis. Post-hoc analysis was only performed on statistically significant F values. The VF-dataset was log-transformed to ensure a normal distribution, as the von Frey hairs are distributed on an exponential scale. This was similar to previous studies in our group(2), and as demonstrated to make more mathematical and biological sense(16). Most long-term timeline datasets were also converted into weighted average (AVG), either for the entire duration of the experiment, or for selected relevant phases of the experiment, like when a compound was active or the first 2 weeks after model induction.

**Study approval:** All experiments were carried out under the Home Office License P8F6ECC28, ARRIVE guidelines were followed, and all efforts were made to minimize animal suffering and to reduce the number of animals used (UK Animal Act, 1986)

### **References**

1. M. Maiarù, *et al.*, The stress regulator FKBP51: a novel and promising druggable target for the treatment of persistent pain states across sexes. *Pain* **159**, 1224–1234 (2018).
2. M. Maiarù, *et al.*, The stress regulator FKBP51 drives chronic pain by modulating spinal glucocorticoid signaling. *Sci. Transl. Med.* **8**, 325ra19 (2016).

3. S. Gaali, *et al.*, Selective inhibitors of the FK506-binding protein 51 by induced fit. *Nat. Chem. Biol.* **11**, 33–37 (2015).
4. U. Massing, S. Cicko, V. Zirolì, Dual asymmetric centrifugation (DAC)--a new technique for liposome preparation. *J. Control. Release Off. J. Control. Release Soc.* **125**, 16–24 (2008).
5. S. Hestehave, *et al.*, Differences in multidimensional phenotype of 2 joint pain models link early weight-bearing deficit to late depressive-like behavior in male mice. *PAIN Rep.* **9**, e1213 (2024).
6. T. Pitcher, J. Sousa-Valente, M. Malcangio, The Monoiodoacetate Model of Osteoarthritis Pain in the Mouse. *J. Vis. Exp.* (2016). <https://doi.org/10.3791/53746>.
7. W. J. Dixon, Efficient Analysis of Experimental Observations. *Annu. Rev. Pharmacol. Toxicol.* **20**, 441–462 (1980).
8. M. Maiarù, *et al.*, Substance P-Botulinum Mediates Long-term Silencing of Pain Pathways that can be Re-instated with a Second Injection of the Construct in Mice. *J. Pain* **25**, 104466 (2024).
9. A. E. Learoyd, D. Sen, M. Fitzgerald, The pain trajectory of juvenile idiopathic arthritis (JIA): translating from adolescent patient report to behavioural sensitivity in a juvenile animal model. *Pediatr. Rheumatol.* **17**, 60 (2019).
10. S. Hestehave, *et al.*, The influence of rat strain on the development of neuropathic pain and comorbid anxio-depressive behaviour after nerve injury. *Sci. Rep.* **10**, 20981 (2020).
11. K. Ängeby Möller, C. Aulin, A. Baharpoor, C. I. Svensson, Pain behaviour assessments by gait and weight bearing in surgically induced osteoarthritis and inflammatory arthritis. *Physiol. Behav.* **225**, 113079 (2020).
12. J. P. Berrio, S. Hestehave, O. Kalliokoski, Reliability of sucrose preference testing following short or no food and water deprivation—a Systematic Review and Meta-Analysis of rat models of chronic unpredictable stress. *Transl. Psychiatry* **14**, 39 (2024).
13. L. A. Brown, S. Hasan, R. G. Foster, S. N. Peirson, COMPASS: Continuous Open Mouse Phenotyping of Activity and Sleep Status. *Wellcome Open Res.* **1**, 2 (2016).
14. L. Brown, A. Fisk, C. Potheary, S. Peirson, Telling the Time with a Broken Clock: Quantifying Circadian Disruption in Animal Models. *Biology* **8**, 18 (2019).
15. A. Conesa, *et al.*, A survey of best practices for RNA-seq data analysis. *Genome Biol.* **17**, 13 (2016).
16. C. Mills, *et al.*, Estimating Efficacy and Drug ED50's Using von Frey Thresholds: Impact of Weber's Law and Log Transformation. *J. Pain* **13**, 519–523 (2012).

## Supporting figures:

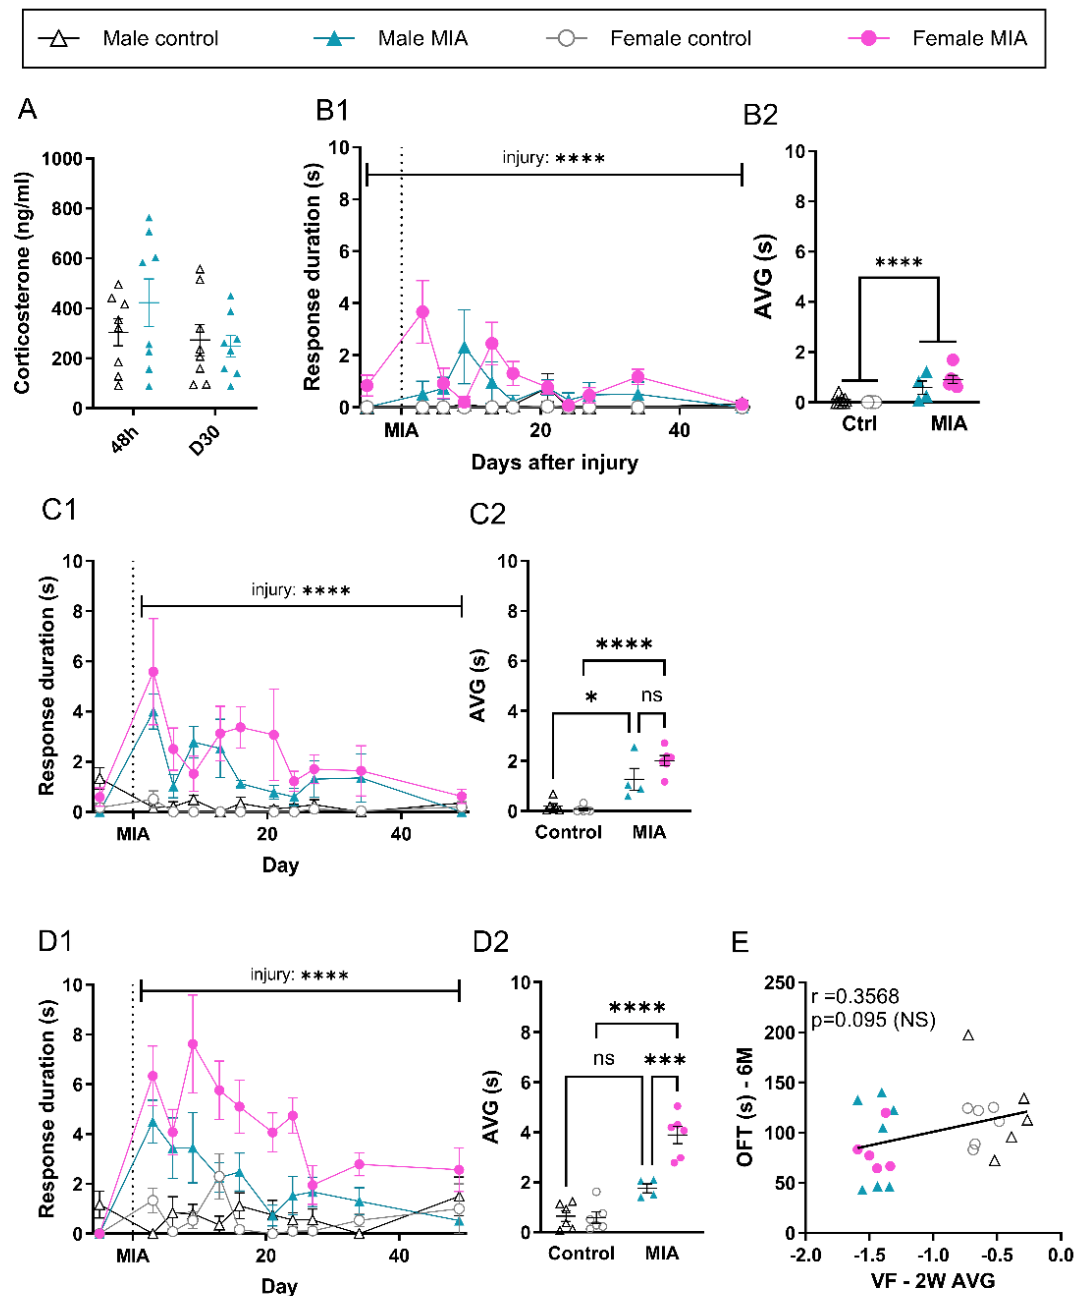

**Figure S1. MIA induces changes in affective behavior.** Male and female mice were exposed to MIA or control and followed for up to 49 days after injury. **(A)** Corticosterone was measured at 48 hours and 30 days after MIA-injury in male mice (N=8). **(B1,2)** The duration of the affective response following the application of a low force (0.04g) VF filament was recorded in seconds and followed for 49 days after injury (N=4-6). **(C1,2)** The duration of the affective response following the application of a medium force (0.16g) VF filament was recorded in seconds and followed for 49 days after injury (N=4-6). **(D1,2)** The duration of the affective response following the application of a high force (1.0g) VF filament was recorded in seconds and followed for 49 days after injury (N=4-6). **(E)** Correlations between early (2-week average) mechanical sensitivity and the later development of anxiety-like behavior at 6 months. B2, C2, D2: Weighted average (AVG) was calculated across the full study period. Data shows mean  $\pm$  S.E.M. NS= Not significant, \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001, as determined using ANOVA ANALYSIS for B1, C1 and D1, and appropriate post-tests. See full statistical analysis in Supplementary Table S3.

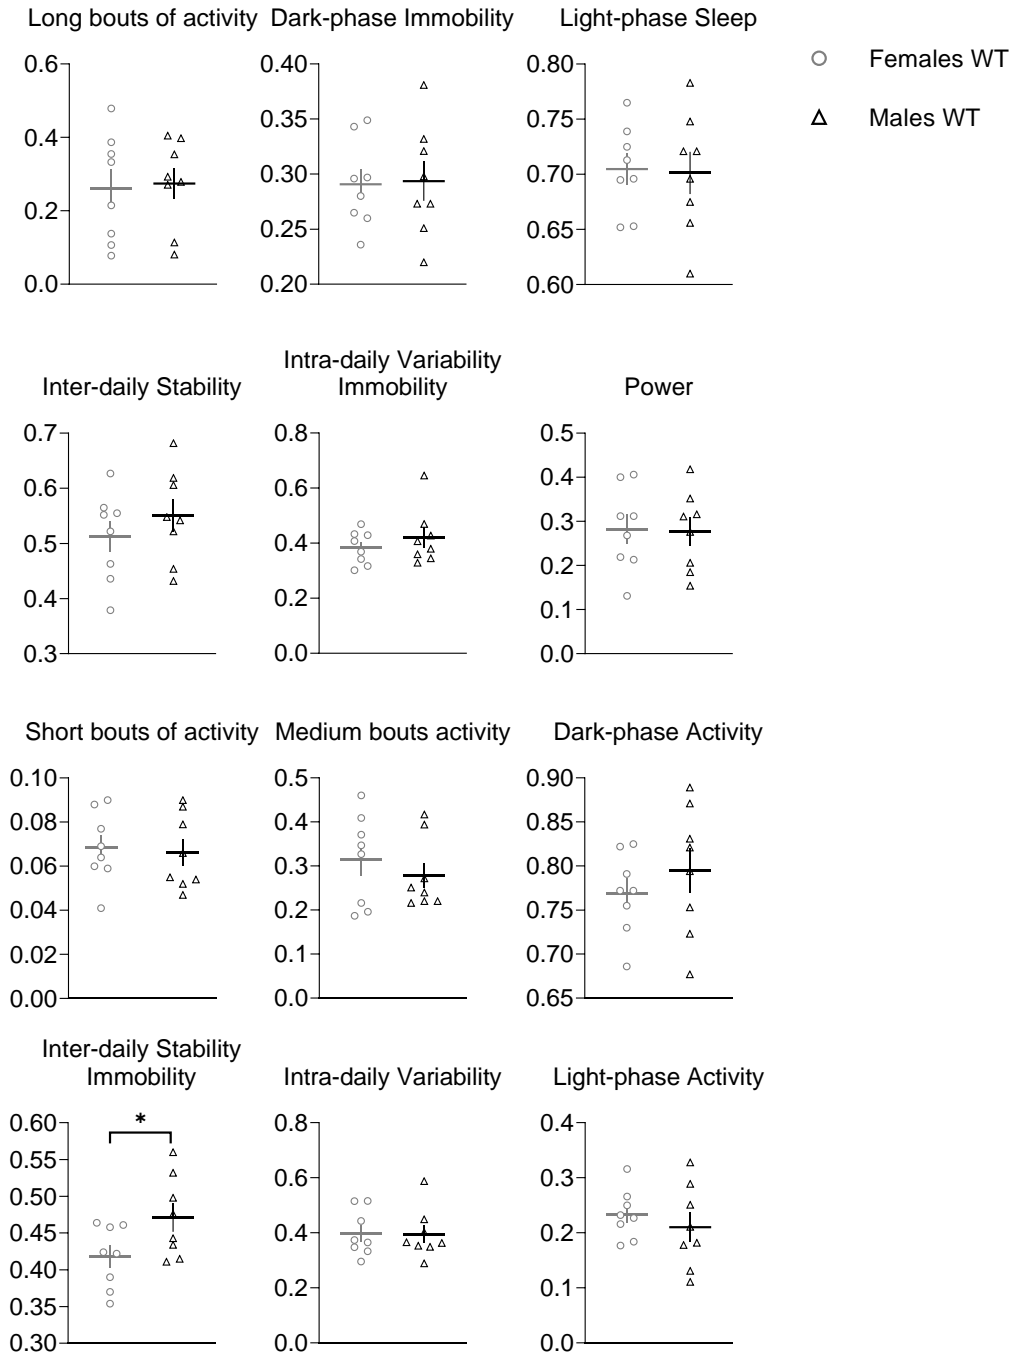

**Figure S2. There are no obvious differences in daily activity rhythms between 8-week-old male and female naïve mice.** Various summary statistics of circadian disruption calculated across a 6 day-period. N=8/8. \*P<0.05. Data shows mean  $\pm$  S.E.M. and single data points. See full statistical analysis in Supplementary Table S3.

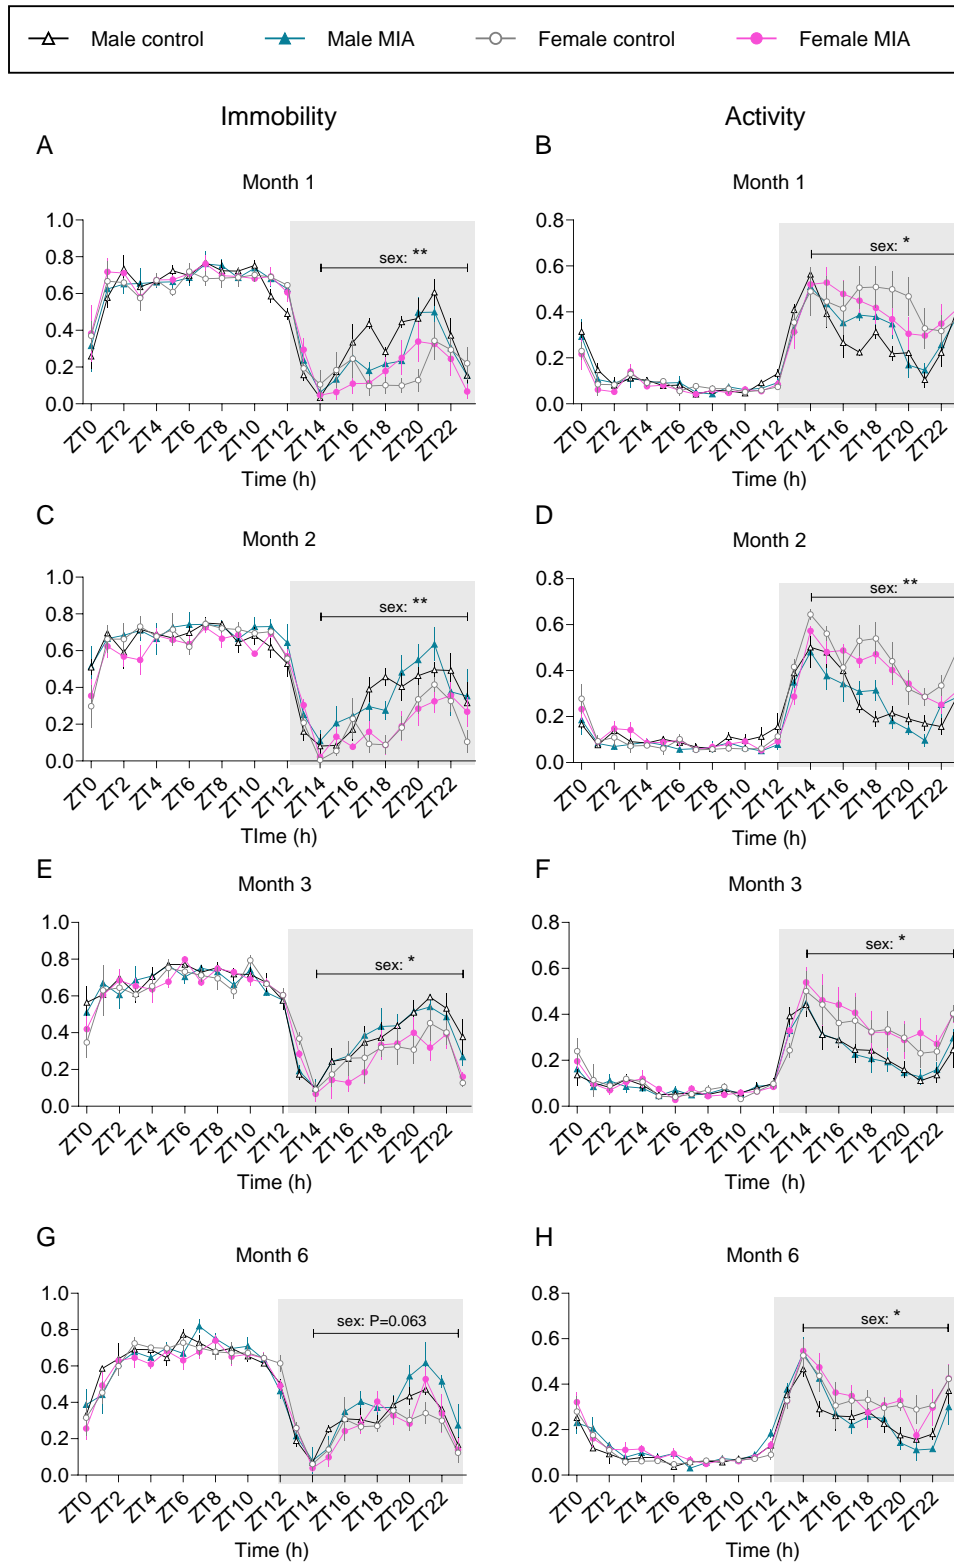

**Figure S3. From one month after MIA injection, sex differences are obvious but there are no injury-induced changes to daily activity rhythms in male and female mice. (A-H)** 24h immobility/activity plots using 1h bins. **(A, B)** Average of 24h plots across 7 days, 1 month after MIA injection. N=4/4/4/4. **(C, D)** Average of 24h plots across 7 days, 2 months after MIA injection. N=4/4/4/4. **(E, F)** Average of 24h plots across 7 days, 3 months after MIA injection. N=4/4/4/4. **(G, H)** Average of 24h plots across 7 days, 6 months after MIA injection. N=4/4/4/4. ZT0=7am. Data shows mean  $\pm$  S.E.M. \* $P < 0.05$ ; \*\*  $P < 0.01$ , sex effect. See full statistical analysis in Supplementary Table S3.

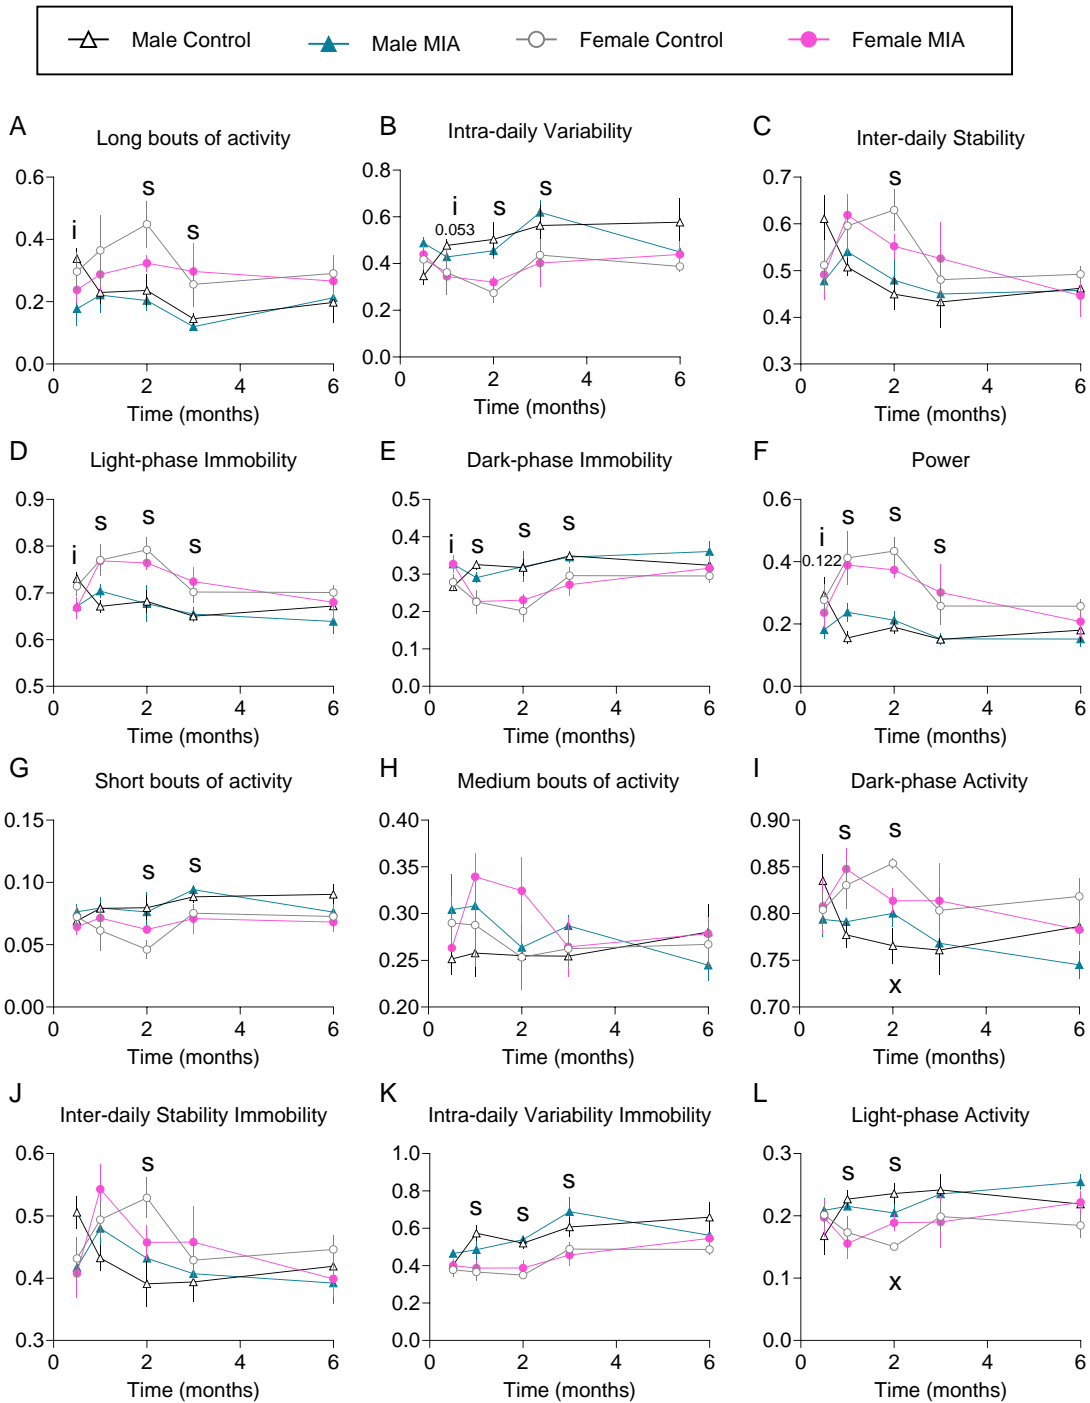

**Figure S4. From one month after MIA injection, summary statistics of daily activity rhythms indicate no impact of MIA injection but obvious sex differences.** Various summary statistics of circadian disruption calculated across a 6 day-period at each time point. Data plotted as time course for ease, but not all animals were followed for the whole time course. N=4/4/4/4 at each time point. Data shows mean ± S.E.M. s: sex effect,  $P < 0.005$ ; i: injury effect,  $P < 0.05$ ; x: injury x sex interactions. s: sex effect  $P < 0.05$ ; i: injury effect  $P < 0.05$ ; x: sex x injury  $P < 0.05$ . See full statistical analysis in Supplementary Table S3.

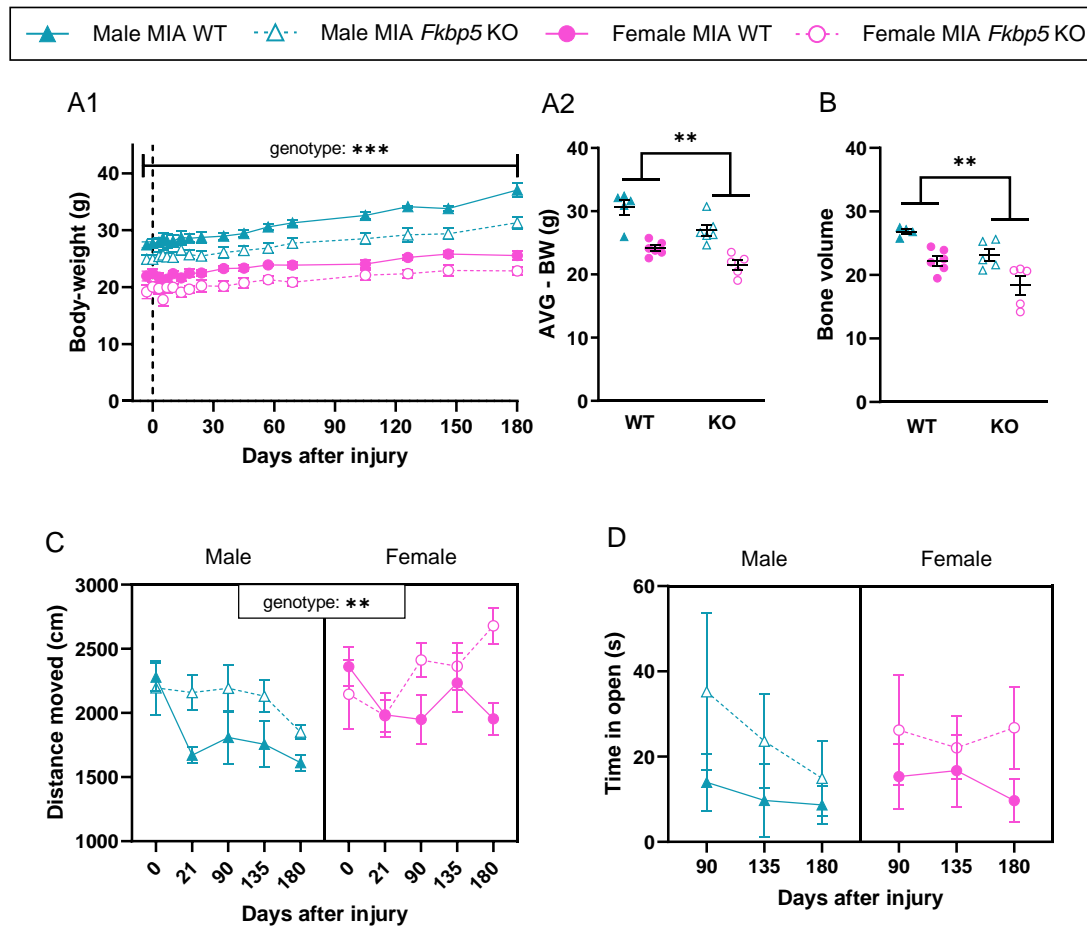

**Figure S5. *Fkbp5* global knockdown has an impact on body weight and on a range of outcomes measured after MIA injection.** Male and female *Fkbp5* global knockout and wild type littermates were all exposed to MIA injury and followed for 6 months after injury. **(A)** Bodyweight was significantly lower in KO animals. (N=5-6). **(B)** Bone volume, as assessed using microCT at 6 months after injury (N=4-6). **(C)** Distance moved in the open field test (N=5-6). **(D)** Anxiety-like behavior was also assessed using the Elevated Plus Maze, assessing the time in the open parts of the maze (N=4-6). For A2: Weighted average (AVG) was calculated for the full study period. Data shows mean  $\pm$  S.E.M. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , as determined by the ANOVA analysis. See full statistical analysis in Supplementary Table S3.

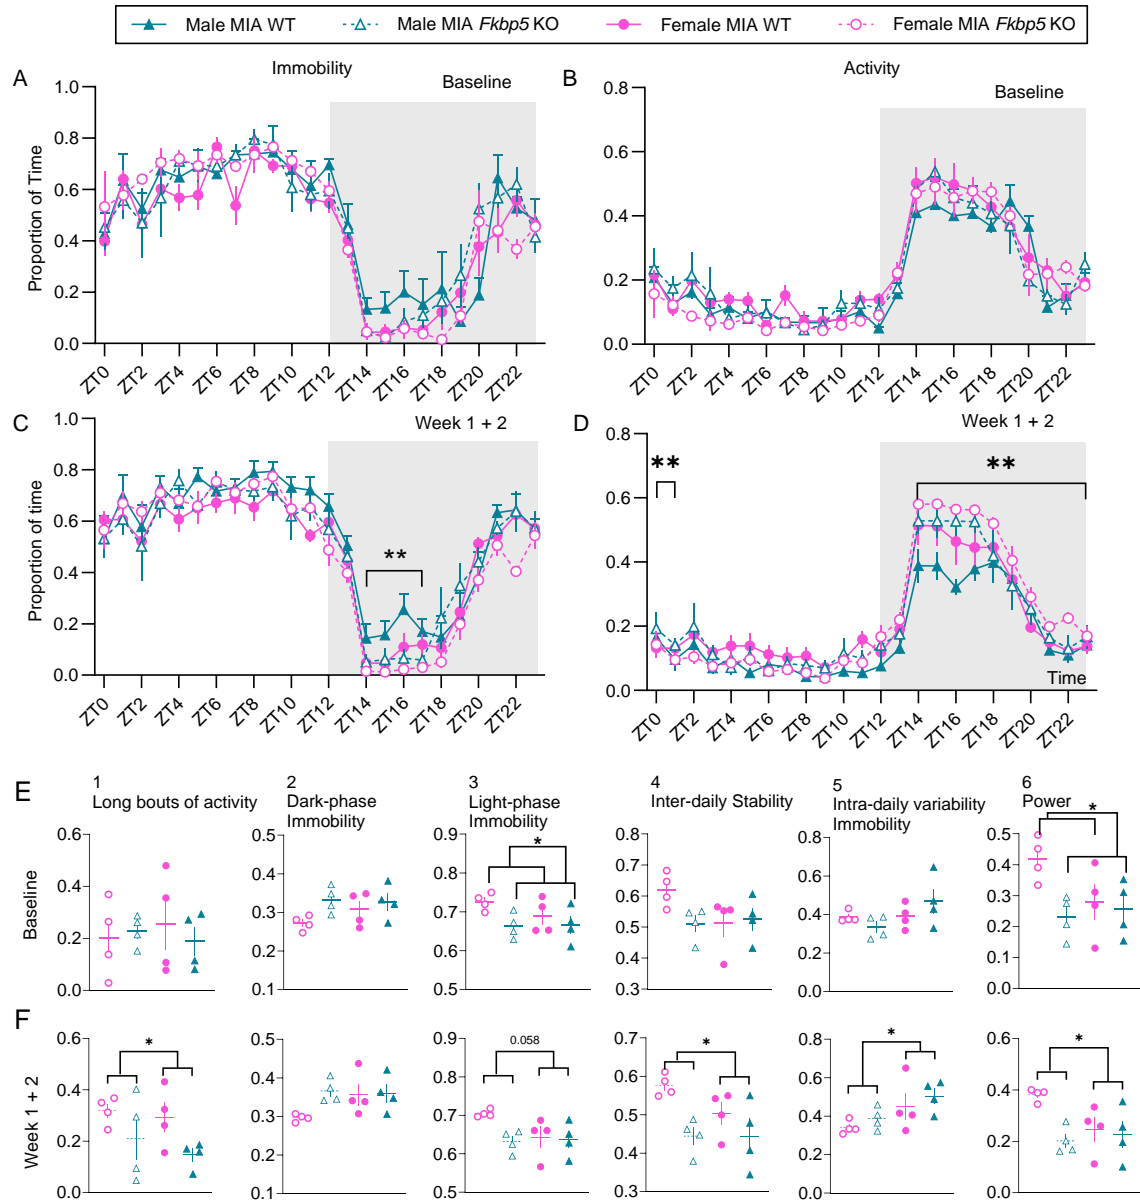

**Figure S6: *Fkbp5* global knockdown improves some of the MIA-induced changes to daily activity rhythms.** (A-D) 24h immobility/activity plots using 1h bins. (A, B) Average of 24h plots across the 6 days before MIA injection. N=8/8. There were no differences in immobility (A) and activity (B) patterns in naive, 8-week-old male and female, WT and KO mice. (C, D) Average of 24h plots across the first 2 weeks after MIA injection. N=4/4/4/4. *Fkbp5* knock-down improved some of the MIA induced changes to immobility and activity patterns. (E,F) (1) Proportion of time spent in long bouts (>10min) activity during the dark period, (2) proportion of time spent immobile during the dark phase, (3) proportion of time spent immobile during the light phase, (4) interdaily stability, (5), intra-daily variability immobility and (6) A power of the 24-hour activity cycle. (E) Average across 6 days before MIA. (F) Average across first 2 weeks after MIA. N=4/4/4/4. ZT0=7am, ZT12=7pm. Data shows mean  $\pm$  S.E.M. \*P<0.05; \*\* P<0.01, genotype effect. (E6) sex effect plotted. See full statistical analysis in Supplementary Table S3.

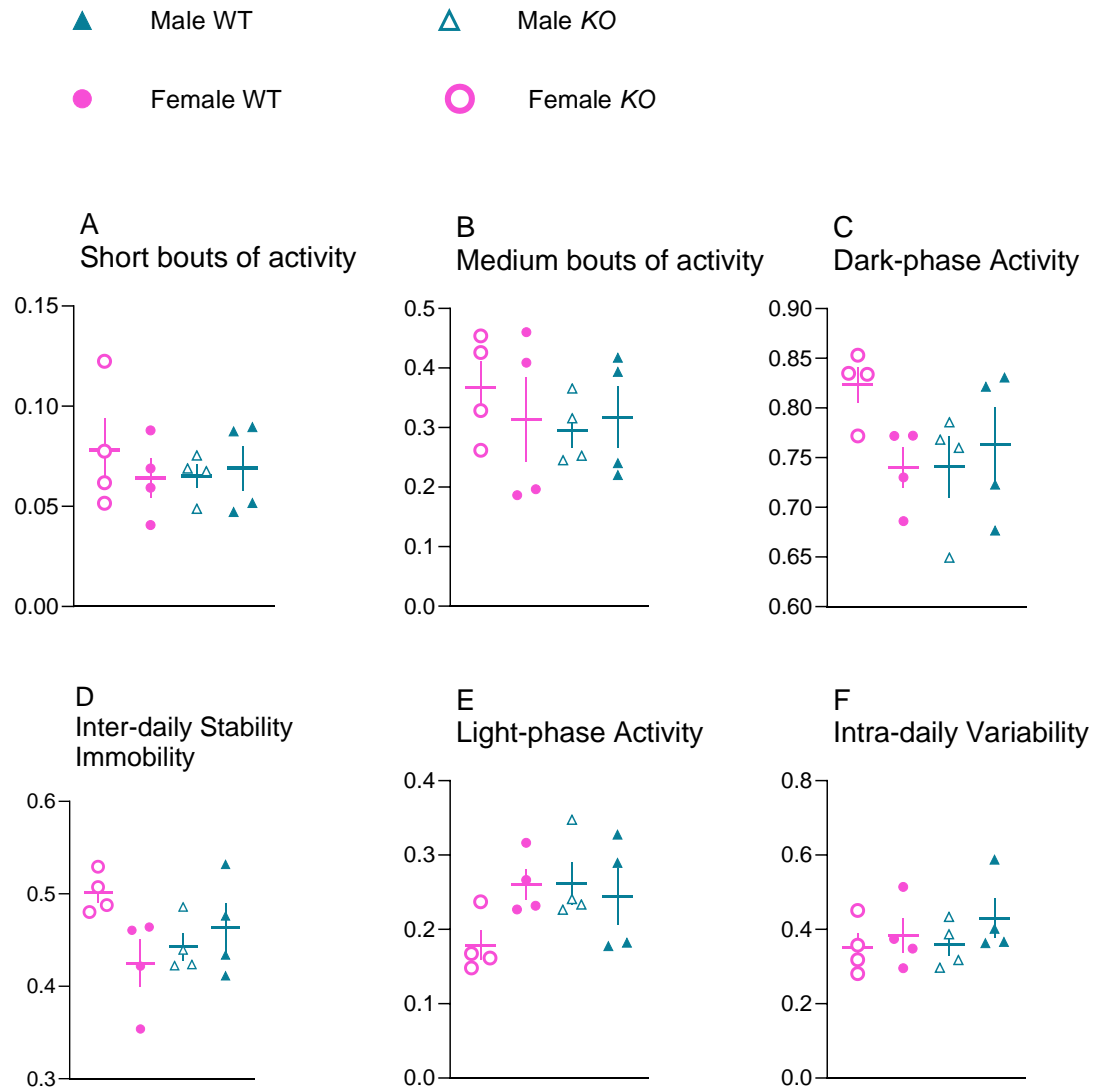

**Figure S7. There are no obvious differences in daily activity rhythms between 8-week-old male and female naïve *Fkbp5* KO and WT mice.** Various summary statistics of circadian disruption calculated across a 6 day-period pre-MIA injection. Data shows mean  $\pm$  S.E.M. and single data points. N=4/4/4/4. See full statistical analysis in Supplementary Table S3.

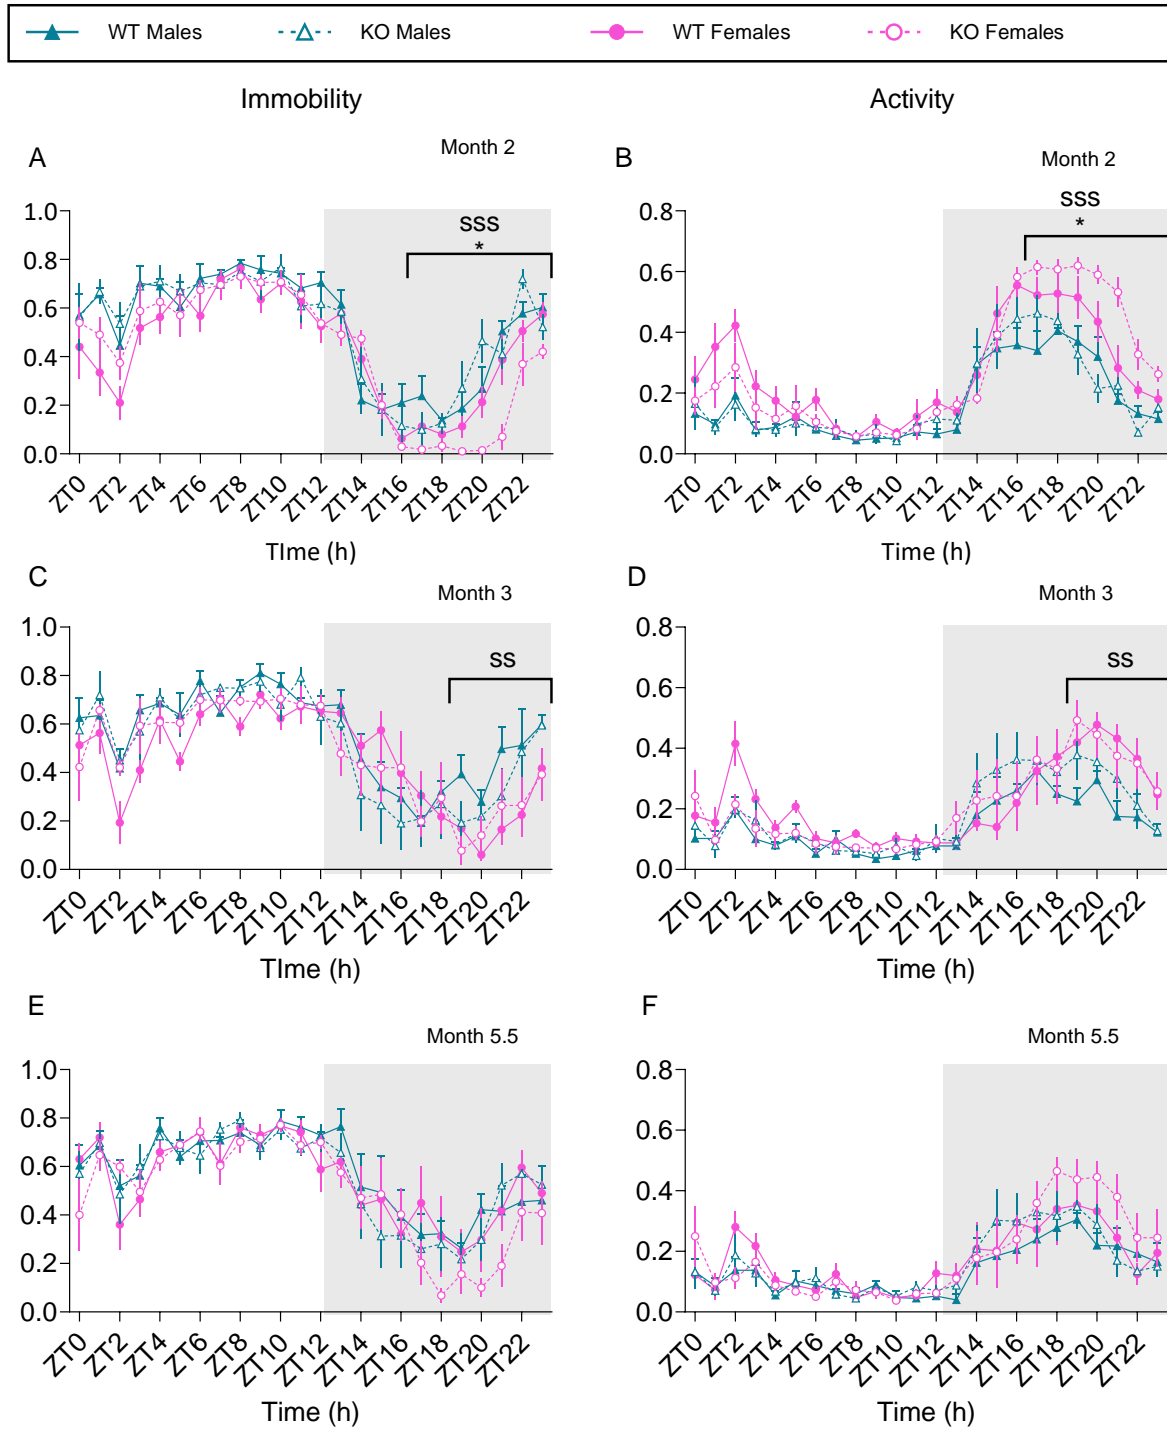

**Figure S8. There is an effect of genotype on daily activity rhythms between male and female *Fkbp5* KO and WT up to 2 months after MIA injection. (A-F) 24h immobility/activity plots using 1h bins. (A, B) Average of 24h plots across 7 days, 2 months after MIA injection. N=4/4/4/4. (C, D) Average of 24h plots across 7 days, 3 months after MIA injection. N=4/4/4/4. (E, F) Average of 24h plots across 7 days, 5.5 months after MIA injection. N=4/4/4/4. ZT0=7am, ZT12=7pm. Data shows mean  $\pm$  S.E.M. Genotype effect: \*P<0.05; sex effect: <sup>SS</sup> P<0.01; <sup>SSS</sup> P<0.01. See full statistical analysis in Supplementary Table S3.**

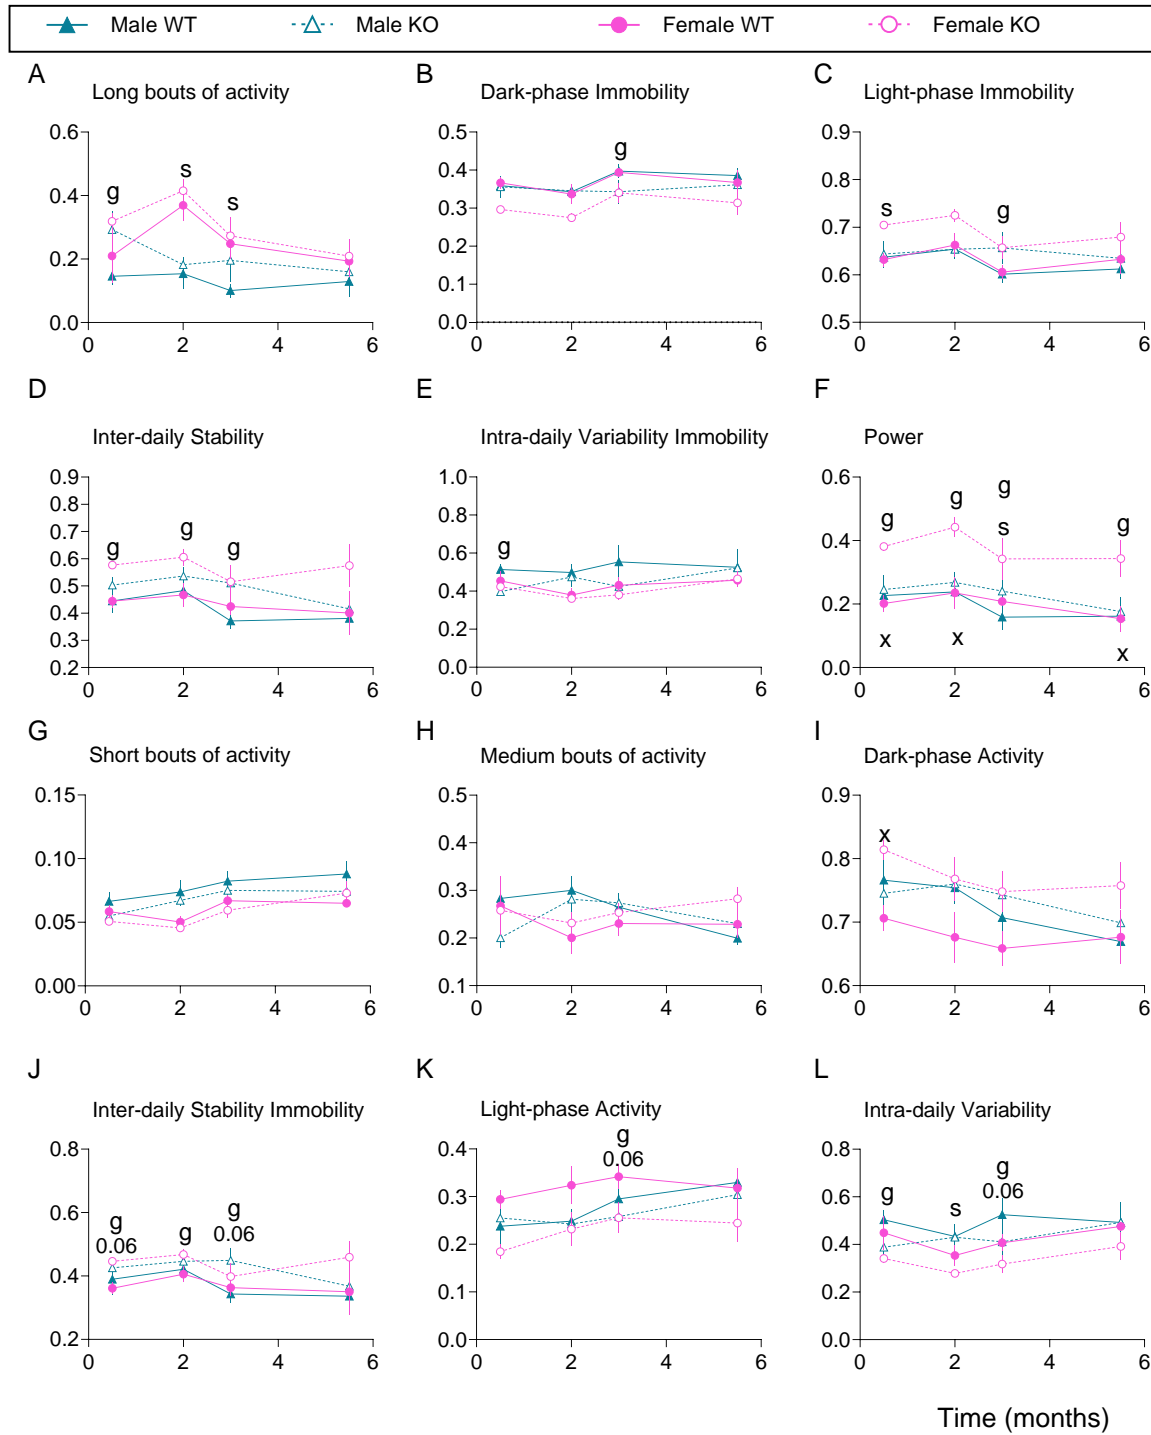

**Figure S9. The effect of *Fkbp5* global deletion on daily activity rhythms is not significant after 3 months.** Various summary statistics of circadian disruption calculated across a 6 day-period post-MIA injection. Data shows mean  $\pm$  S.E.M. N=4/4/4/4. Genotype effect: g:  $P < 0.05$ ; sex effect: s:  $P < 0.05$ ; sex x genotype interactions: g x s. s: sex effect  $P < 0.05$ ; g: genotype effect  $P < 0.05$ ; x: sex x genotype  $P < 0.05$ . See full statistical analysis in Supplementary Table S3.

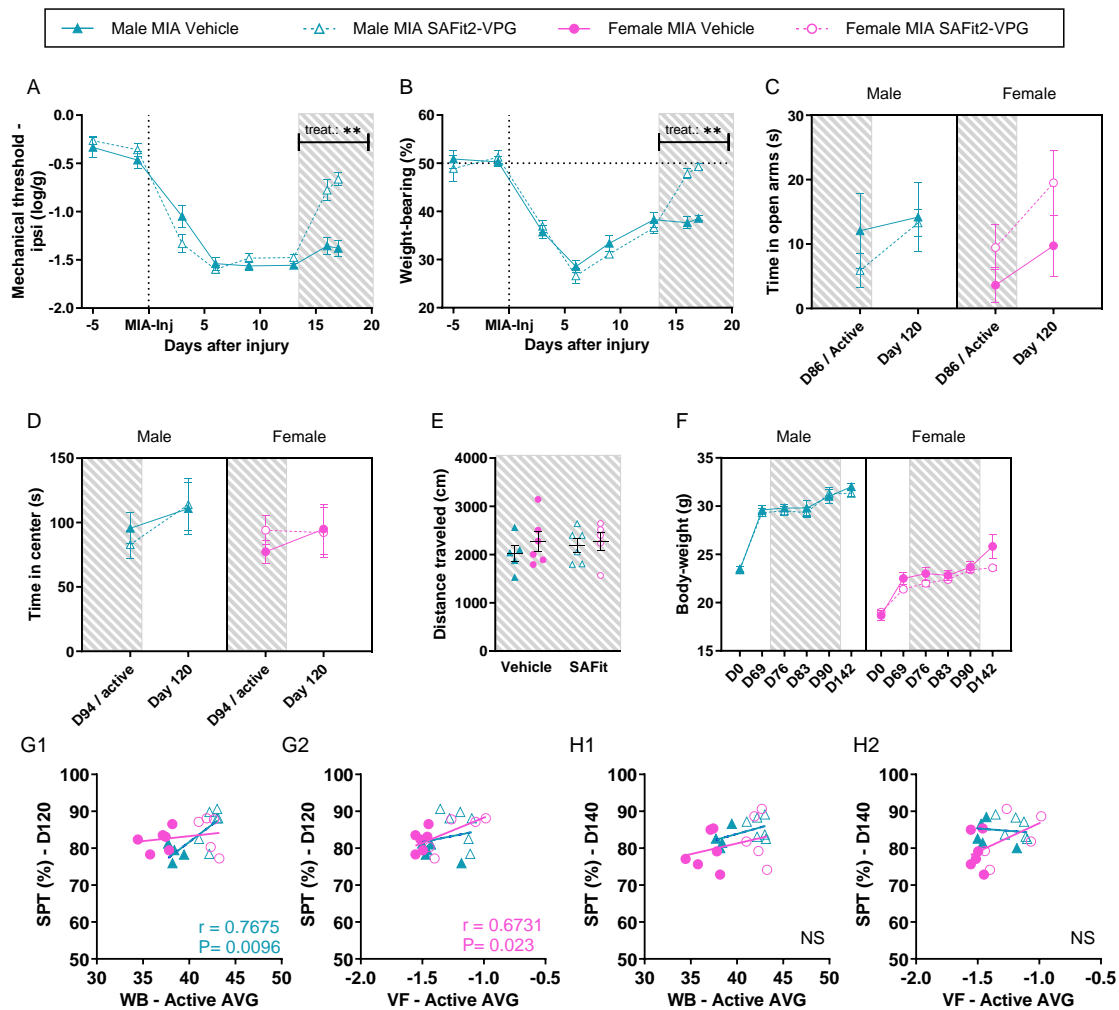

**Figure S10. Pharmacological inhibition of FKBP51 shortly after MIA induction improves sensory and functional deficits, but does not modify anxiety-like behavior, locomotor activity or body weight.** All mice were subjected to MIA-injury and SAFit2-VPG was administered at different time points after injury, grey area suggests when compound was active. **(A)** SAFit2-VPG produced significant improvements on mechanical hypersensitivity when administered 2 weeks after injury in male mice. (N=7-8). **(B)** SAFit2-VPG produced significant improvements on weight bearing asymmetry when administered 2 weeks after injury in male mice. (N=7-8). **(C)** Anxiety-like behavior at 13 weeks in the Elevated Plus Maze was unaltered by SAFit2-VPG administration from 10-14 weeks after injury. (N=5-6). **(D)** Anxiety-like behavior at 14 weeks in the Open Field Test, was unaltered by administration of SAFit2-VPG from 10-14 weeks after injury (N=5-6). **(E)** Locomotor activity at 14 weeks, as suggested by the distance traveled in the Open Field Test, was unaltered by the administration of SAFit2-VPG at 10-14 weeks after injury (N=5-6). **(F)** Bodyweight was unaltered by treatment with SAFit2-VPG at 10-14 weeks after injury (N=5-6). **(G1,2)** Correlations between the weighted average weight bearing asymmetry (WB) or mechanical hypersensitivity (VF) from the active phase of administration (10-14 weeks) and the level of depressive-like behavior 3 weeks after the active phase. **(H1,2)** Correlations between the weighted average weight bearing asymmetry (WB) or mechanical hypersensitivity (VF) from the active phase of administration (10-14 weeks) and the level of depressive-like behavior 6 weeks after the active phase were not significant. Data shows mean  $\pm$  S.E.M. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , as determined by the ANOVA analysis. (See full statistical analysis in Supplementary Table S3).

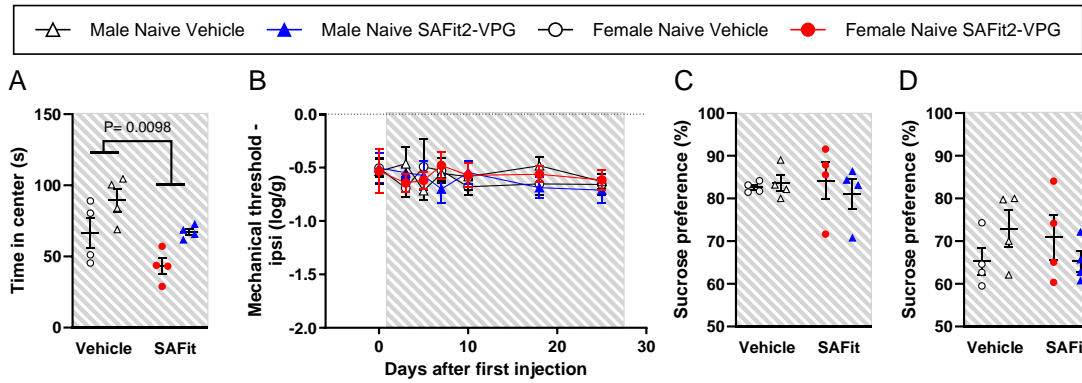

**Figure S11. Pharmacological inhibition of FKBP51 in naïve mice induces anxiety-like behaviour, but does not modify mechanical threshold or depressive-like behaviour.** All mice were naïve and SAFit2-VPG was administered for a total duration of 4 weeks, hatched grey area suggests when compound was active. **(A)** SAFit2-VPG produced a significant anxiety-like behavior across sex, as assessed in the Open Field Test at D23 after first injection (N=4). P-value suggested by 2way ANOVA result. **(B)** Mechanical sensitivity was unaltered by administration of SAFit2-VPG for 4 weeks (N=4). **(C)** Depressive-like behavior, as measured via the preference for a 1% sucrose solution, was unaltered by administration of SAFit2-VPG for 4 weeks (N=4). **(D)** Depressive-like behavior, as measured via the preference for a lower concentration (0.5%) of sucrose solution, was also unaltered by administration of SAFit2-VPG for 4 weeks (N=4). For all graphs; Data shows mean  $\pm$  S.E.M. (See full statistical analysis in Supplementary Table S3).

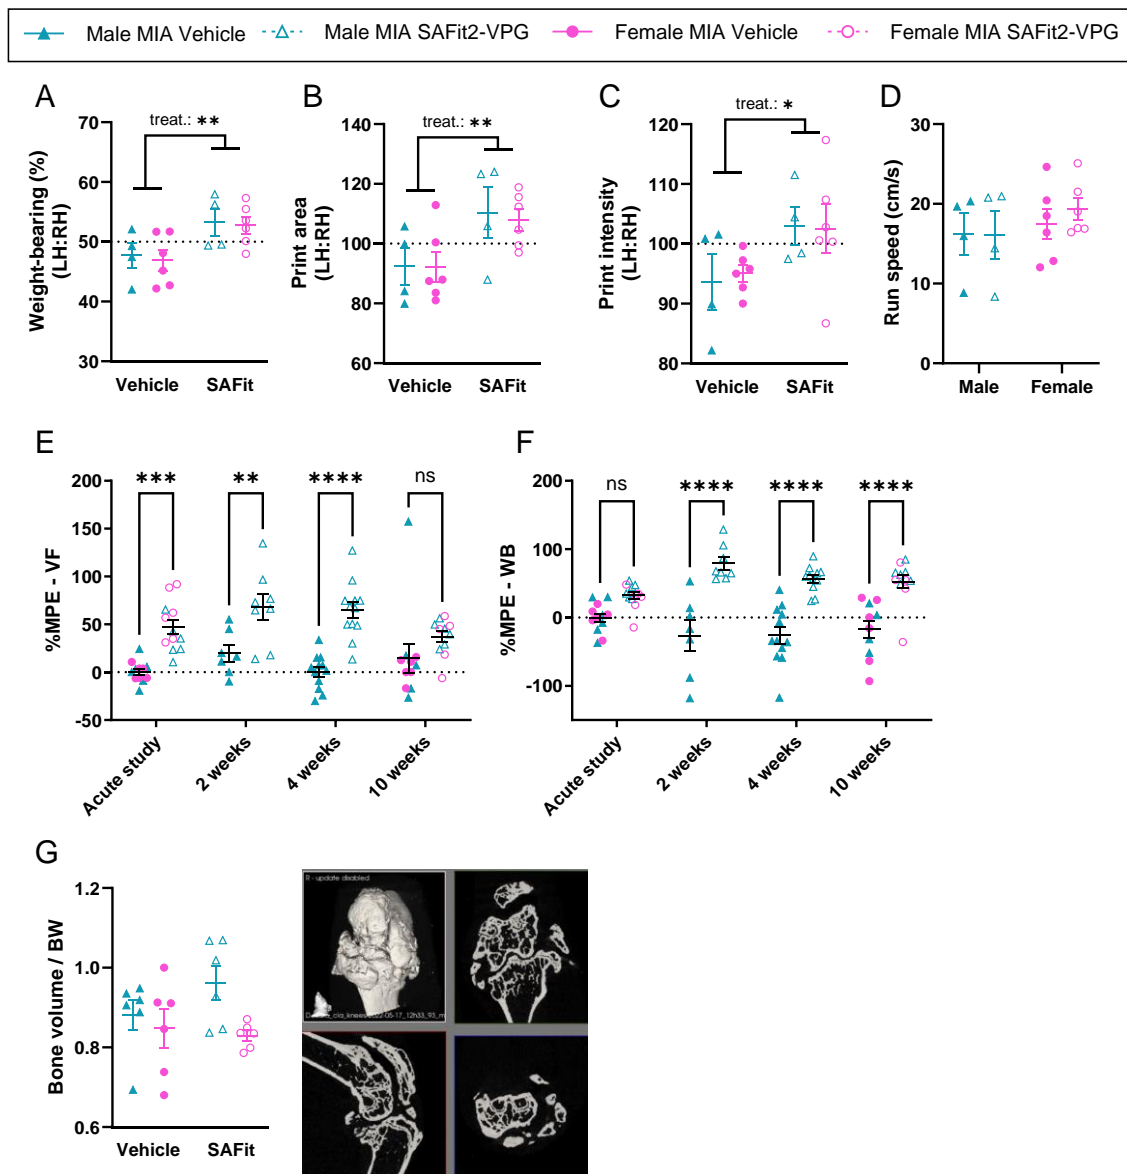

**Figure S12. Pharmacological inhibition of FKBP51 at any time during the pain state improves mechanical hypersensitivity and weight bearing.** A-D, G All mice were subjected to MIA-injury and SAFit2-VPG was administered from 3 days before and lasting for approximately 11 days after injury. Gait assessment on the catwalk was performed at 6 weeks after injury. Early treatment prevented the full development of gait deficits across sex (measured via 2-way ANOVA) on all of the following parameters: (A) Dynamic weight bearing as a measure of the amount of weight places on the left vs right hindleg while walking, (B) the size of the print-area of the ipsilateral (left) paw, compared with the contralateral (right), and the (C) print intensity of the paw-print from the ipsi- vs contra-lateral paw. (D) The run speed was unaltered by treatment, suggesting that any changes in gait, was not secondary effects of alteration in general speed of movement. (E-F) %MPE of FKBP51-inhibition was calculated for the first measure after the first injection of SAFit2-VPG in the different studies (D3 for post-MIA treatment studies, and day 2 for pre-MIA/acute treatment), for comparison across studies (N=7-12), for the mechanical sensitivity (E) and weight bearing asymmetry (F). (G) Joint deformation at 6 months after injury was unaltered by early treatment with SAFit2-VPG. For all graphs: N=4-6. Data shows mean  $\pm$  S.E.M. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001, as determined using ANOVA for A-D, and appropriate post-tests for E-F. See full statistical analysis in Supplementary Table S3.

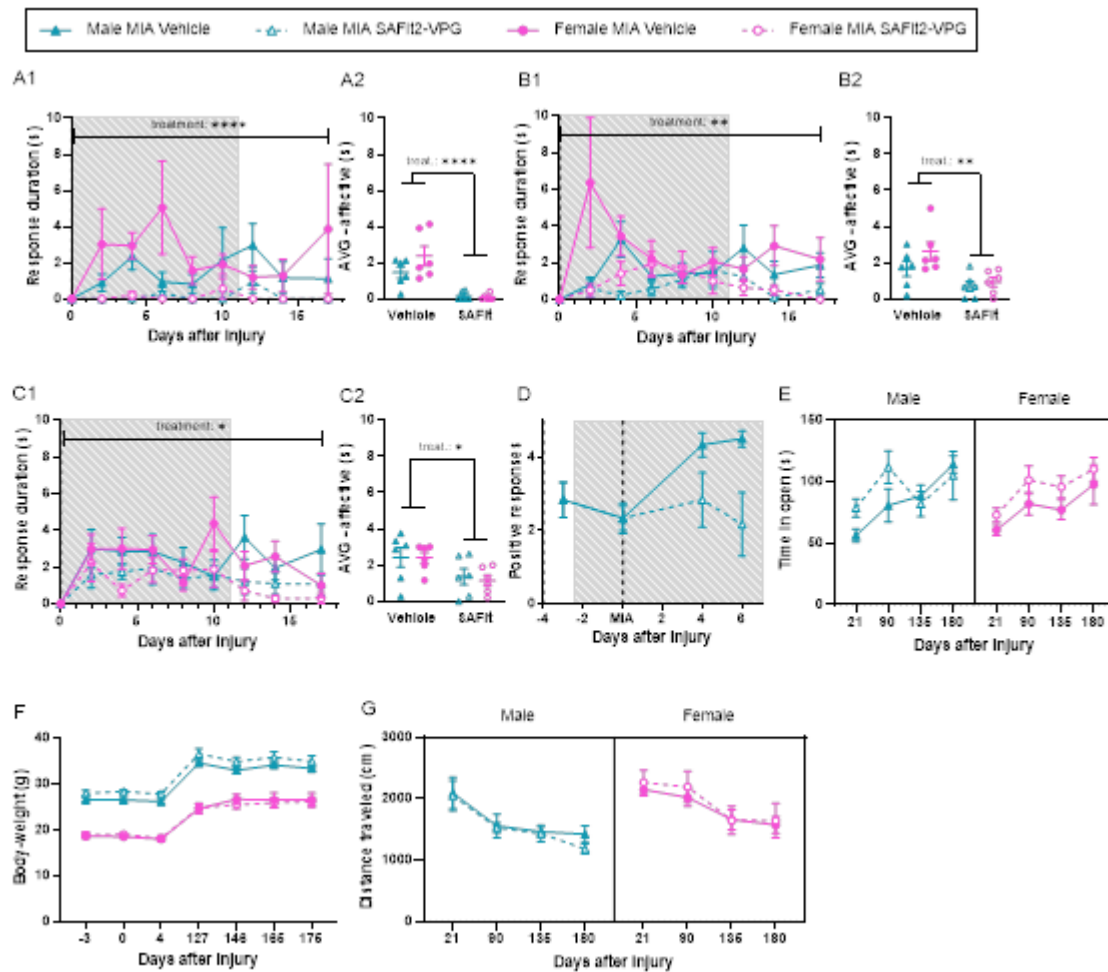

**Figure S13. Acute pharmacological inhibition of FKBP51 during disease onset affects affective behaviours.** All mice were subjected to MIA-injury and SAFit2-VPG was administered from 3 days before and lasting for approximately 11 days after injury, hatched grey area suggests when the compound was active. **(A1,2)** Early treatment with SAFit2-VPG produced a significant lower level of affective responding to mechanical stimulation with a low intensity filament (0.04g) following MIA injury (N=6). **(B1,2)** Early treatment with SAFit2-VPG produced a significant lower level of affective responding to mechanical stimulation with a medium intensity filament (0.16g) following MIA injury (N=6). **(C1,2)** Early treatment with SAFit2-VPG produced a significant lower level of affective responding to mechanical stimulation with a high intensity filament (1.0g) following MIA injury (N=6). **(D)** Early treatment with SAFit2-VPG significantly decreased the level of brush allodynia after injury (N=6). **(E)** Time course development of anxiety-like behavior in the Open Field Test, when treatment was SAFit2-VPG was administered around the onset of injury. **(F)** Body weight development was unaltered by early SAFit2-VPG treatment (N=6) **(G)** Distance traveled (cm) in the open field was unaltered by early treatment with SAFit2-VPG (N=6). For Fig A2, B2, C2: Weighted average (AVG) was calculated for the full study period. Data shows mean  $\pm$  S.E.M. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , as determined via ANOVA analysis. See full statistical analysis in Supplementary Table S2.

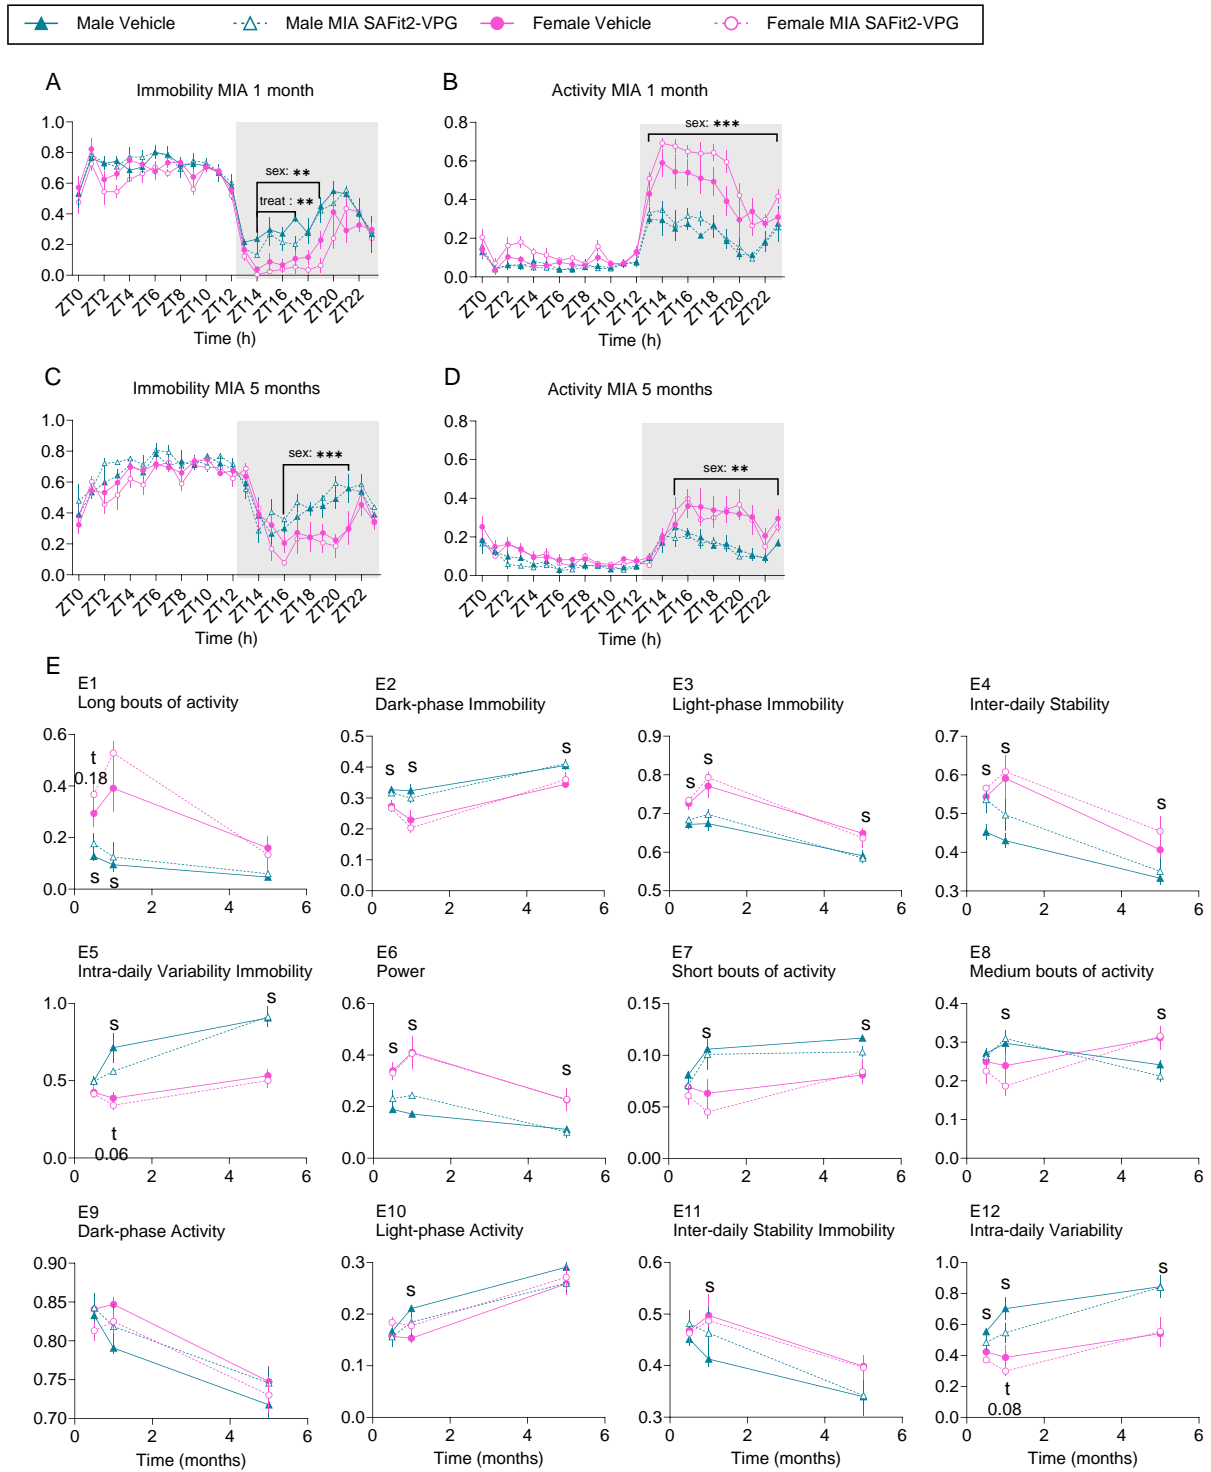

**Figure S14: There are no obvious effects of acute SAFit2-VPG treatment on daily activity rhythms between male and female WT from one month after MIA injection. (A-D)** 24h immobility/activity plots using 1h bins. **(A, B)** Average of 24h plots across 7 days, 1 month after MIA injection. N=4/4/4/4. **(C, D)** Average of 24h plots across 7 days, 5 months after MIA injection. N=4/4/4/4. **(E)** Various summary statistics of circadian disruption calculated across a 6 day-period post-MIA injection. ZT0=7am, ZT12=7pm. Data shows mean  $\pm$  S.E.M. N=4/4/4/4. Treatment effect: t; sex effect: s: P<0.05. See full statistical analysis in Supplementary Table S3.

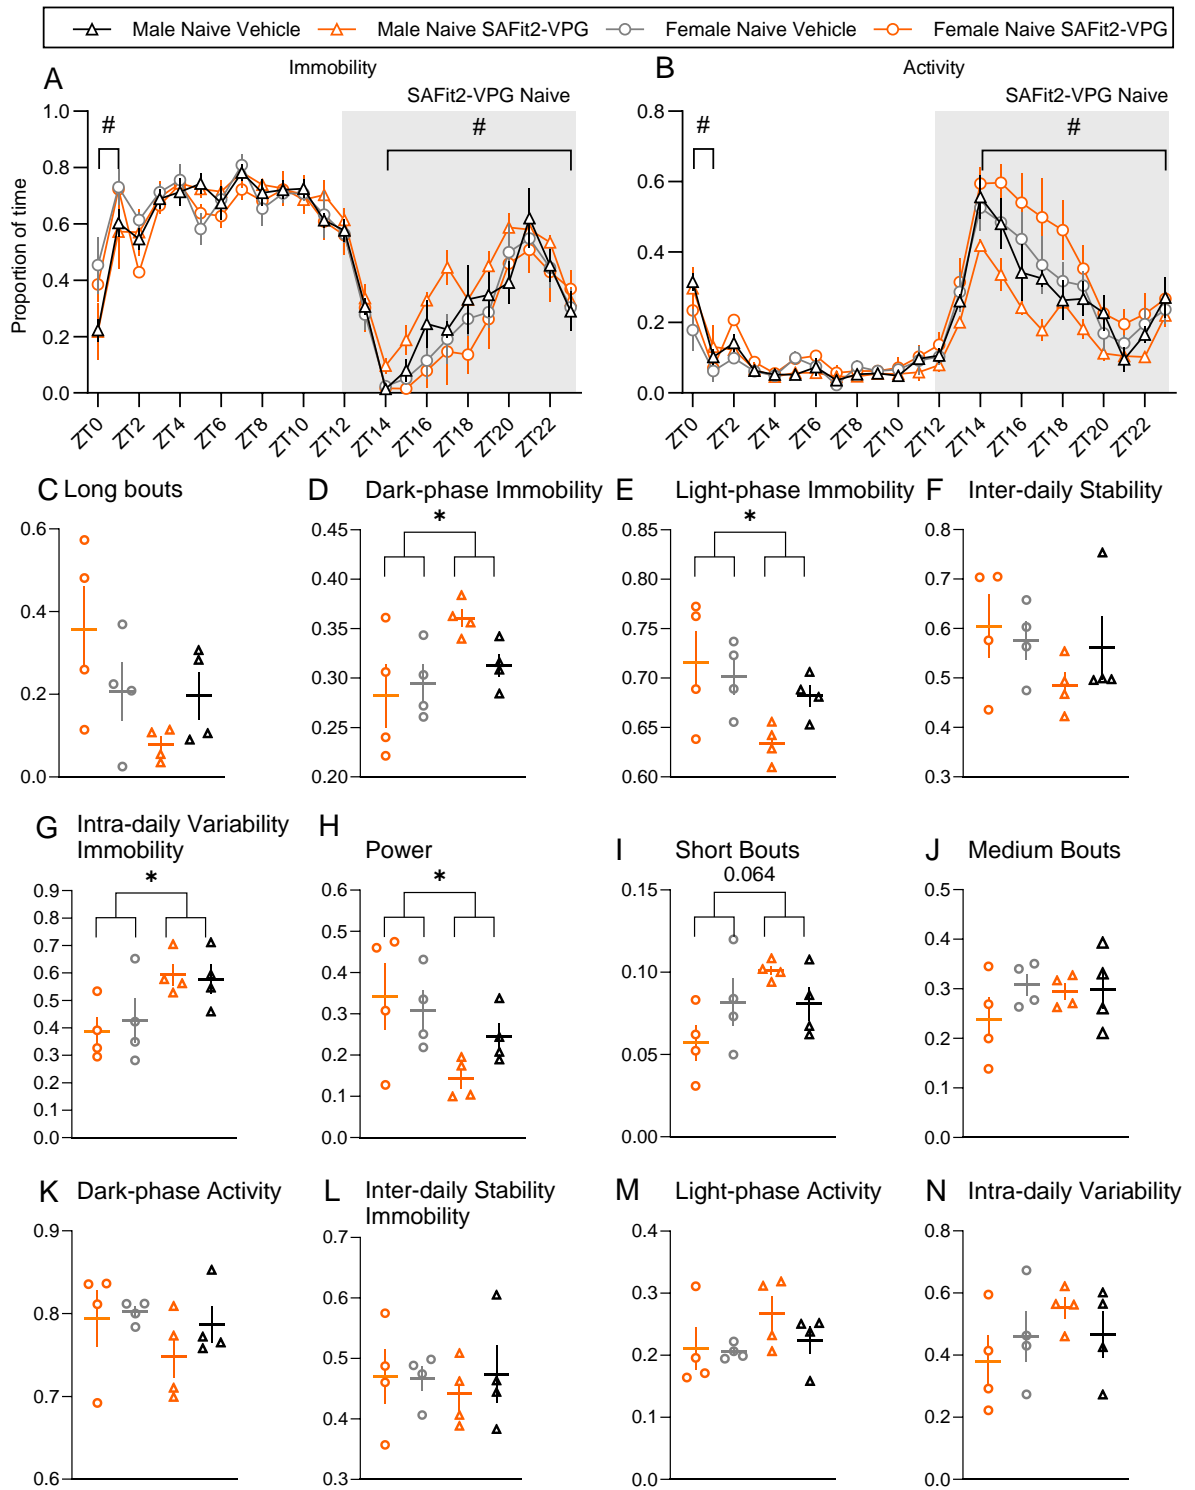

**Figure S15: SAFit2 alone promotes sex differences in daily activity rhythms in naïve 8-week-old mice.** (A, B) 24h immobility/activity plots using 1h bins. Average of 24h plots across 6 days of SAFit2-VPG exposure. N=8. SAFit2-VPG alone induces changes to immobility (A) and activity (B) patterns in naïve, 8-week-old male and female mice. (C-N) Various summary statistics of circadian disruption calculated across a 6 day-period post-MIA injection. ZT0=7am, ZT12=7pm. Data shows mean  $\pm$  S.E.M. and single data points. N=4/4/4/4. \*P<0.05. See full statistical analysis in Table S3.

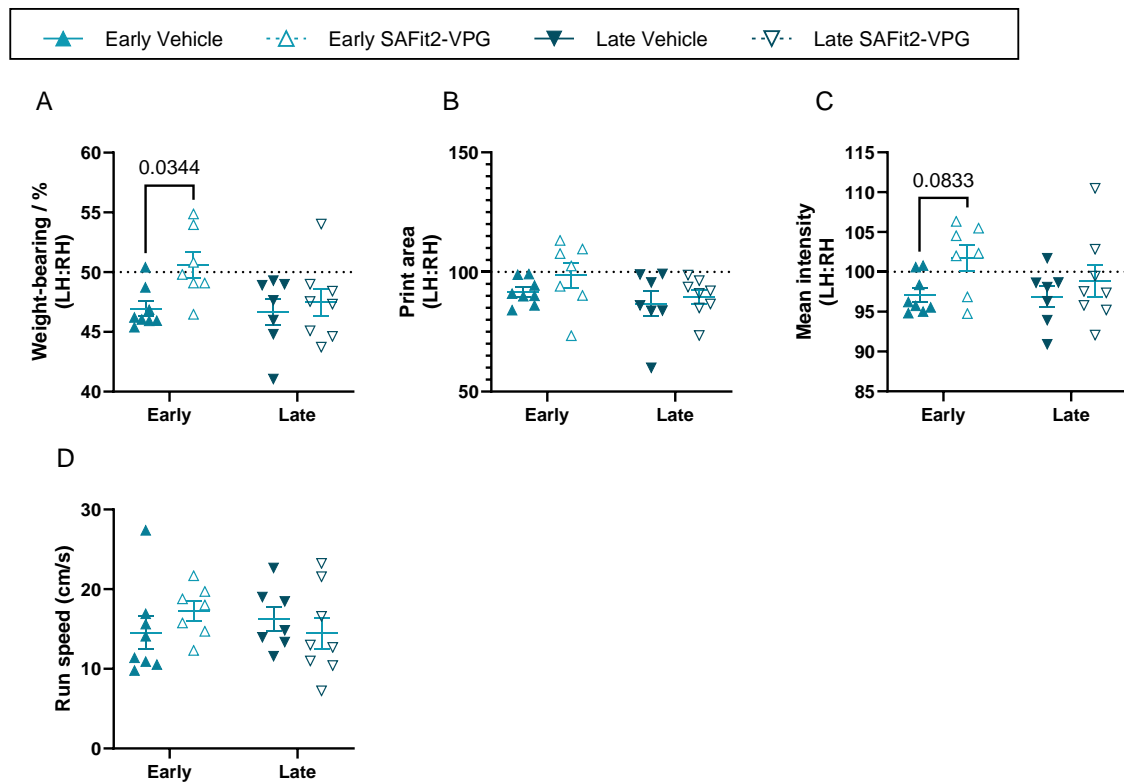

**Figure S16. Acute pharmacological inhibition of FKBP51 initiated before or after MIA induction prevents the full development of gait deficits.** All male mice were subjected to MIA-injury, and SAFit2-VPG was administered either “Early” from 3 days before and lasting for approximately 11 days after injury, or “Late” from D20-30. **(A-D)** Gait assessment on the catwalk was performed at D23 after injury, where both treatment-types showed beneficial effects on mechanical sensitivity, but only “late”-treatment was in active treatment. SAFit2-VPG treatment induced improvement across treatment timing (measured via 2-way ANOVA) on Dynamic weight bearing (A), measured as the amount of weight places on the left vs right hindleg while walking, and the print intensity (C), but not the size of the print-area (B) of the ipsilateral (left) paw, compared with the contralateral (right). **(D)** The run speed was unaltered by treatment, suggesting that any changes in gait was not secondary effects of alteration in general speed of movement. For all graphs: N=7-8. Data shows mean  $\pm$  S.E.M. and single data points. See full statistical analysis in Supplementary Table S3.

DEGs modulated by late SAFit treatment alone and correlated  
with mechanical thresholds  
(n = 434)

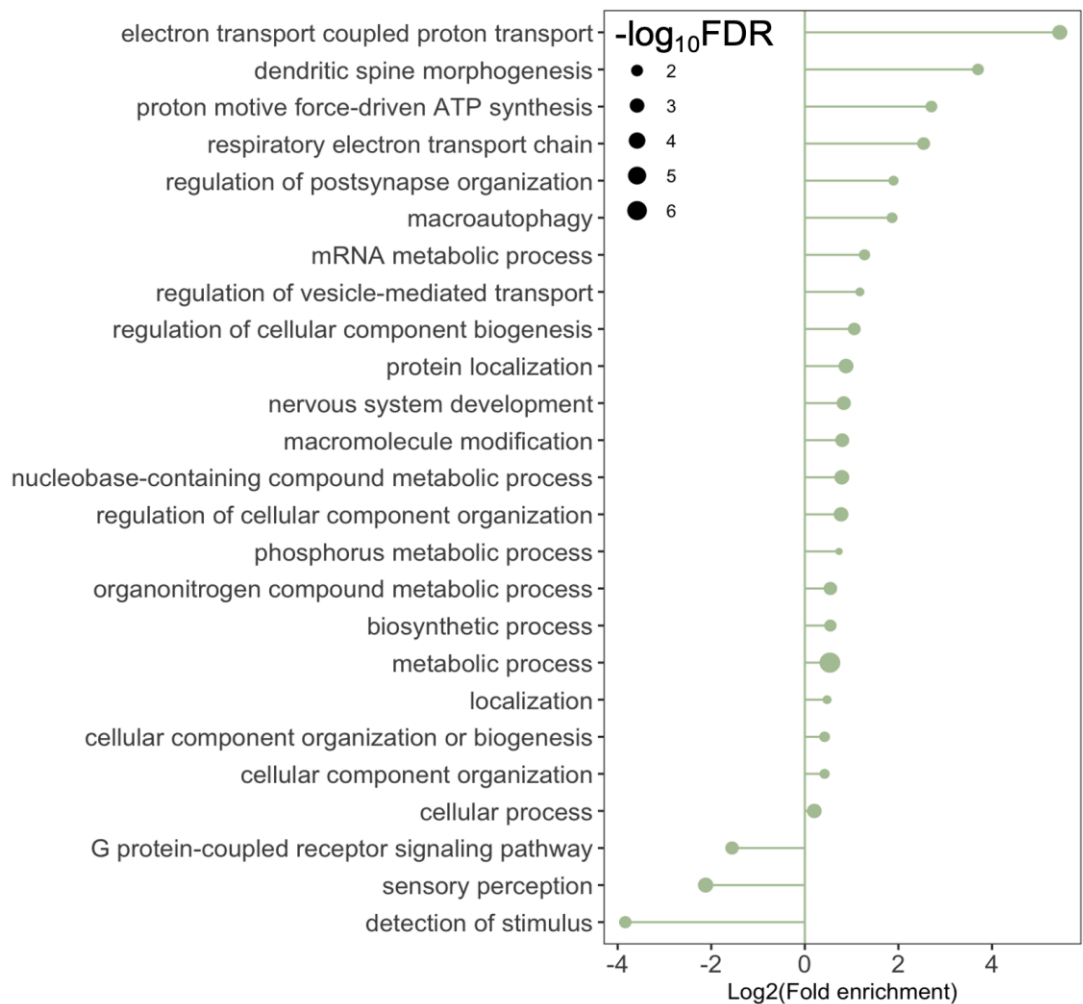

**Figure S17: Lollipop plot of enriched GO terms after gene expression analysis.** This figure displays the enriched Gene Ontology (GO) terms identified from the differentially expressed genes (DEGs) between LateSAFit2 and LateVehicle treated mice. The X-axis represents GO terms associated with biological processes while the Y-axis shows the fold change in enrichment. Significance (-log10 adjusted P-value) of each term is denoted by size.

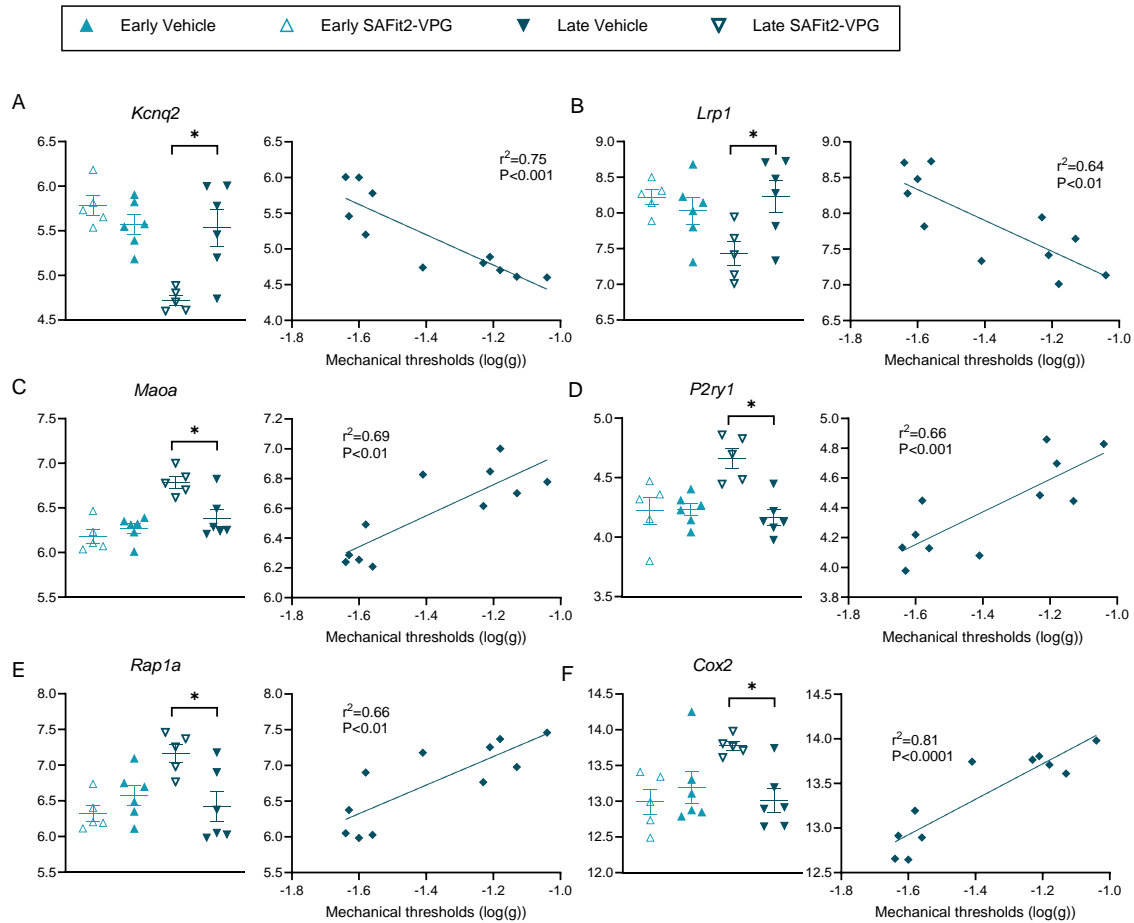

**Figure S18: Selected DEGs are regulated by late SAFit2 treatment in a direction that may promote hypersensitivity.** *Kcnq2* encode the protein Kv7.2; *Lrp1* encode the Low-Density Lipoprotein Receptor-Related Protein 1; *Maoa* encode the Mono oxydase A protein that breakdown monoamines; *P2ry1* encode the purinergic receptor P2Y1; *Rap1a1* encode the protein Rap1a, a small GTPase from the Ras family; *Cox2* encode the cyclooxygenase-2 enzyme, involved in the synthesis of prostaglandins that mediate inflammation and pain. Data shows mean  $\pm$  S.E.M. and single data points. Y-axis: log<sub>2</sub>CPM.

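The symbol Cox2 stands for Ptgs2, which encodes cyclooxygenase-2, while in the deposited values COX2 stands for the mitochondrially encoded cytochrome c oxidase subunit 2 (Entrez gene 17709; mitochondrial genome, 7013 to 7696, GRCm38). COX2 was 13.77 ± 0.14 log2 CPM (SD, n = 5) in Late SAFit2 and 13.01 ± 0.41 (n = 6) in Late Vehicle mice, a log2 fold change of 0.77 (standard error 0.25, adjusted limma p = 0.045, exact permutation p = 0.0087). This call was lost in 13 of 22 fits with a mouse left out (without replicates 2, 3 or 6 of Early Vehicle, 4 or 5 of Early SAFit2, 1, 3, 4 or 5 of Late Vehicle or 2, 3, 4 or 5 of Late SAFit2). The log2 fold change was 0.10 after quantile normalization and 0.28 after removal of the trend with GC content and length. Ptgs2 (Entrez gene 19225; chromosome 1, 150100031 to 150108234, GRCm38) was 0.53 ± 1.34 (n = 5) and 0.47 ± 0.80 (n = 6), a log2 fold change of 0.05 (standard error 0.49, adjusted limma p = 0.95, exact permutation p = 0.95). Its direction turned without replicate 2 or 3 of Late Vehicle or 3 or 5 of Late SAFit2.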

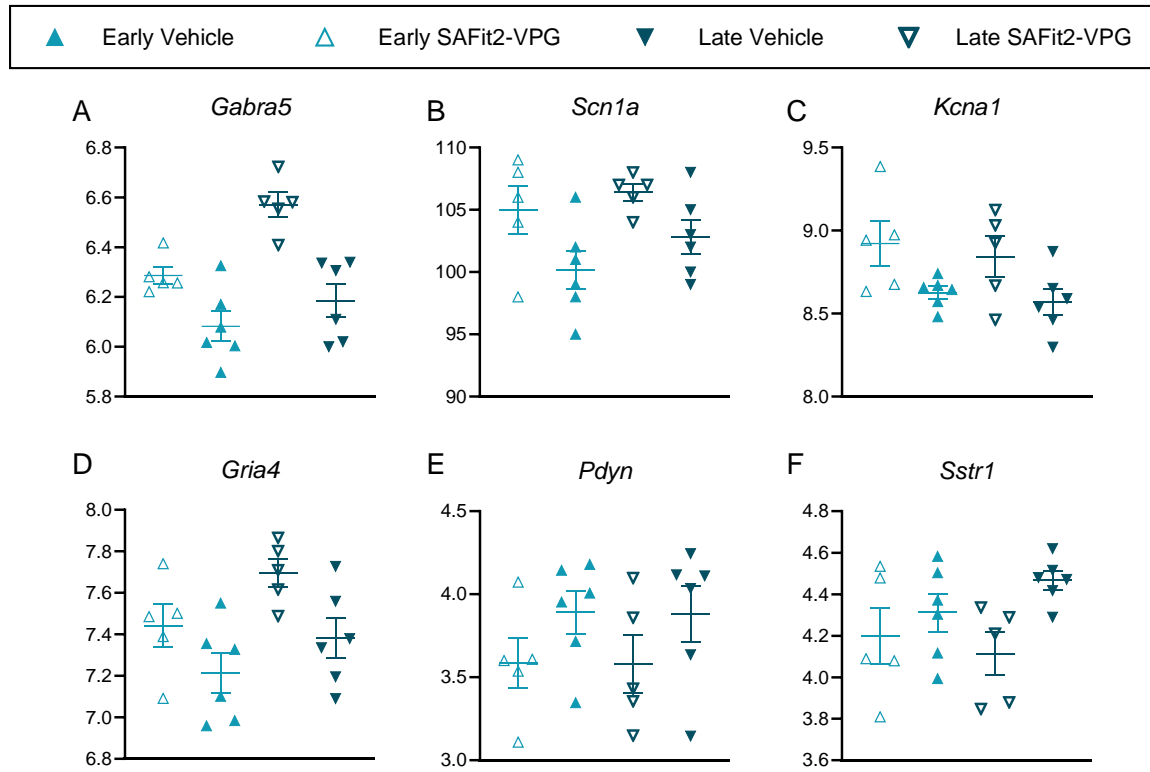

**Figure S19: A number of DEGs similarly regulated by early and late SAFit2 treatment are involved with nociceptive signalling.** *Gabra5* encodes the  $\alpha 5$  subunit of the GABA A receptor; *Scn1a* encodes the sodium channel Nav1.1; *Kcna1* encodes the potassium channel Kv1.1; *Gria4* encodes the glutamate ionotropic receptor AMPA type subunit 4; *Pdyn* encodes prodynorphin, a pro-nociceptive peptide, and *Sstr1* encodes the somatostatin receptor 4. Data shows mean  $\pm$  S.E.M. and single data points. Y-axis: log2CPM. For all target, SAFit2-VPG vs Vehicle,  $P < 0.05$ .

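Of the genes plotted for both timings, 4 were higher with SAFit2 over early and late mice. Gabra5 had the lowest p (log2 fold change 0.29, standard error 0.07, nominal limma p = 0.00017, exact permutation p = 0.00014). It was 6.29 ± 0.08 log2 CPM (SD, n = 5) in Early SAFit2, 6.08 ± 0.15 (n = 6) in Early Vehicle, 6.57 ± 0.11 (n = 5) in Late SAFit2 and 6.19 ± 0.16 (n = 6) in Late Vehicle mice. The log2 fold change was 0.32 for Scn1a (exact permutation p = 0.0104), 0.28 for Kcna1 (p = 0.0058) and 0.27 for Gria4 (p = 0.0094), with standard errors of 0.10, 0.09 and 0.09. Pdyn had a log2 fold change of -0.30 (standard error 0.15), with a nominal limma p of 0.052 and an exact permutation p of 0.063. The limma p fell under 0.05 without any of 7 mice (replicates 2 and 5 of Early Vehicle, 5 of Early SAFit2, 1 and 4 of Late SAFit2 and 2 and 6 of Late Vehicle) and with limma voom. Sstr1 had a log2 fold change of -0.23 (standard error 0.10, nominal limma p = 0.031, exact permutation p = 0.028). The limma p rose above 0.05 without any of 7 mice (replicates 1, 2 and 4 of Early SAFit2, 2 and 3 of Early Vehicle, and 3 and 4 of Late SAFit2), with median centring and after removal of the trend with GC content and length. Sstr4, the receptor numbered in the legend, was close to the detection limit (between -1.39 and -0.57 log2 CPM in the group means) with a log2 fold change of 0.08 (exact permutation p = 0.89). No gene of the 7 passed adjustment over all genes, with adjusted p-values of 0.30 and above.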

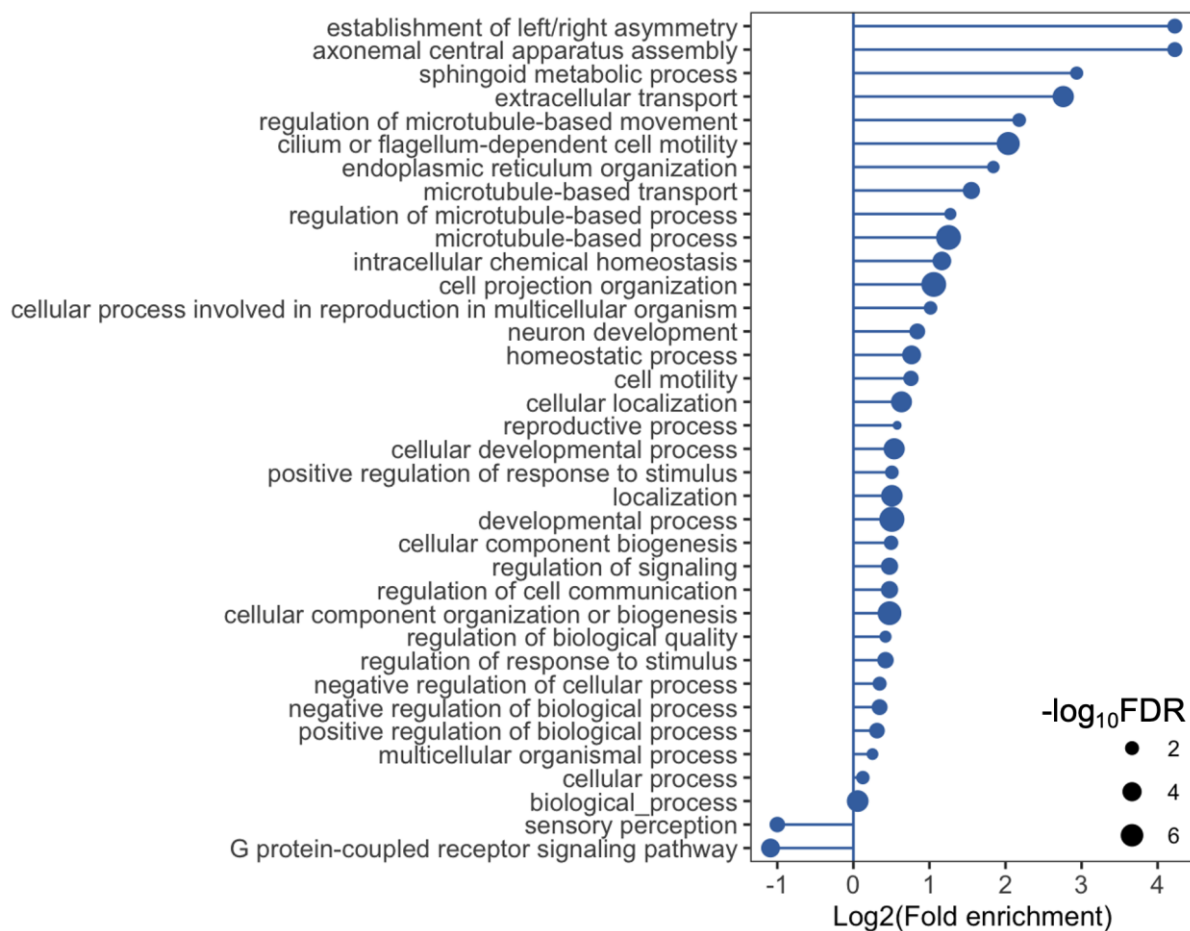

**Figure S20: Lollipop plot of enriched GO terms after differential gene expression analysis.** This figure displays the enriched Gene Ontology (GO) terms identified by PANTHER using differentially expressed genes derived from the main treatment effect of SAFit2-VPG vs vehicle (Figure 8 in the main text). The X-axis represents GO terms associated with biological processes while the Y-axis shows the fold change in enrichment. The size of the lollipop represents the significance ( $-\log_{10}$  adjusted P-value) of each term.

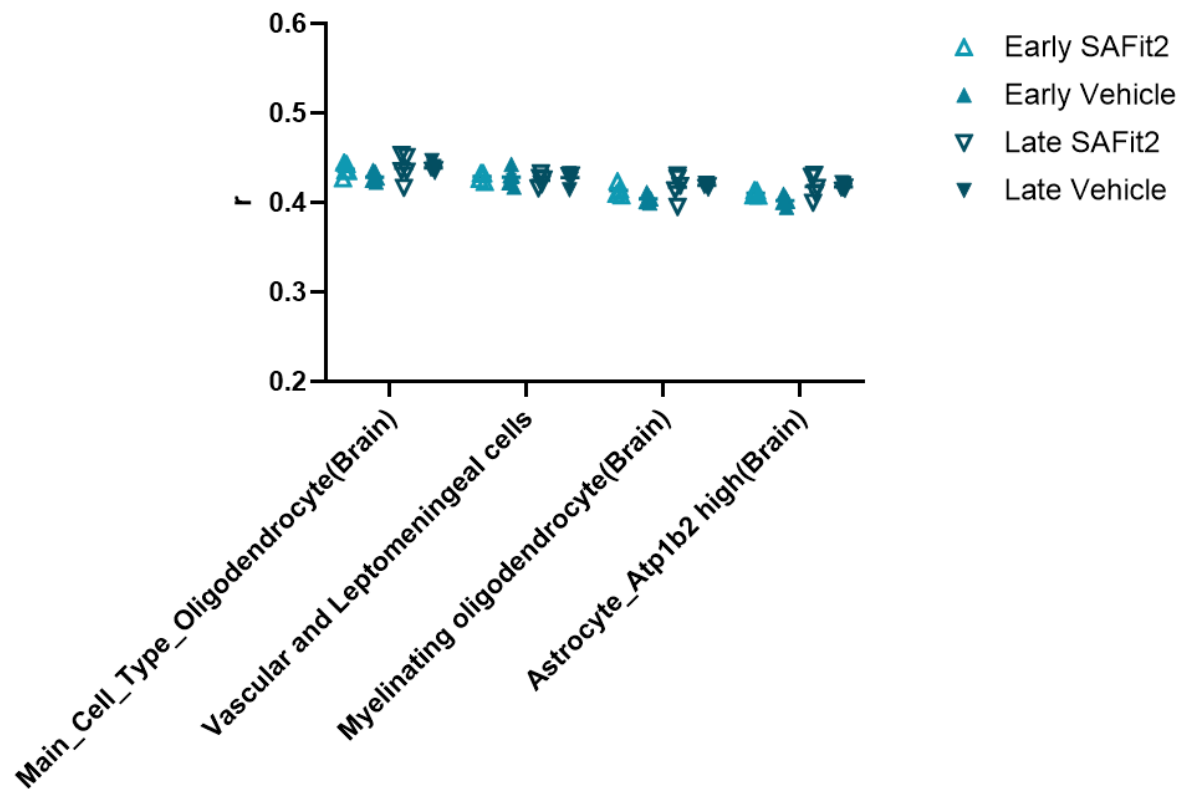

**Figure S21: Correlation analysis between the major cell types in spinal cord samples showed no difference between SAFit2 and Vehicle treated mice.** Correlation coefficients between spinal cord samples and the predominant cell types derived from the mouse cell atlas were evaluated using RNA sequencing data. The degree of correlation between each cell type identified from bulk RNA sequencing data was no different between SAFit2 and vehicle treated mice spinal cord samples. These results suggested that cell type proportions had not changed after SAFit2. N=5-6/group.

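Lists of marker genes for cell types, written before the data were examined, gave a view of composition from the same libraries. After early SAFit2, camera adjusted p-values under 0.05 were found for neurons (median log2 fold change 0.12, adjusted p = 0.023), dorsal horn neurons (-0.22, 0.00046), oligodendrocytes (-0.11, 0.019) and microglia (-0.18, 0.00096). They were also found for meninges and fibroblasts (-0.38, 0.00048) and immediate early genes (0.20, 0.032), in addition to motile cilia and ependymal genes. Exact permutation p-values of the list means were 0.065, 0.13, 0.28, 0.017, 0.11 and 0.19 in that order. The calls depended on single mice for neurons (lost without replicate 1 of Early SAFit2 or 1 or 6 of Early Vehicle) and dorsal horn neurons (1 of Early SAFit2). This was also so for oligodendrocytes (5 of Early SAFit2, 5 or 6 of Early Vehicle) and immediate early genes (2 or 3 of Early SAFit2, 4, 5 or 6 of Early Vehicle). No early call was made for oligodendrocyte precursors, astrocytes, endothelial and mural cells, motor neurons, Schwann cells, blood or skeletal muscle (adjusted p between 0.44 and 0.98). After late SAFit2, none of the neuronal, glial, vascular, meningeal, Schwann cell or blood lists had an adjusted p under 0.05 (0.47 and above). Skeletal muscle genes were higher, with a median log2 fold change of 1.98 over 10 genes (camera adjusted p = 0.0022, exact permutation p = 0.10). This call was lost without replicate 3 of Late SAFit2.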

**Figure S22: Summary of findings.** The MIA model induces a long-lasting pain state with: (1) pain-like behaviour evident from disease onset for up to 6 months, (2) no obvious changes to immobility and activity patterns beyond the first month and (3) emotional comorbidities apparent from 3 to 6 months. Crucially, early pain symptoms can predict long-term sensory and emotional outcomes. Global knock down of *Fkbp5* improves pain-, activity- and depressive-related symptoms, but there is no correlation between pain- and emotional outcomes. Pharmacological inhibition of the stress regulator FKBP51 after the full establishment of the pain state only provides transient pain and emotional relief that is accompanied by transient changes in expression of nociceptive genes at spinal cord level. In contrast, FKBP51 inhibition at disease and pain onset permanently improves the sensory and emotional symptoms and persistently downregulates genes related to pain chronicity.

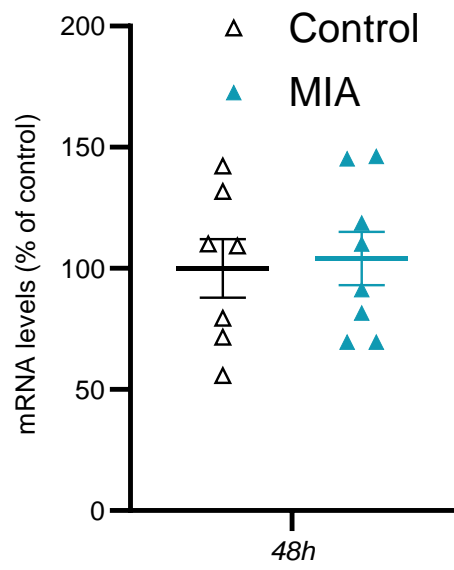

**Figure S23:** There is no changes in *Fkbp5* mRNA in L4, L5 DGRs 48h after injection of MIA into the knee joint. Data shows single data point and mean  $\pm$  SEM.

**Table S2. Complete information for statistical analysis of figures from the main manuscript.**

# missing values due to different duration of experimental cohorts. All cohorts included equal numbers of animals from the different groups. Weighted average was calculated based on the period that the animals in question was tested.

\$one animal removed from this outcome, as it was not complying with WB-training before treatment-initiation (Fig 4B), or developed a contralateral injury (broken nail) during the experiment, rendering the result unreliable (Fig 4D).

RM= Repeated Measures. NS = not significant.

**Table S3 Complete information for statistical analysis of figures from Supplementary Data.**

RM= Repeated Measures. NS = not significant.

**Table S4. Percentage of mice “affected” by emotional comorbidities associated with chronic joint pain (data presented in Fig 1)**

**Table S5. Early outcomes can be used as predictors of late symptoms.** Values are Pearson's r.  
\*P<0.05. #P=0.05-0.1

**Table S6. Percentage of mice “resilient” to emotional behaviour associated with chronic joint pain (*Fkbp5* KO and WT) (data presented in Fig 3).**

**Table S7. Percentage of mice “resilient” to emotional behaviours associated with chronic joint pain following FKBP51 inhibition 2 months after injury (data presented in Fig 4C-F). “Active” = while the compound was active, “Post” = 3 weeks after the end of the active period, “Late” = 6 weeks after end of active period.**

**Table S8. Percentage of mice “resilient” to emotional behaviours associated with chronic joint pain following FKBP51 inhibition during disease onset (data presented in Fig 5).**

**Table S9 DEGs in MIA vs Control animals at day 30 and their modulation by SAFit2 (Fig 6).** In a separate study, we identified MIA-modified genes in the ipsilateral spinal cord 30 days after MIA injection. When we compared those identified DEGs (n=704, P<0.05) with DEGs modulated by SAFit2, we found only 37 common DEGs; SAFit2 reversed the MIA-induced changes in expression in 11 of those. 

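The group means given for the 37 shared genes were recomputed from the deposited log2 CPM of the 4 groups. All 148 means lay within 0.01 of those in Table S9, with a largest gap of 0.005, and the standard errors of the mean within 0.0049. Of the 37 genes 36 were tested; 25 had a nominal limma p under 0.05 for the overall effect, 16 were late genes at an adjusted p under 0.05 and 6 had a nominal p under 0.05 after early SAFit2. The early and late changes had the same direction in 21 of the 36. The largest late change among them was that of 1700016K19Rik, with a log2 fold change of -1.91. The MIA-induced changes come from another experiment and were not analysed here.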

Data shows normalised counts (log per-million). DEGs in bold indicate genes for which the MIA-induced changes are reversed by SAFit2.

How the deposited data were processed for this re-analysis (not part of the article)

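RNA sequencing values of lumbar spinal cord from 22 mice in 4 groups were analysed (5 Early SAFit2, 6 Early Vehicle, 5 Late SAFit2 and 6 Late Vehicle mice), all of the 22 sample columns in the table, with the group of each mouse taken from its label. For the 5 Early SAFit2 mice the sample titles read SAFit1 and the treatment labels SAFit2, and the latter was used. According to the methods, the authors counted reads per gene with featureCounts on mm10 and scaled library sizes by trimmed mean of M-values. The deposited values are log2 CPM. They share a floor of -3.154 for genes at 0 reads, from which a small prior count was inferred, as the methods name none. The highest value is 17.702. The aligner is not named in the text used here. Of the 17306 genes, 384 have no symbol in the table, of which 14 were named by Entrez identifier and 370 were not.

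From the deposited log2 CPM, the reads behind each value were worked back and were whole in 100.0% of cases (tolerance 0.02 reads). They were used for depth, for limma voom and for thinning. Depth per library is between 11352989 and 24433349 reads on genes. Genes with few reads carry more counting error, which the variance trend of limma takes into account, and the number of mice limits the precision of every group mean.

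Differential expression was tested in R 4.3.3 with limma 3.58.1 on the deposited values. Genes with a log2 CPM of at least -1 in 5 libraries were kept (16765 genes), each group had its own mean, and the variance followed a trend on expression. Comparisons were SAFit2 against Vehicle in early mice, in late mice and as the mean of both, the early minus the late effect, and Late against Early Vehicle. The overall effect was counted at a nominal p under 0.05, as the paper does, and the others at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of 1.2. The labels give early and late mice as separate batches, so only comparisons within a timing, and differences between such comparisons, are free of a difference in level between batches.

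Single genes were also compared by two-sided exact permutation over all 462 splits of 5 and 6 mice, and overall and early-late effects by permutation of treatment labels within timing over all 213444 splits. Gene lists (20 lists, of cilia, signalling, cell types and metabolism) were tested with limma camera at an inter-gene correlation of 0.01, with fry and with the correlation estimated from the data. Counts of list genes in gene sets were compared by Fisher's exact test against the 16765 genes tested. Principal components were computed in Python 3.11.15 with numpy 2.4.6, tables were made with pandas 2.3.3 and plots with matplotlib 3.10.9.

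GC content and length of the longest transcript came from GENCODE M21 (GRCm38) for 16699 genes (96.5%). The correction took from each library its smooth trend of log2 CPM, relative to the mean of all libraries, on GC content and length (loess, span 0.5), for 16213 of the genes tested. It also takes away any part of a treatment effect that follows GC content. It was tested on simulated data for the late comparison with 16213 genes, of which 200 were changed. Without a GC trend 158 changed genes were recovered with 9 false calls. With the GC trends of the libraries 163 were recovered with 347 false calls before, and 171 with 15 false calls after the correction. The simulated changes had a log2 size of 1, so recovery of smaller changes was not tested.

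The comparisons, the lists, the filter and most alternatives were set before the data were examined. These alternatives were no filter, a stricter filter, pseudocounts of 0.5 and 2, variance without a trend or with robust estimation, library quality weights, median centring, quantile normalization, the 11 mice of a pair alone, the replicate number as a block, GC and length correction alone and with that block, limma voom and leaving out each of the 22 libraries. For the overall effect they were also an additive model of timing and treatment, and treatment alone. Other thresholds on p and fold change, other gene sets or unit variance for the principal components, and the motile cilia score as a covariate for the lists were set then as well. Added after the data were seen were the GC slope of a library as a covariate, voom with the filter of the methods, library sizes without Bc1 and mitochondrial genes, thinning of reads to 11353000 per library, the genes with a GC value without correction, scaling and GC correction for the lists, and all alternatives of the Vehicle comparison.

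Genes named in the text are the genes the paper names for this experiment, of which 2 are not reported here, the 37 genes of Table S9 as a group, the 5 higher and 5 lower genes with the lowest p among late genes whose groups do not overlap, and the 5 genes of lowest p in each direction for the early comparison and for the early-late difference. Values of the genes the paper names had been seen in its figures and tables. Replicate numbers do not pair the mice: within-pair correlations of residuals ranged from -0.236 to 0.317, with 2 of 10 above 0.1. Behavioural correlations and ontology terms were not analysed here.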

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

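All comparisons of library measures and the search for distant libraries follow rules set before the values were known, while the GC tests of the late effect and both tests of the Vehicle comparison besides the splits of mice were chosen after the result was seen.

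The late effect of 2021 genes and the early effect differ in the libraries themselves. The slope of log2 CPM on GC content was lower in Late SAFit2 (mean -0.196) than in Late Vehicle libraries (0.104), with an exact permutation p of 0.030 and a Benjamini-Hochberg adjusted p of 0.106 over 14 comparisons. The early minus late effect of SAFit2 on this slope was 0.342 (exact permutation p = 0.024, Benjamini-Hochberg adjusted p = 0.048 over 6 measures). It was -6.66 percentage points for the share of reads on Bc1 (p = 0.0334, adjusted p = 0.0501), -5.78 percentage points for mitochondrial reads (p = 0.0206, adjusted p = 0.048) and 0.147 for the scaling factor (p = 0.0235, adjusted p = 0.048), all by exact permutation. After removal of each library's trend with GC content and length, limma counted 0 late genes (2610 at a nominal p under 0.05), so a technical trend with GC content in the late libraries may account for the counts. In simulated data the GC trends of these libraries gave 347 false calls, so it was not shown that they suffice for all 2021 genes. Late treatment remains open as well, because a real change that follows GC content would be removed too. In 2 of 100 splits of the late mice, the actual split included, as many genes were called as in the late comparison, and the other such split gave 4266 genes and had a GC slope difference of 0.324, against 0.300 for the actual one. Over the splits the number of genes at a nominal p under 0.05 followed the GC slope difference (rho = 0.90). After the correction 1 of 100 splits, the actual one, gave as many genes at a nominal p under 0.05 (highest other 2549). This argues against chance division of the mice for that count. It does not exclude it, since 100 of 462 possible splits were drawn. Lower depth is argued against, since 1744 of the late genes were also called after thinning all libraries, as are a few dominant genes, since 1832 were also called with library sizes without Bc1 and mitochondrial genes. A direction of variation already present among early mice correlated with the late fold changes across genes at 0.27, under the 0.3 set for it, while the rank correlation was 0.345, which leaves that explanation open. On this direction Early Vehicle replicate 4 scored 81.5 and the other early mice between -36.3 and 21.8. The direction thus rests largely on that library and is a weak test of a shared trend.

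The difference between early and late effects had 4167 genes at a nominal p under 0.05. As many were found in 2 of 100 splits, the actual one included and the other with 5745. This argues against chance division for this nominal count without excluding it. At an adjusted p under 0.05 limma counted 0 genes for the actual split and up to 3125 for another, so that count does not argue against chance. There were 1968 such genes after GC and length correction and 464 with the GC slope as a covariate, the latter chosen after the result was seen and below the 838 expected by chance; the splits were not repeated under these settings. For the overall effect 10 of 100 splits gave as many genes, and for the early effect 48 of 100, so chance cannot be excluded for either count.

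Gene lists whose early and late effects differed by camera were skeletal muscle (early minus late median log2 fold change -1.68, 10 of 10 genes, adjusted p = 0.037), mitochondrially encoded genes (-0.89, 13 of 13, adjusted p = 1.8e-07), nuclear oxidative phosphorylation (-0.37, 24 of 30, adjusted p = 0.0038) and immediate early genes (0.46, 10 of 13, adjusted p = 0.042). None of the 4 held under fry (lowest adjusted p = 0.202) or an estimated correlation (0.774 or above). After the GC and length correction, which was chosen for the lists after the data were seen, muscle and mitochondrial genes kept adjusted p-values of 0.0088, while oxidative phosphorylation had 0.488 and immediate early genes 0.489. After it 4 more lists passed, microglia (median -0.24, adjusted p = 0.0088), oligodendrocytes (-0.23, 0.0156), meninges (-0.64, 0.0156) and motile cilia genes (-0.39, 0.0238). In late mice the oxidative phosphorylation list had an adjusted p of 0.161 after this correction, so its late rise may come from a trend with GC content, and treatment is not excluded. For the muscle genes only a trend with GC content and length was examined. Their list kept its late call after the correction (median log2 fold change 2.27, camera adjusted p = 2.4e-05). No other cause was tested for them.

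Late and Early Vehicle mice differed in 1527 genes (552 higher and 975 lower in Late Vehicle), a comparison the paper does not report. Without replicate 1 of Late Vehicle there were 944 and without replicate 6 there were 2482. With median centring 59.5% were higher, against 36.1% before it, and with library sizes without Bc1 and mitochondrial genes 144 were higher and 1626 lower. As many genes were called in 2 of 100 splits of the 12 mice, the actual one included and the other with 3218, and 4 of 100 had as many at a nominal p under 0.05 (4072 for the actual split, highest other 5595). Both shares are under the 0.05 set as the limit for chance division, which argues against chance without excluding it. A trend with GC content is argued against as the whole cause, since 1352 of the genes were also called after the correction. The labels give the groups as separate batches, so a batch difference and the timing of the vehicle injections cannot be told apart for these 1527 genes.

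Single libraries lay apart from the others of their group in 11 of 190 groups of values examined, where chance gives 9.5; of these, 5 were among 142 groups of gene values and 6 among 48 groups of library measures, where chance gives 1 in 20. The library measures are not independent of each other. Early Vehicle replicate 5 was lowest for Scn4b (7.45 log2 CPM, next 8.02) and Rundc1 (2.98, next 3.65), and highest for the share of mitochondrial reads (18.3%, next 10.1%) and the mean of mitochondrially encoded genes (13.02, next 11.95). Early Vehicle replicate 4 (11.9%, next 4.28%) and Late Vehicle replicate 6 (7.55%, next 3.43%) had the most Bc1 reads in their groups. Early SAFit2 replicate 1 had 471 genes at 0 reads (next 218) and a Tekt4 value of -3.15, at the floor (next -1.43). For 2310068J16Rik, Early SAFit2 replicate 5 was at -1.84 (next -0.70) and Late SAFit2 replicate 3 at -1.39, with the other 4 mice of its group at the floor. On PC2, Early SAFit2 replicate 3 had a score of -17.2, the others 10.1 or more. No biological explanation was tested for these libraries. Over all groups, 11 of 190 is close to chance, while 6 of 48 library measures is more than chance gives. Without Late Vehicle replicate 6, which also had a GC slope of -0.217 against a group mean of 0.104, the late count was 4971.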

How the results depend on the processing

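Among the tests below, the GC slope as a covariate, voom with the filter of the methods, library sizes without Bc1 and mitochondrial genes, thinned reads, the genes with a GC value, the scaling and GC alternatives of the gene lists and all alternatives of the Vehicle comparison were chosen after the result was seen. The edgeR alternative was not run, although whole reads were recovered from the deposited values and limma voom was run on them. Where a value changed and nothing else is said, the cause was not tested.

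The late count of 2021 genes was 62 without a variance trend, 6381 with library quality weights, 1231 with quantile normalization, 0 with the 11 late mice alone (fewer mice; 5245 at a nominal p under 0.05), 3157 with the replicate block, 0 after GC and length correction with or without that block (2610 at a nominal p under 0.05 without it), 876 with limma voom, 0 with the GC slope as a covariate (761 at a nominal p under 0.05) and 1088 at 1.5-fold. It stayed within 1.5 times with no filter (1925), the stricter filter (2263), pseudocounts of 0.5 (1997) and 2 (1879), robust variance (2047), median centring (2063), voom with the filter of the methods (1404), thinned reads (1902) and library sizes without Bc1 and mitochondrial genes (2047). Without a library it ranged from 1 to 4971.

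The overall count of 2215 was 6396 with library quality weights, 1361 after GC and length correction, 1344 with the correction and the block, 1358 with treatment alone, 979 with the GC slope as a covariate, 0 at an adjusted p under 0.05, 1442 at 1.2-fold and 403 at 1.5-fold, and 1313 to 3780 without a library. The number shared by both effects, 1141, was 61 without a variance trend, 5193 with library quality weights, 1952 with the block, 0 after GC and length correction with or without the block, 669 with limma voom, 0 with the GC slope as a covariate, and 1 to 3027 without a library. The early count of 0 became 13 with library quality weights and 416 at a nominal p, and was 0 without any library. The count of 0 for the early-late difference became 2 without a variance trend, 5083 with library quality weights and 4167 at a nominal p, and ranged from 0 to 2513 without a library. The Vehicle count of 1527 was 5067 with library quality weights, 3013 after GC and length correction, 2915 with the correction and the block, 2333 with the GC slope as a covariate, and 944 to 2482 without a library.

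For the named genes, 1120 of 1239 values under alternatives kept their direction and side of the threshold, 101 no longer passed, 7 newly passed and 11 turned. Of 1452 values without a library, these numbers were 1273, 155, 9 and 15. With the GC slope as a covariate the late log2 fold change turned for Lrp1 (0.029), Ptgs2 (-0.20), Nr3c1 (-0.034) and Enkur (-1.41). After GC and length correction it turned for Ptgs2 (-0.29, and -0.15 with the block) and Enkur (-0.22), and Enkur was at -0.043 with a pseudocount of 2. The overall log2 fold change turned for Sstr1 with the correction and the block (0.067) and for Sstr4 with library quality weights (-0.13), and the early-late difference of Penk with library quality weights (0.044). Without a library, late Ptgs2 ranged from -0.39 to 0.51, late Enkur from -0.26 to 0.45 and overall Sstr4 from -0.13 to 0.40.

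Of the PC1 variance left after timing, the share explained by treatment was 14.4%. It became 47.4% with the nominal treatment genes and 6.61% with the 500 most variable genes. It ranged from 10.2% to 20.3% without a library. On PC2 the share became 42.8% with the nominal treatment genes.

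Motile cilia genes kept their early call under fry and the estimated correlation. Their late median of -0.64 no longer passed under fry or the estimated correlation, and without a library it ranged from -0.86 to -0.43. In late mice medians turned for primary cilium genes (0.037 with the motile cilia score as a covariate, 0.034 with median centring, 0.020 with quantile normalization; -0.054 to 0.057 without a library), hedgehog genes (0.012 after GC and length correction), neurons (-0.095 with the covariate, -0.0062 with quantile normalization; -0.058 to 0.067), motor neurons (0.30 after the correction, 0.048 with centring, 0.16 with quantile normalization; -0.35 to 0.37), oligodendrocytes (-0.071 with quantile normalization), oligodendrocyte precursors (0.079 after the correction), astrocytes (0.0061 after the correction), microglia (0.053 after the correction), blood (0.035 after the correction, 0.042 with quantile normalization; -0.31 to 0.044), NF-κB targets (0.031 with the block, 0.049 with centring, 0.072 with quantile normalization; -0.15 to 0.043) and immediate early genes (0.0060 after the correction). Without a library, ranges across 0 were also seen for meninges (-0.32 to 0.65), Schwann cells (-0.91 to 0.29) and glucocorticoid targets (-0.066 to 0.091).

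In early mice, medians turned with the motile cilia score as a covariate for primary cilium genes (0.032), hedgehog genes (-0.047), motor neurons (-1.03), endothelial and mural cells (-0.20), mitochondrially encoded genes (0.092), oxidative phosphorylation (0.062), glucocorticoid targets (-0.050), NF-κB targets (-0.080) and immediate early genes (-0.059). After GC and length correction they turned for primary cilium genes (0.0017), astrocytes (0.00094), mitochondrially encoded genes (0.012) and oxidative phosphorylation (0.036). With the block they turned for astrocytes (0.013) and NF-κB targets (-0.0055), and with quantile normalization for mitochondrially encoded genes (0.059). Without a library, medians ranged from -0.043 to 0.0055 for primary cilium genes, -0.028 to 0.18 for hedgehog genes, -0.29 to 0.57 for motor neurons, -0.077 to 0.019 for astrocytes, -0.070 to 0.081 for endothelial and mural cells, -0.20 to 0.12 for mitochondrially encoded genes, -0.19 to 0.026 for oxidative phosphorylation, -0.0091 to 0.14 for glucocorticoid targets, -0.081 to 0.063 for NF-κB targets, -0.079 to 0.069 for oligodendrocyte precursors, -0.077 to 0.25 for Schwann cells, -0.0054 to 0.15 for blood and -0.042 to 0.43 for skeletal muscle.

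Depth limits genes with few reads, such as Sstr4 and Ptgs2. Thinning all libraries to the smallest kept 1744 of the late genes.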

Differences from the paper's values

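For the overall effect the paper reports 1185 genes at a nominal p under 0.05 and 2215 were counted here. Of the 15 alternatives set before the data were examined, GC and length correction (1361), the same with the replicate block (1344) and a model of treatment alone (1358) came within 1.5 times the paper's count, as did 6 of the 22 fits without a library (Early SAFit2 replicate 1, 1313; Early Vehicle replicate 1, 1590; Late Vehicle replicates 1, 3 and 5, 1732, 1510 and 1567; Late SAFit2 replicate 4, 1753). The others did not. The GC slope as a covariate, chosen after seeing the values, gave 979, and drops 1 (Gria4) of the 10 genes the paper names that were counted here.

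With the 1.2-fold threshold the paper's total is 845 and the count here 1442. Within 1.5 times were log2(CPM + 2) with 1006, GC and length correction with 631, the same with the replicate block with 657, the additive model with 1228, treatment alone with 1010, and 8 of the 22 fits without a library, between 861 and 1236. For higher genes the paper's count is 311 and the count here 470. Within 1.5 times were the stricter filter (447), pseudocounts of 0.5 (460) and 2 (356), variance without a trend (451), GC and length correction (244), the same with the replicate block (285), the additive model (410), treatment alone (350) and 12 of 22 fits without a library. For lower genes the paper's count is 534 and the count here 972. Within 1.5 times were log2(CPM + 2) (650), quantile normalization (720), GC and length correction (387), the same with the replicate block (372), treatment alone (660) and 4 of 22 fits without a library. The remaining alternatives were outside.

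For the late effect the paper reports 757 genes at an adjusted p under 0.05 and 1.2-fold, and 2021 were counted here. Of 14 alternatives set before the data were examined, limma voom on the recovered reads (876) was within 1.5 times, and none of the 22 fits without a library was. The methods name limma voom and a filter on counts. Voom with that filter, chosen after seeing the values, gave 1404 genes (744 higher, 660 lower), which was outside. The paper's count of higher genes is 425 and that here 894, with quantile normalization (505), limma voom (484) and 5 of 22 fits without a library (500 to 603) within. The paper's count of lower genes is 332 and that here 1127, with limma voom (392) within and no fit without a library. Genes shared by the overall and the late effect are 268 in the paper and 1141 here, and none of 13 alternatives or 22 fits without a library came within 1.5 times.

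Counts that did not differ by more than 1.5 times were the paper's 893 genes of the overall effect alone (1074 here) and its 202 genes with a larger early change (215 here).

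The paper lists Fkbp5 among the genes raised at least 1.2-fold by SAFit2. Here its overall log2 fold change was 0.23, below that threshold, with a nominal limma p of 0.038. It met both thresholds after GC and length correction (0.31), with the correction and the replicate block (0.31), without Late SAFit2 replicate 4 (0.26) and with the GC slope as a covariate (0.29), the last chosen after seeing the values.

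The paper shows Pdyn among genes changed by early and late SAFit2. Its nominal limma p here was 0.052, with a log2 fold change of -0.30, and it fell under 0.05 with limma voom, library quality weights, treatment alone and without any of 7 libraries, and, among settings chosen after seeing the values, with voom and the filter of the methods and with library sizes without Bc1 and mitochondrial genes. Of the receptors Sstr1 and Sstr4, both named in the legend, Sstr1 had a nominal limma p of 0.031 and Sstr4 of 0.88, and the other 4 genes shown (Gabra5, Scn1a, Kcna1 and Gria4) had a nominal limma p of 0.0058 or below.

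The paper lists Cox2 among late genes. The mitochondrially encoded COX2 was called here (log2 fold change 0.77), and Ptgs2, which encodes cyclooxygenase-2, was not (0.05, exact permutation p = 0.95), here or under any alternative run.

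The paper describes Naaa as lower after early SAFit2 than after late SAFit2. The early minus late effect was -0.13 (exact permutation p = 0.491), in the stated direction and within its error. The paper describes a separation of early and late SAFit2 groups on PC2 that Vehicle groups lack. Over all genes tested, Vehicle groups were apart on PC2 (exact permutation p = 0.0022) and SAFit2 groups were not (exact permutation p = 0.40). With the 2215 nominal treatment genes, on PC2 SAFit2 groups were apart and Vehicle groups were not (exact permutation p = 0.024 and 0.24). With these genes the same held on PC1 (exact permutation p = 0.0079 for SAFit2 and 0.68 for Vehicle groups). On PC1 over all genes tested the SAFit2 groups were apart (exact permutation p = 0.0079) and the Vehicle groups were not (exact permutation p = 0.12). With genes scaled to unit variance this was also so on PC1 (exact permutation p = 0.016 and 0.56), while on PC2 both were apart (exact permutation p = 0.0079 and 0.0022). With the 500 and 2000 most variable genes both were apart on PC1 (exact permutation p = 0.0079 for SAFit2 and 0.0022 for Vehicle groups in each), and on PC2 only the Vehicle groups with 2000 genes were (exact permutation p = 0.017).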

Other observations

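The correlation of PC1 with GC slope and the splits of mice by GC slope were chosen after the results were seen; the tests of the motile cilia genes were set before their results were known.

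PC1 over all genes tested followed the GC slope of the libraries, with r = -0.80 (permutation p = 3e-05) and rho = -0.77 (permutation p = 5e-05) over 22 libraries. Within late mice r was -0.97 and within early mice -0.89, and without the 2 libraries farthest in GC slope it was -0.79. Both measures come from the same values.

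The lower motile cilia genes after early SAFit2 were examined for other causes. A trend with GC content and length is argued against, since after the correction the list had a camera adjusted p of 1.5e-31. A difference between mice by chance is argued against by the exact permutation of the list mean (p = 0.0043). A smaller share of ependymal cells in the dissected tissue is a candidate explanation: of 6 ependymal genes that are not parts of cilia, listed before the test, 5 were lower in Early SAFit2 than in Early Vehicle mice, with a mean difference of -0.33 (exact permutation p = 0.0216). Hspa2 (log2 fold change -0.39) and Nnat (-0.57) were the 2 at a nominal limma p under 0.05, and limma counted 0 of the 6 at an adjusted p under 0.05. These genes are also expressed outside ependymal cells. In late mice the difference was -0.08 (exact permutation p = 0.65). Among the 12 Vehicle mice within groups, the motile genes moved together (mean pairwise r = 0.47, against at most 0.17 in 1000 random lists), and their mean followed that of the non-ciliary genes (r = 0.82, permutation p = 0.0012; rho = 0.78, permutation p = 0.0044; r = 0.78 without the 2 farthest mice). Against this, Foxj1, a regulator of motile cilia, did not fall after early SAFit2 (log2 fold change 0.02) and fell by 0.77 on the log2 scale after late SAFit2 (limma adjusted p = 0.032). A change of expression within ependymal cells after early treatment stays open as untested.

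Between Late and Early Vehicle mice, astrocyte genes were higher in late mice (median log2 fold change 0.45, 12 of 12 genes, camera adjusted p = 7e-06, fry 2.1e-05, estimated correlation 0.023), as were neuronal genes (0.27, 11 of 14, camera 0.012, fry 0.00074, estimated correlation 0.0498), and meningeal genes were lower (-0.81, 12 of 12, camera 0.012, fry 0.26, estimated correlation 0.72). Microglia (0.24) and primary cilium genes (-0.16) had a camera adjusted p of 0.084 and passed under fry (adjusted p = 0.012 and 0.0018), but not with the estimated correlation (0.18 for both). Timing and batch are confounded in this comparison.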
